# Characterizing Adult Cochlear Supporting Cell Transcriptional Diversity Using Single-Cell RNA-Seq: Validation in the Adult Mouse and Translational Implications for the Adult Human Cochlea

**DOI:** 10.3389/fnmol.2020.00013

**Published:** 2020-02-05

**Authors:** Michael Hoa, Rafal Olszewski, Xiaoyi Li, Ian Taukulis, Shoujun Gu, Alvin DeTorres, Ivan A. Lopez, Fred H. Linthicum Jr., Akira Ishiyama, Daniel Martin, Robert J. Morell, Matthew W. Kelley

**Keywords:** inner ear, supporting cell subtypes, smFISH, adult (MeSH), cell cycle, FACS, cochlea

## Abstract

Hearing loss is a problem that impacts a significant proportion of the adult population. Cochlear hair cell (HC) loss due to loud noise, chemotherapy and aging is the major underlying cause. A significant proportion of these individuals are dissatisfied with available treatment options which include hearing aids and cochlear implants. An alternative approach to restore hearing would be to regenerate HCs. Such therapy would require a recapitulation of the complex architecture of the organ of Corti, necessitating regeneration of both mature HCs and supporting cells (SCs). Transcriptional profiles of the mature cell types in the cochlea are necessary to can provide a metric for eventual regeneration therapies. To assist in this effort, we sought to provide the first single-cell characterization of the adult cochlear SC transcriptome. We performed single-cell RNA-Seq on FACS-purified adult cochlear SCs from the *Lfng^EGFP^* adult mouse, in which SCs express GFP. We demonstrate that adult cochlear SCs are transcriptionally distinct from their perinatal counterparts. We establish cell-type-specific adult cochlear SC transcriptome profiles, and we validate these expression profiles through a combination of both fluorescent immunohistochemistry and *in situ* hybridization co-localization and quantitative polymerase chain reaction (qPCR) of adult cochlear SCs. Furthermore, we demonstrate the relevance of these profiles to the adult human cochlea through immunofluorescent human temporal bone histopathology. Finally, we demonstrate cell cycle regulator expression in adult SCs and perform pathway analyses to identify potential mechanisms for facilitating mitotic regeneration (cell proliferation, differentiation, and eventually regeneration) in the adult mammalian cochlea. Our findings demonstrate the importance of characterizing mature as opposed to perinatal SCs.

## Introduction

Hearing loss impacts approximately 432 million adults worldwide (WHO Media Centre, 2018). For most of these individuals, the underlying cause of the auditory dysfunction is a loss of mechanosensory hair cells (HCs) in the cochlea. Existing data for humans, and all other mammals, strongly suggests that loss of cochlear HCs in adults is permanent (Doetzlhofer et al., 2006; White et al., 2006). In contrast, some non-mammalian vertebrates, such as avian species, are able to robustly and repeatedly regenerate HCs in response to injury. In these species, supporting cells (SCs), which surround the HCs, act as precursors which give rise to new HCs through both proliferative and non-proliferative mechanisms (Corwin and Cotanche, 1988; Ryals and Rubel, 1988; White et al., 2006; Warchol, 2011; Liu et al., 2012; Atkinson et al., 2015).

Studies utilizing both viral gene delivery and genetically-inducible mouse models have demonstrated some success in converting SCs into HCs in perinatal, but not adult, mouse models (Praetorius et al., 2010; Kelly et al., 2012; Liu et al., 2012, 2014; Staecker et al., 2014; Kuo et al., 2015). An exception to this is the recent work from Walters et al. (2017) demonstrating the formation of new HCs from adult cochlear SCs using a combination of forced expression of *Atoh1*, a HC master regulator gene, and deletion of *Cdkn1b*, a gene that controls cell cycle exit in SCs and HC precursors. But even in this case the HCs that were generated remained immature and, in some cases, showed signs of apoptotic cell death (Walters et al., 2017). These results suggest that our understanding of the genetic pathways that must be modulated to achieve a biological restoration of hearing remains limited.

While considerable effort has been devoted to understanding the genetic pathways that modulate HC formation, it is equally important to determine how cells are specified as SCs. As discussed, regenerated HCs will, most likely, be derived from SCs, which will require de- and then re-differentiation potentially similar to the process observed in avian species (Stone and Cotanche, 2007). The ability to accomplish SC-mediated HC regeneration in the adult organ of Corti is limited by barriers that remain to be characterized. A first step towards overcoming these barriers would be to generate expression profiles for specific SC types within the adult cochlea. Therefore, we sought to characterize the transcriptomes of adult cochlear SCs using single-cell RNA-sequencing. The results demonstrate that adult cochlear SCs are transcriptionally distinct from their perinatal counterparts. We identify adult cochlear SC-specific expression profiles and extensively validate these expression profiles through a combination of fluorescent immunohistochemistry and *in situ* hybridization co-localization in adult cochlear cross-sections and quantitative polymerase chain reaction (qPCR) from isolated adult cochlear SCs. To examine the relevance of these pathways for potential clinical applications, we demonstrate the expression of several novel, cell-type-specific markers using immunofluorescence on human temporal bones. Finally, we perform cell cycle pathway analyses on FACS-purified single adult SC transcriptomes to explore potential mechanisms to overcome adult SC quiescence.

## Materials and Methods

Key resources are provided in Table 1.

**Table 1:** Key resources.

Reagent or resource*	Source	Identifier
**Antibodies**
S100A6	R&D	AF4584
LCP1	Cell Signaling	3588
NOTCH1	Cell Signaling	3608
Acetylated tubulin (Tuba4a)	Sigma-Aldrich	T6793
S100A1	NeoMarkers	RB-044-A0
DSTN	Sigma	D8815
Calbindin	Santa Cruz	Sc-365360
**RNAScope *in situ* probes**		
Mm-S100a6	Advanced Cell Diagnostics	412981
Mm-Lcp1	Advanced Cell Diagnostics	487751
Mm-Pirb	Advanced Cell Diagnostics	496031
Mm-Slc2a3	Advanced Cell Diagnostics	438851
Mm-Spry2	Advanced Cell Diagnostics	425061
Mm-Birc5	Advanced Cell Diagnostics	422701
Mm-Notch2	Advanced Cell Diagnostics	425161
Hs-TUBA1B	Advanced Cell Diagnostics	529451
Mm-Myh9	Advanced Cell Diagnostics	556881
Mm-Nlrp3	Advanced Cell Diagnostics	439571
Mm-Cdkn1b	Advanced Cell Diagnostics	499991
Mm-Pla2g7	Advanced Cell Diagnostics	453811
Mm-Ppib	Advanced Cell Diagnostics	313911
Dap8	Advanced Cell Diagnostics	310043
**Reagents and Kits Critical for Immunohistochemistry and *in situ* hybridization**		
SCEM (embedding medium)	http://section-lab.jp/index.html	SCEM
Cryofilm type 2C (Adhesive film)	http://section-lab.jp/index.html	Cryofilm type 2C
**Critical Commercial Assays**	
**mRNA-Seq on C1**		
Nextera XTIndex Kit V2 setB	Illumina	15052164
TRuSeq Dual Index Sequencing Primers-Paired End	Illumina	15029399
Nextera XT Sample Prep Kit	Illumina	15032354
C1 Single-Cell Auto Prep Module2	Fluidigm	100–5519
Module2 (mRNA Seq)	Fluidigm	100–6209
Quant-iT PicoGreen dsDNA Assay Kit	Molecular Probes	P11496
Advantage 2 PCR kit	Takara-Clontech	639207
SMART-Seq v4 Ultra Low Input RNA Kit for the Fluidigm C1 System	Takara-Clontech	635028
SMARTer Ultra Low RNA Kit for the Fluidigm C1 System	Takara-Clontech	634835
DynaMag—PCR	Invitrogen	49–2025
Agencourt AMPure XP	Beckman-Coulter	A63880
LIVE/DEAD Viability/Cytotoxicity Kit	Invitrogen	L3224
Cell strainer, 40 μm	Falcon	352340
**qPCR on C1**		
SsoFast EvaGreen Supermix with low ROX	Bio-Rad	172–5211
DNA Suspension Buffer	Teknova	T0221
Single Cell-to-CT Kit	Invitrogen	4458237
GE 96.96 Dynamic Array DNA Binding Dye Loading Reagent Kit	Fluidigm	100–3415-R
**ddPCR on QX200^TM^ AutoDG^TM^ Droplet Digital^TM^ PCR System**		
ddPCR^TM^ 96-Well PCR Plates	Bio-Rad	12001925
DG32^TM^ Cartridges	Bio-Rad	1864108
PCR PlateHeat Seal, foil, pierceable	Bio-Rad	1814040
Automated Droplet Generation Oil for EvaGreen	Bio-Rad	1864112
ddPCR^TM^ Droplet Reader Oil	Bio-Rad	1863004
**Deposited Data**		
FACS-purified adult cochlear supporting cell single-cell RNA-Seq (Fluidigm C1)	This article	
**Experimental Models: Organisms/Strains**		
Tg(Lfng-EGFP)HM340Gsat BAC transgenic mouse line (Lfng^EGFP^)	GENSAT (Gong et al., 2003)	
**Software and Algorithms**		
Seurat v2.0	https://satijalab.org/seurat/	
SINGuLAR v3.6.2	https://www.fluidigm.com/software	

*Contact for Reagent and Resource Sharing.

### Experimental Model and Subject Details

#### Mice

CD-1 mice were obtained from Charles River Laboratories. CBA/J mice were obtained from Jackson Laboratories. The Tg(Lfng-EGFP)HM340Gsat BAC transgenic mouse line (*Lfng*^EGFP^) was generated by the GENSAT Project (Gong et al., 2003) and was kindly provided by A. Doetzlhofer (Johns Hopkins University). P60 and P120 mice of either sex were used for all experiments. Four mice were utilized for each experiment. All experiments were conducted in accordance with NIH animal use protocol 1379-15.

### Method Details

#### Adult Cochlea Preparation

Cochleae from P60 and P120 *Lfng*^EGFP^ mice were used for FACS purification of GFP+ SCs before single-cell capture. Apical to basal distribution of GFP+ SCs in the adult cochlea were determined by whole-mount and orthogonal immunohistochemistry (Supplementary Figures S1, S2). Briefly, the inner ear was dissected from adult mice and the vestibular portions of the inner ear, including utricle, saccule and semicircular canal ampulla, were removed. The apex of the cochlear bony labyrinth was exposed and an approximately 2 mm opening was made at the apex using fine forceps. This opening, along with the opening at the base of the cochlea that resulted from removing the vestibular portions of the inner ear allowed for good perfusion of fixative throughout the cochlea. The cochleae were then collected in a 1.5-ml tube (*n* = 8 cochleae per integrated fluidics chip (IFC) capture) and incubated in 0.05% crude trypsin (Worthington, Columbus, OH, USA) in CMF-PBS (Life Technologies, Carlsbad, CA, USA) at 37°C for 8 min. Excess trypsin solution was removed and four volumes of 5% FBS (Thermo Fisher Scientific, Waltham, MA, USA) in DMEM/F12 (Thermo Fisher Scientific, Waltham, MA, USA) was added to inactivate any remaining trypsin. The tissue was then triturated for 2 min and passed through a 40-μm strainer (pluriSelect Life Science, Leipzig, Germany) to eliminate residual aggregates and bone fragments. The resulting single-cell suspension was then stained with propidium iodide (Life Technologies, Carlsbad, CA, USA) to allow for the exclusion of dead cells and debris from the samples.

##### Flow Cytometry and Sample Collection

Single cells were sorted on a FACS Aria flow cytometer (BD Biosciences, San Jose, CA, USA) with a compensated FITC setting and 488 nm excitation, using a 100-μm nozzle. In adult tissue, GFP+ SCs are the brightest population and typically comprised 2–7% of viable cells (approximately 10,000–35,000 GFP+ SCs from 500,000 total cells from eight cochleae). The purpose of FACS purification was to enrich for a population of GFP+ SCs and gating was set based on wild type isotype controls to exclude the majority of GFP– cochlear cells (see example of FACS gating on Supplementary Figure S3). Scatter discrimination was used to eliminate doublets and samples were negatively selected with propidium iodide to remove dead cells. Cells were collected in 20% FBS in DMEM/F12 and stored on ice. After sorting, cells were spun at 200 g for 10 min and then resuspended in 20% FBS. More detailed descriptions of the isolation methods have been previously published (Burns et al., 2015).

##### Adult Cochlear Single Supporting Cell RNA-Seq Using the Fluidigm C1 Platform

Methodology for single-cell RNA-Seq on the Fluidigm C1 Platform was previously described (Burns et al., 2015). Briefly, cell capture, lysis, SMARTer-based RT and polymerase chain reaction (PCR) amplification of cDNA was performed as outlined in the Fluidigm protocol (PN 100–5950 B1). After obtaining a single-cell suspension, 10 μl of cells at a final concentration of 2.5 × 10^5–^7 × 10^5^ cells per μl were loaded onto a medium-sized (10–17 μm) IFC. Cell concentration was estimated at a 1:10 dilution using an automated cell counter (Luna). The IFC was placed in the C1 system, where cells were automatically washed and captured. After capture, the chip was removed from the C1 and a 30-μm stack of widefield fluorescence and brightfield images was recorded at each capture site using an ×10/0.4 numerical aperture objective on an inverted Zeiss Axio Observer.Z1 microscope equipped with a motorized stage (example image in Supplementary Figure S3). Automated imaging was performed using a custom script written in the Zeiss Zen Blue software as described previously (Burns et al., 2015). Average imaging time for all 96 capture sites was 35 min. A summary of each C1 capture can be found in Supplementary Table S1. After the imaging period, the IFC was returned to the C1 where lysis, RT, and PCR were performed automatically within the individual reach chambers for each cell. For RNA-Seq, mixes were prepared from the SMARTer Ultra Low RNA kit (Clontech) according to the volumes indicated in the Fluidigm protocol. For qPCR, mixes were prepared from the Single Cell-to-CT qRT-PCR kit (Ambion, Austin, TX, USA). The thermal cycler within the C1 performs 21 or 18 rounds of PCR amplification to obtain enough material for RNA-Seq or qPCR, respectively. cDNA was manually collected from the output channel of each capture site and stored in a 96-well plate at –20°C until library preparation. The average time from dissection to cell lysis was approximately 4 h for FACS-purified cochlear SCs.

##### Single-Cell RNA-Seq Library Sequencing, Alignment, and Estimation of Gene Expression

Each collection of 96 pooled single-cell libraries was sequenced on a single flow cell lane of an Illumina HiSeq 1500 to an average depth of 1.8M reads using 90 × 90 paired-end reads. A total of 279 single-cell libraries were generated from FACS-purified P60 and P120 Lfng^EGFP^-positive adult cochlear SCs. The quality and read depth requirements of the library preparation and sequencing protocols used here have been described in detail elsewhere, and our own analyses were all in agreement with these published reports (Burns et al., 2015).

Reads were de-multiplexed and then aligned to a Bowtie index genome based on the NCBI-annotated mouse transcriptome (comprising 48,714 genes in GRCm38.vM11 genome and corresponding GTF) using STARv2.5. The sequences and identifiers for EGFP were appended to the genome FASTA and the GTF prior to creating the index used for alignment. For each cell (library), absolute counts were calculated using STARv2.5 and using the TranscriptomeSAM parameter, relative transcript abundances were estimated from the aligned reads using RSEM v1.2.19 (default parameters; Li et al., 2010; Li and Dewey, 2011). RSEM estimates transcript abundance in units of transcript per million (TPM). The abundances reported here are at the gene level, which RSEM calculates by summing the estimated transcript abundances for each gene. Alignment, absolute counts, and abundance estimation were carried out on the NIH/Helix Biowulf cluster. Quality metrics were calculated using the CollectRNASeqMetrics in Picard (Supplemental data file: multiqc_report). Subsequent analysis has been performed with the dataset in absolute count format. Data in TPM format along with the raw data and quality metrics are provided for comparison to previously deposited FACS-purified P1 cochlear SCs (Burns et al., 2015; GEO Accession ID: GSE71982).

##### Outlier Identification

Cells that appeared unhealthy, as noted by lack of GFP or fragmented cellular appearance in the recorded capture site images, were excluded from library preparation. To further identify potentially unhealthy cells with abnormally low expression levels, we passed the cells through the outlier identification function provided in SINGuLAR Analysis Toolset 3.5.2, Fluidigm’s R package for single-cell expression analysis. Outlier identification in SINGuLAR proceeds by trimming low-expressing transcripts until 95% of the transcripts that remain are above 1 nTPM in half of the cells. A distribution of combined transcript expression is created from these cells, and outliers are considered as cells whose median expression across the identified gene list is below the 15th percentile of the distribution. Initial validation of clustering and close examination of whole-mount adult Lfng-EGFP mice cochleae revealed an additional population of Lfng^EGFP^-positive cells that constituted endothelial cells of capillaries in the spiral ganglion region. This along with the previously published outlier analysis methodology resulted in a final dataset of 211 adult cochlear SCs after the exclusion of outliers. Using these routines, 68 out of 279 adult cochlear SCs were excluded from the analysis (Supplementary Table S1).

##### PCA and *t*-SNE Analysis

###### Selection of Genes for Clustering Analysis

Identification of the highly variable genes was performed in Seurat utilizing the MeanVarPlot function and the default settings with the aim to identify the top ~2,000 variable genes (Satija et al., 2015). Briefly, to control for the relationship between variability and average expression, average expression and dispersion is calculated for each gene, placing the genes into bins, and then a *z*-score for dispersion within the bins was calculated. These genes are utilized in the downstream analyses for clustering.

###### Clustering of Single Cells

Clustering analyses of single-cell data was performed with Seurat using a graph-based clustering approach (Satija et al., 2015). Briefly, the Jackstraw function using the default settings was used to calculate significant principal components (*p* < 0.0001) and these principal components were utilized to calculate the k-nearest neighbors (KNN) graph based on the Euclidean distance in PCA space. The edge weights are refined between any two cells based on the shared overlap in their local neighborhoods (Jaccard distance). Cells are then clustered according to a smart local moving algorithm (SLM), which iteratively clusters cell groupings together with the goal to optimize the standard modularity function (Blondel et al., 2008; Waltman and van Eck, 2013,^1^). Resolution in the FindClusters function was set to 0.8. High modularity networks have dense connections between the nodes within a given module but sparse connections between nodes in different modules. Clusters were then visualized using the *t-distributed* stochastic neighbor embedding (t-SNE) plot.

###### Differential Gene Expression Analysis

Differential expression analysis was performed in Seurat utilizing the FindAllMarkers function with the default settings except that the “min.pct” and “thresh.use” parameters were utilized to identify broadly expressed (min.pct = 0.8, thresh.use = 0.01) and subpopulation-specific (min.pct = 0.5, thresh.use = 0.25) expression profiles. The parameter “min.pct” sets a minimum fraction of cells that the gene must be detected in all clusters. The parameter “thresh.use” limits testing to genes which show, on average, at least X-fold difference (log-scale) between groups of cells. The default test for differential gene expression is “bimodal,” a likelihood-ratio test (McDavid et al., 2013). Differentially expressed genes were then displayed on violin plots based on unbiased clustering described above. Default parameters for significance included a minimum of 25% of cells expressing a given gene and a fold change of at least 1.7.

###### Validation of qPCR Primer Set Assays

A total of 96 DELTAgene qPCR gene expression assays, consisting of forward and reverse qPCR primers, were purchased from Fluidigm. Ninty-three of the 96 assays were used for single-cell qPCR analysis in this study. DELTAgene assays were validated against adult mouse cochlea cDNA. To determine primer efficiencies for all 96 primer sets, we made eight 3-fold dilutions of the preamplification product and tested them in triplicate on a 96.96 Dynamic Array IFC using a Fluidigm BioMark HD microfluidics-based qPCR system. Primer efficiency was calculated with the formula: *E* = 10 (−1/slope), where slope represents the linear slope of a linear regression fit to the average standard curve. Primer sets with efficiencies ±0.2 from the ideal efficiency of 2, or primer sets where multiple peaks were detected on a melt curve were excluded from further analysis.

##### Validation of Adult Cochlear Supporting Cell Gene Expression With Single-Cell qPCR and Digital Droplet PCR (ddPCR)

###### Single-Cell qPCR

For single-cell qPCR, we captured single cells from P60 cochlea using medium-sized microfluidic chips (C1 Single-Cell Auto Prep IFC for PreAmp) as outlined in the Fluidigm protocol (PN 100–6117 G1). Mixes for lysis, RT, and specific target amplification were prepared from the Single Cell-to-Ct qRT-PCR kit (Ambion, Austin, TX, USA) and pre-designed Delta Gene assays (Fluidigm, South San Francisco, CA, USA). In addition to known markers, putative adult cochlear SC markers were selected for analysis in an arbitrary manner.

After 18 cycles of preamplification, expression levels using single-cell qPCR were performed on the Fluidigm Biomark HD system as previously described (Honda et al., 2017). cDNA from single cells was selected for qPCR in the same way as it was selected for RNA-Seq. A total of 170 single cells from four C1 captures were profiled using two Dynamic Array IFCs. Empty wells with primers were utilized for negative controls. The threshold of cycles (C_t_) values was calculated with Fluidigm Real-time PCR analysis software with the following settings: quality threshold of 0.65; a linear (derivative) baseline correction; and auto (detectors) method. We defined gene expression levels as log_2_ expression = LOD − C_t_, in which C_t_ = 24 was set as the LOD. We used the log_2_ expression dataset for hierarchical clustering. The SINGuLAR package v3.6.1 was utilized to display and analyze single-cell qPCR data.

###### Digital Droplet PCR (ddPCR)

FACS-purified adult cochlear SCs were collected from P60 Lfng^EGFP^ mice as detailed previously. RNA was isolated from 30,000 GFP-positive and GFP-negative cells with each assay standardized to 2,000 cells per sample collected in triplicates to use for the quantification experiment. The ddPCR Droplets were generated using the QX200 AutoDG Droplet Digital. PCR was performed as described in the QX200^TM^ ddPCR^TM^ EvaGreen^®^ Supermix instructions^2^. Droplets were read with a QX200^TM^ Droplet Reader (BioRad) and analyzed with QuantaSoft software (BioRad). Primer sequences utilized for ddPCR are provided in the Supplementary Table S3.

###### Co-localization With Immunofluorescence and Single-Molecule Fluorescent *in situ* Hybridization (smFISH)

For cochlear whole mounts, cochleae were fixed in fresh 4% paraformaldehyde in PBS overnight at 4°C. After fixation, specimens were washed in PBS then permeabilized and blocked for 1 h at room temperature in PBS with 0.2% Triton X-100 (PBS-T) with 10% fetal bovine serum. The samples were then incubated in the appropriate primary antibodies overnight at 4°C in PBS-T with 10% fetal bovine serum, followed by three rinses in PBS-T and labeling with AlexaFluor-conjugated secondary antibodies (1:250, Life Technologies, Carlsbad, CA, USA) in PBS-T for 1 h at room temperature. Where indicated, 4,6-diamidino-2-phenylindole (DAPI; 1:10,000, Life Technologies, Carlsbad, CA, USA) was included with the secondary antibodies to detect nuclei. Organs were rinsed in PBS three times and mounted in SlowFade (Invitrogen). Specimens were imaged using a Zeiss LSM 710 confocal microscope.

For immunohistochemistry and *in situ* hybridization of cochlear sections, fixed adult mouse inner ears were decalcified in 150 mM EDTA for 5–7 days, transferred to 30% sucrose, and then embedded and frozen in SCEM tissue embedding medium (Section-Lab Company Limited, Hiroshima, Japan). Adhesive film (Section-Lab Company Limited, Hiroshima, Japan) was fastened to the cut surface of the sample in order to support the section and cut slowly with a blade to obtain 6 μm thickness sections. The adhesive film with section attached was submerged in 100% EtOH for 60 s, then transferred to distilled water. The adhesive film consists of a thin plastic film and an adhesive and it prevents specimen shrinkage and detachment. This methodology allows for high-quality anatomic preservation of the specimen. The sections were cut to a thickness of 10 micrometers. Fluorescent immunohistochemistry was performed as described above. The sections were mounted with SCMM mounting medium (Section-Lab Company Limited, Hiroshima, Japan).

Fluorescent *in situ* hybridization was performed using RNAscope^®^ probes against candidate genes per previously published methodology and overlaid with fluorescent IHC (Wang et al., 2012). Briefly, tissue preparation was modified from the original published protocol (Advanced Cell Diagnostics, Newark, CA, USA, 320534) to avoid tissue detachment during the target retrieval step. Drying after sectioning was extended to 2 h followed by 1 h post-fixation in 4% PFA. A 30 min dry baking step at 60°C was added before protease treatment. Hybridization and detection were performed as described in RNAscope^®^ 2.5 HD Detection Reagent—RED User Manual Part 2 (Document Number 322360-USM) without hematoxylin counterstaining. The following RNAscope^®^ probes were used: human *TUBA1B* (Hs-TUBA1B), mouse *Myh9* (Mm-Myh9, 556881), mouse *Cdk1nb* (Mm-Cdkn1b, 499991), mouse *S100a6* (Mm-S100a6, 412981), mouse *Lcp1* (Mm-Lcp1, 487751), mouse *Notch2* (Mm-Notch2, 425161), mouse *Nlrp3* (Mm-Nlrp3, 439571), mouse *Slc2a3* (Mm-Slc2a3, 438851), mouse *Pla2g7* (Mm-Pla2g7, 453811), mouse *Spry2* (Mm-Spry2, 425061), mouse *Birc5* (Mm-Birc5, 422701), and mouse *Notch2* (Mm-Notch2, 425161). The target genes and probed regions are listed in Supplementary Table S4. Sequences of target probes, preamplifier, amplifier, and label probe are proprietary (Advanced Cell Diagnostics, Newark, CA, USA). For fluorescent detection, the label probe was conjugated to Alexa Fluor 555. All probes were purchased with conjugation from ACDBio. Assays were performed in parallel with positive (Ppib) and negative (dapB) controls.

For immunostaining following *in situ* hybridization, slides were washed 3 × 10 min in PBS-T and blocked for 3 h in 10% FBS before standard immunofluorescence procedure detailed previously (Burns et al., 2015). DAPI counterstaining was performed to label cell nuclei. The following primary antibodies were used: rabbit anti-Myosin VIIA (1:250; Proteus BioSciences, Ramona, CA, USA, 25-6791), sheep anti-S100a6 (1:100; R&D, AF4584), rabbit anti-Lcp1 (1:100; Cell Signaling, Danvers, MA, USA, 3588S), and mouse anti-Acetylated tubulin (1:250; Sigma–Aldrich, St. Louis, MO, USA). Candidate genes were tested on at least three adult mouse specimens from three different mice.

###### Human Temporal Bone Fluorescent Immunohistochemistry

Immunohistochemistry on human temporal bones was performed as previously described by Lopez et al. (2016). Detailed procedures of temporal bone collection, fixation, decalcification, and celloidin embedding were described by Merchant (Merchant, 2010). The methodology to mount celloidin-embedded sections, celloidin removal and antigen retrieval steps has been described in detail (Huang, 1975; Shi et al., 1998; O’Malley et al., 2009a,b) and used previously by the authors (Lopez et al., 2016). Antigen retrieval was performed as described previously (Lopez et al., 2016). Briefly, sections were heated in a microwave oven using intermittent heating methods of two 2-min cycles with an interval of 2 min between the heating cycles in 1:200 diluted antigen retrieval solution in water (Vector Antigen Unmasking Solution, Vector Labs, Burlingame, CA, USA). The petri dish containing the slides was removed from the microwave oven and allowed to cool for 15 min at room temperature and washed with PBS for 10 min prior to immunohistochemistry. Quenching of auto-fluorescence prior to immunohistochemistry was performed as described to remove auto-fluorescence intrinsic to the human temporal bone sections (Lopez et al., 2016). Briefly, sections were placed in a glass Petri dish containing ice-cold PBS and placed in a UV chamber for 8 h. Temperature was checked continuously to avoid overheating, and cold PBS was replaced every 30 min. The sections were processed for immunofluorescence once the auto-fluorescence signal in the tissue sections disappeared. Immunofluorescence was performed as previously described with hydrogen peroxide incubation step omitted. The sections were incubated with primary antibodies for 48 h at room temperature and secondary antibodies for 2 h at room temperature. The following primary antibodies were used: sheep anti-S100a6 (1:100; R&D, AF4584), rabbit anti-Lcp1 (1:100; Cell Signaling, Danvers, MA, USA, 3588S), mouse anti-Acetylated tubulin (1:250; Sigma–Aldrich, St. Louis, MO, USA), and calbindin (1:100; Santa Cruz, sc-365360). Candidate genes (sheep anti-S100a6, rabbit anti-Lcp1) were tested on at least three human specimens each from different individuals. Negative controls consisted of secondary antibody only and unstained human sections to assess for background staining and autofluorescence, respectively. Negative controls exhibited minimal staining or autofluorescence (data not shown).

###### Gene Ontology, Gene-Set Enrichment Analysis and Pathway-Enrichment Analysis of Predicted Proteins

Gene ontology analysis and gene enrichment analysis were performed using Enrichr^3^ as previously described (Chen et al., 2013; Kuleshov et al., 2016; Pazhouhandeh et al., 2017). Enrichr is an integrated web-based application that includes updated gene-set libraries, alternative approaches to ranking enriched terms, and a variety of interactive visualization approaches to display the enrichment results. Enrichr employs three approaches to compute enrichment as previously described (Jagannathan et al., 2017). The combined score approach where enrichment was calculated from the combination of the *p*-value computed using the Fisher exact test and the *z*-score was utilized. Graphically, the brighter the red and longer the bar, the greater the enrichment score based on the combined score approach for a given GO term. In order to visualize molecular interaction networks, the list of putative proteins inferred from genes expressed by adult cochlear SCs was introduced to STRING 10.0^4^ and the nodes (proteins) and edges (protein-protein interactions) were extracted (Szklarczyk et al., 2015). Proteins were linked in STRING based on the default medium (0.400) minimum interaction score and on the following seven criteria: text mining, experiments, databases, co-expression, neighborhood, gene-fusion, and co-occurrence. Interaction evidence from all utilized criteria are benchmarked and calibrated against previous knowledge, using the high-level functional groupings provided by the manually curated Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway maps (Szklarczyk et al., 2015). The summation of this interaction evidence is utilized to construct a minimum interaction score.

### Quantification and Statistical Analysis

#### Experimental Design

For mouse experiments, all groups consisted of age-matched mice and n represents the number of independent biological replicates. Both male and female mice were pooled for all experiments. All data were included in the analysis and thus no exclusion criteria were used. Experiments were not blinded. Sample size estimates were not performed beforehand. Details are provided in the detailed “Materials and Methods” section.

#### Statistical Analysis

General statistical analysis for Figures (Bulk qPCR) was performed using *n* biological replicates as indicated in the detailed methods. Error bars indicated mean ± SEM, and statistical differences were assessed by a *t*-test. Statistical analysis for single-cell RNA-Seq is described in the detailed methods.

### Data and Software Availability

All data generated in these studies were deposited in the Gene Expression Omnibus (GEO) database (GEO accession ID: GSE135703). The dataset has been uploaded into the gene Expression Analysis Resource (gEAR), a website for visualization and comparative analysis of multi-omic data, with an emphasis on hearing research and the permalink for the dataset is: https://umgear.org/p?l=9f88d6fb.

## Results

### Adult Cochlear Supporting Cells Are Transcriptionally Distinct From Perinatal Cochlear Supporting Cells

Unbiased clustering of the P1 and mature (P60 and P120) cochlear SC transcriptomes reveals that FACS-purified adult cochlear SCs demonstrate broadly distinct differences from previously published FACS-purified P1 cochlear SCs (Burns et al., 2015; Figure 1A). 

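The adult data set consists of single cells from the cochleae of *Lfng* EGFP mice, whose SCs carry GFP. GFP-positive cells were sorted by FACS, captured on the Fluidigm C1, and each cell gave 1 full-length cDNA library without molecular identifiers. The authors deposited the number of reads counted on each gene in each cell, without normalization, after de-multiplexing, alignment with STAR to GRCm38 and removal of endothelial cells and outliers. They also deposited the age, the capture, the sequencing run, the number of uniquely mapped reads and a normalized GFP intensity of each cell. The deposited table holds 211 cells, with 102 cells from 8 captures at P60 and 109 cells from 4 captures at P120. Each capture pooled 4 mice, so the capture and not the cell was taken as the replicate. The paper gives 8 cochleae per capture, while the sample labels give between 4 and 5. The table has 48801 entries, of which 92 are spike-in sequences and 48709 are genes. Reads on genes ranged from 41 to 5361476 per cell, with a median of 735206 at P60 and 772653 at P120. Capture 10c had a median of 451 reads on genes over its 13 cells. A total of 33 cells held fewer than 10000 reads, and 47 held fewer than 50000. Uniquely mapped reads averaged 1815076 per cell. The median ratio of reads on genes to uniquely mapped reads was 0.569, and the values reported here use the reads on genes. Intervals on shares of cells cover counting error only. Cells from P1 were not analysed here.

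**Figure D1:**
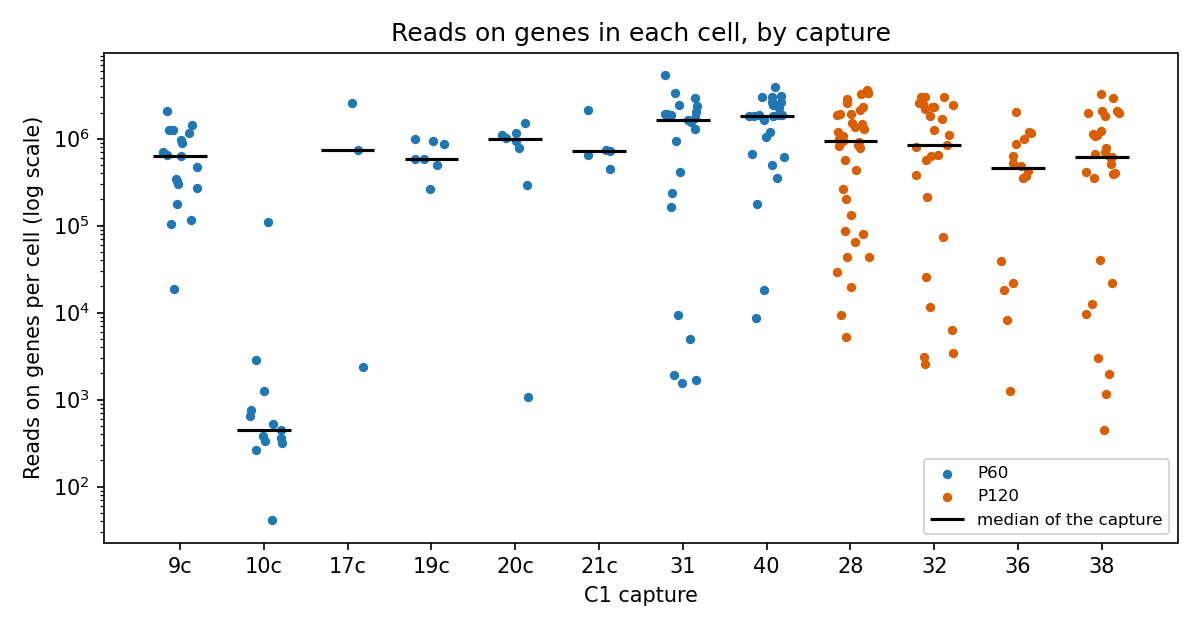
Reads on genes in each of the 211 cells, on a log scale, by C1 capture. Points are cells, colours give the age and black lines the median of each capture, which is 451 in capture 10c.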

No differences in clustering or gene expression were observed between P60 and P120 cochlear SCs and for these reasons the two data sets are grouped together as mature SCs for the remainder of the analyses (data not shown). 

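To compare the ages, counts were summed over the cells of each capture and scaled by their total (CPM). Across 27484 genes, the correlation of log2(CPM + 1) between the pooled P60 and the pooled P120 cells was r = 0.854, with a jackknife standard error over captures of 0.0343. Genes are not independent replicates, so no p-value is given for this correlation. It stayed between 0.823 and 0.862 with each capture left out in turn, and was 0.503 for the 7362 genes with a mean of at least 10 CPM. For scale, 4 P60 captures against the other 4 gave a median r of 0.773 over 35 splits. Each side of such a split holds fewer cells than either age, so this r cannot be ranked against that of the ages. The quasi-likelihood test of edgeR on the capture sums, with Benjamini-Hochberg adjustment at 0.05, covered 8346 genes. It called 5 genes higher at P120 and 5 higher at P60, and 443 genes had an unadjusted p under 0.05. The genes higher at P120 were *Il6*, *Pex6*, *Gpr35*, *Rnf6* and *Gm37465*, and those higher at P60 were *Cdan1*, *Uimc1*, *Ssbp1*, *Rpl28* and *Upf1*, named after their values were seen. With each capture left out in turn, between 1 and 10 genes were called higher at P120 and between 0 and 8 higher at P60. Without the shallow capture 10c, *Il6* alone was called. With DESeq2, 31 genes were higher at P120 and 43 higher at P60. All 6 captures of sequencing lane 1 were P60, and with the lane in the model 0 genes were called at either age, with 154 genes at an unadjusted p under 0.05. In simulations with the spread of the real captures, the edgeR test recovered 0 of 200 genes changed 4-fold and 2 of 200 changed 16-fold. A count of calls in this comparison is thus limited by the spread between captures. By size alone, 970 genes were at least 1.7-fold higher at P120 and 558 at P60 among genes seen in 25% of cells of an age. The genes furthest apart by this rule were *Il6*, with a log2 ratio of 9.40, *Gm43668*, *Fcer1a*, *Edem3* and *Cdk8* at P120. At P60 they were *Tectb*, with a log2 ratio of -5.71, *Tmem94*, *5430405H02Rik*, *Polr3c* and *Wwp2*. *Tectb* belongs to a list of 15 SC genes that held 71379 reads at P60. Of these reads, 61982 lay in capture 21c, and 60953 in 2 of its cells. The ratio of *Tectb* without that capture was not computed, so it cannot be read as a change with age.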

Supplementary Figure S4 demonstrates the degree of correlation in average gene expression as well as the large cell-to-cell variability in gene expression between P1 and mature cochlear SCs. The non-averaged gene expression data (Figure 1B; Supplementary Figure S4A) highlight the distinct gene expression profile of mature cochlear SCs. Using the Seurat FeaturePlot function, the differential distribution of four genes that have been reported to be expressed in adult SCs (*Dstn, Tuba1b, Notch1, S100a1*) were examined. 

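Each gene was read as the share of the adult cells with at least 1 read, with an exact Clopper-Pearson 95% interval. Gene positions are those of GENCODE vM21 on GRCm38. *Dstn* (ENSMUSG00000015932.8), on chromosome 2 from 143915320 to 143943324, had a read in 71.6% of cells, with an interval from 65.0% to 77.5%. The mean of the 12 captures was 64.2% ± 28.1 (SD, n = 12). *Tuba1b* (ENSMUSG00000023004.8), on chromosome 15 from 98931425 to 98934565, had a read in 48.8% of cells, and the captures averaged 41.1% ± 22.3 (SD, n = 12). *S100a1* (ENSMUSG00000044080.9), on chromosome 3 from 90511034 to 90514392, had a read in 36.0% of cells, and the captures averaged 37.2% ± 24.2 (SD, n = 12). When each cell was thinned to 50000 reads, which leaves 164 cells, the shares were 57.3% for *Dstn*, 36.6% for *Tuba1b* and 25.0% for *S100a1*. Summed over cells, *Dstn* stood at 1019 CPM at P60 and 620 CPM at P120. *S100a1* stood at 234 CPM at P60 and 81.0 CPM at P120. Neither age difference passed the edgeR test on captures.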

Results are consistent with transcriptional changes in SCs between P1 and adult (Tannenbaum and Slepecky, 1997; Saha and Slepecky, 2000; Coppens et al., 2001; Murata et al., 2006; Oesterle and Campbell, 2009; Herde et al., 2010; Maass et al., 2015; Figure 1C). To confirm the results obtained from the single-cell analysis, immunohistochemical analysis for the four known marker genes was performed in P1 and P60 cochlear sections (Figure 1D). DSTN protein expression is present in both P1 and P60 cochlear SCs but appears less prominent and more confined to SCs at P60. NOTCH1 protein is expressed in cochlear SCs at P1 but is absent at P60. This observation is consistent with those reported by Murata et al. (2006) with NOTCH1 protein being present between P0 and P3 but absent at P7 in mouse cochlear SCs. 

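*Notch1* (ENSMUSG00000026923.15) lies on chromosome 2 of GRCm38 from 26457903 to 26516663. In the single-cell counts, 62 of the 211 adult cells held at least 1 *Notch1* read, a share of 29.4% with an exact 95% interval from 23.3% to 36.0%. At least 10 reads were present in 10.4% of cells. The share was 38.2% at P60 and 21.1% at P120, and the mean of the captures was 26.6% ± 24.2 (SD, n = 12). The difference in this share between the ages was not tested. Thinning each cell to 50000 reads left a share of 14.0%. The summed level was 36.0 CPM at P60 and 36.9 CPM at P120.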

For this reason, the observation of a few adult SCs expressing *Notch1* RNA likely represents stochastic expression. TUBA1B protein (acetylated tubulin antibody) expression is predominantly in the pillar cells at P1 with expression noted in the peripheral axons of the spiral ganglion neurons that make contact with the HCs. In contrast, SCs (pillar cells and Deiters cells) at P60 exhibit diffuse expression of TUBA1B protein. S100A1 protein is expressed in inner HCs and cochlear SCs at P1 but is restricted to inner border, inner phalangeal and the outermost Deiters cell in P60. These differences in transcriptome and accompanying protein expression support the transcriptional distinctiveness of mature cochlear SCs from their perinatal counterparts.

**Figure 1:**
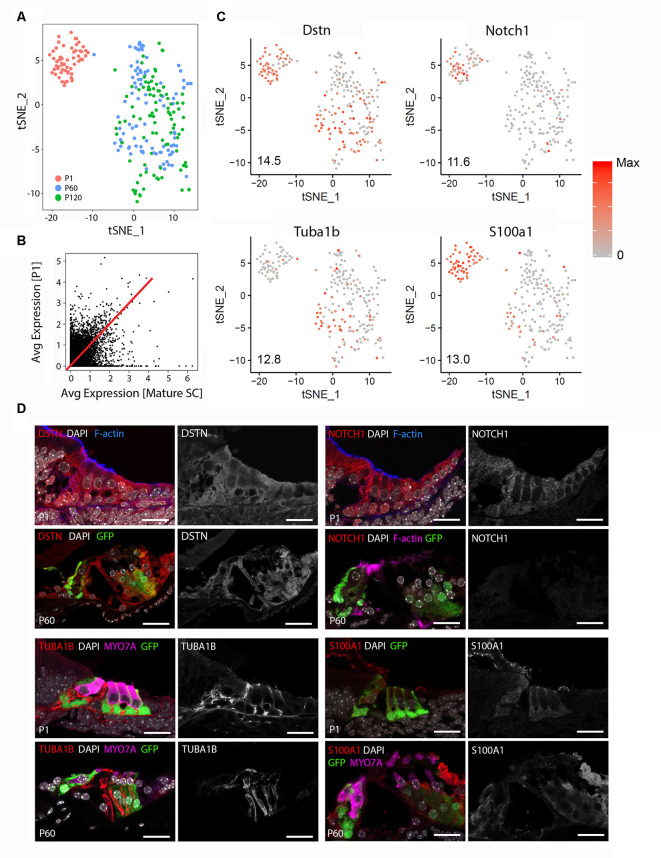
Adult cochlear supporting cells (SCs) are transcriptionally distinct from perinatal cochlear SCs. **(A)** Unbiased clustering of FACS-purified P1 and mature (P60, P120) cochlear SC transcriptomes demonstrates the clustering of single cells based on the transcriptional expression profiles for each cell. Note that P1 and mature cochlear SCs cluster within their respective groups but exhibit distinct clustering from each other. **(B)** Comparison of averaged gene expression between FACS-purified mature (P60, P120) and P1 cochlear SCs indicates both equivalent (genes expressed on or near the red line) and differential (genes located closer to either axis) expression between the two cell stages. **(C)** Feature plots of select known cochlear SC genes (*Dstn, Notch1, S100a1, Tuba1b*) demonstrate distinct differences between P1 and mature cochlear SCs. An expression is shown in log2 [nTPM] with the maximum expression value (Max) shown in the lower-left corner of each plot. The expression histogram is shown with red indicating higher expression. **(D)** Representative immunohistochemistry validating transcriptional differences between P1 and mature cochlear SCs in the organ of Corti from Lfng^EGFP^ mice. Each 4-panel grouping demonstrates P1 and P60 immunohistochemistry with the protein of interest in the red channel (left panels) at P1 (upper left panel) and P60 (lower left panel) and the gray scale single-channel images of the protein of interest (right panels) at P1 (upper right panel) and P60 (lower right panel). Known protein expression (DSTN, NOTCH1, S100A1, TUBA1B) is demonstrated (Upper left Four panels and proceeding clockwise). Staining for F-actin or MYO7A identifies hair cell (HC) stereocilia or HCs, respectively. Scale bar, 20 μm.

### An Overview of Adult Supporting Cell Single-Cell RNA-Seq

As a first step in examining the adult cochlear SC scRNA-Seq data set, expression of a subset of candidate genes was examined. A representative cross-sectional schematic of the adult *Lfng^EGFP^* mouse organ of Corti is shown in Figure 2A with GFP-expressing cells colored in green with the lighter green in pillar cells denoting less prominent GFP expression by comparison with other SC types. GFP expression, likely representing produrance of the transgene, was used to enrich for adult cochlear SC populations. As discussed, SCs were collected based on the expression of GFP. However, initial differential expression analysis of cell clusters and close examination of whole-mount adult *Lfng^EGFP^* cochleae revealed an additional population of EGFP^+^ cells that constituted endothelial cells of capillaries in the spiral ganglion region. As these cells do not constitute SCs, data from these cells were removed based on the expression of known endothelial transcripts, and the resulting data set was subsequently filtered following an outlier analysis (see “Materials and Methods” section). 

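Endothelial transcripts were looked up in the 211 deposited cells with a list of 9 genes (*Pecam1*, *Cdh5*, *Kdr*, *Flt1*, *Tek*, *Cldn5*, *Emcn*, *Esam* and *Egfl7*). Together these genes took 0.0137% of all reads on genes, of which *Pecam1* held the largest part at 0.0124%. Counting a cell as positive when at least 3 genes of the list had 10 or more reads, 0 of 211 cells were positive. Among the 164 cells with at least 50000 reads, 0 were positive, which allows a share of up to 2.22% by an exact 95% interval. The removal of endothelial cells preceded the deposit, and the removed cells were not analysed here. Over 12 captures the endothelial share of reads averaged 0.00736% ± 0.0132 (SD, n = 12). The corresponding list of 15 SC genes, which includes *Lfng*, *Otog*, *Tectb* and *Slc1a3*, took 0.0409% of reads, and 6 cells held at least 3 of its genes at 10 reads, or 2.84%. Of the 89956 reads on this list, 61982 lay in the 5 cells of capture 21c, and without that capture the share was 0.0130%. A list of 8 hair cell genes took 0.000334% of reads, with 0 cells positive. *Lfng* itself (ENSMUSG00000029570.5) had a read in 120 of 211 cells.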

The final dataset included transcriptomic values from 211 adult cochlear SCs. 

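The numbers of cells deposited for the 12 captures all match those in Supplementary Table S1, which lists 279 sequenced cells, 68 outliers and 3 wells with more than 1 cell. The deposited cells held 220154506 reads on genes in total. A median of 1781 genes per cell had at least 1 read, ranging from 32 to 8065. The 10 genes with the largest share of reads were led by *S100a9* at 5.04%, *Actb* at 4.83%, *Ngp* at 4.08% and *S100a8* at 3.71%. They continued with *Camp*, *Lyz2*, *Retnlg*, *CT010467.1*, *Chil3* and *Tmsb4x*, each between 0.709% and 1.09% of reads. Cells of sequencing run S059iso1 had a median of 1644756.5 reads, those of S059iso2 612572.5 and those of S047 496561. No doublet caller was applied to these cells.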

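Counting every entry of the table with at least 1 read in at least 1 of the 211 cells gave 27552 entries, spike-in sequences included. A rule chosen after the data were seen, at least 1 read in at least 3 cells, gave 17315 entries. The count rests on all captures pooled, so it has no replicate error.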

We detected 17,243 different genes in the entire SC dataset that had an expression value greater than zero. With an arbitrary value of 10 counts as a cutoff for background level of expression, 14,908 different genes were considered to be expressed in the entire adult cochlear SC dataset No differences in clustering or gene expression were observed between P60 and P120 SCs (data not shown) and so data from the two time-points were combined.

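With the cutoff read as a total of at least 10 reads over all cells, 16749 entries passed, and 16682 without the spike-in sequences. Requiring 10 reads in at least 1 cell gave 15802, and a total strictly above 10 gave 16600. A mean of at least 10 reads per cell moved the count most, to 7512.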

**Figure 2:**
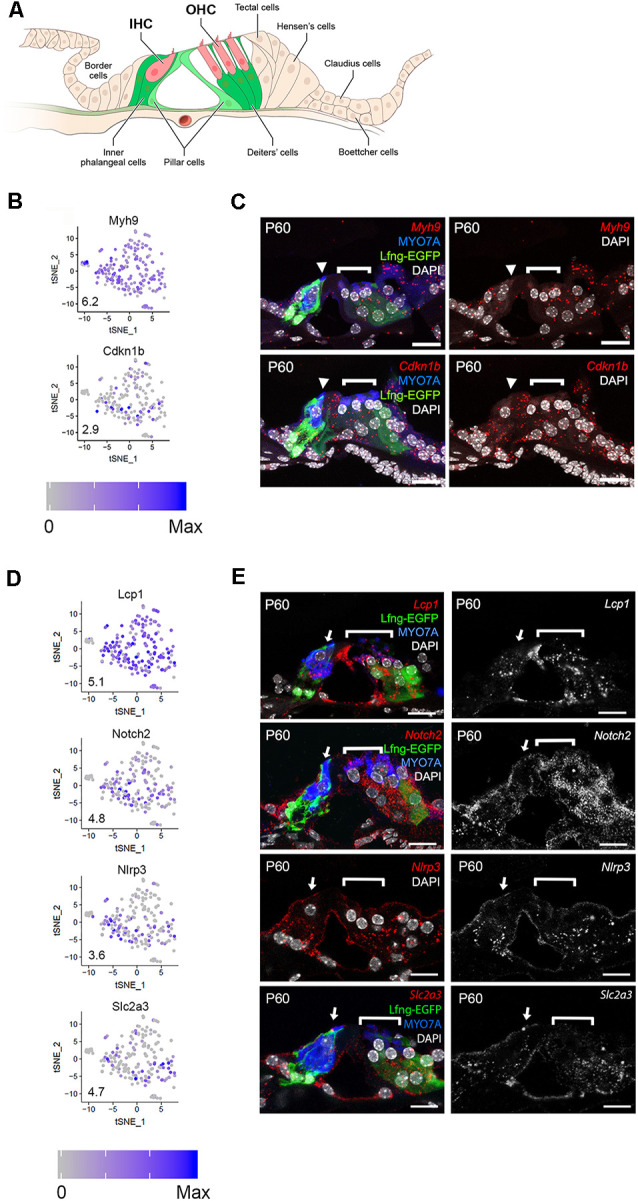
Single-cell RNA-Seq identifies adult SC gene expression. **(A)** Schematic of adult *Lfng^EGFP^* organ of Corti. GFP-expressing cells include inner phalangeal cells, Deiters’ cells, and, to a lesser extent, pillar cells. IHC = inner hair cell, OHC = outer hair cell. Mice that are homozygous and heterozygous for the transgene display the same phenotype. **(B)** Expression of genes that are known to be expressed by adult cochlear SCs (*Myh9, Cdkn1b*). Feature plots show the expression level of each gene in each cell. An expression is shown in log2 [nTPM] with the maximum expression value (Max) shown in the lower-left corner of each plot. The expression histogram is shown with blue indicating higher expression. **(C)** smFISH localization of RNA expression for *Myh9*, and *Cdkn1b* in cross-sections of the adult organ of Corti demonstrates localization in all SCs (border, inner phalangeal, the pillar, and Deiters cells). Upper left image demonstrates the *Myh9* probe in red along with Lfng-EGFP in green, antibody labeling forMYO7A (HCs), and DAPI-labeling of nuclei. Lower left image shows the *Cdkn1b* probe in red, Lfng-EGFP in green, MYO7A (HCs), and DAPI-labeling of nuclei. Upper and lower panels to the right illustrates the smFISH channel with DAPI-labeling of nuclei. **(D)** Expression of previously uncharacterized adult cochlear SC genes (*Lcp1, Notch2*, *Nlrp3*, *Slc2a3*) presented as in panel **(B)**. **(E)** smFISH localization of RNA expression for *Lcp1, Notch2*, *Nlrp3*, and *Slc2a3* in adult cross-sections of the organ of Corti. Images to the right demonstrate the RNA probe of interest in red along with anti-MYO7A (HCs) in blue, Lfng-EGFP in green and DAPI in white where applicable. Images to the right are the smFISH probe alone in grayscale. The IHC (arrowhead) and OHC regions (bracket) are indicated. *Myh9* = Myosin heavy chain 9 gene; *Cdkn1b* = Cyclin-dependent kinase inhibitor 1b gene; *Lcp1* = Lymphocyte cytosolic protein 1 gene; *Notch2* = Notch receptor 2 gene; *Nlrp3* = NLR family pyrin domain containing 3 gene; *Slc2a3* = Solute carrier family 2 member 3 gene; MYO7A = myosin 7A protein; DAPI = 4’, 6-diaminodino-2-phenylindole; Scale bars in all panels, 20 μm.

To examine the quality of the data set, we selected six genes, two known (*Myh9*, *Cdkn1b*) and four previously unreported (*Lcp1*, *Notch2*, *Nlrp3*, *Slc2a3*), that showed expression within the single-cell RNA-Seq dataset, to validate using smFISH and/or immunohistochemistry. MYH9 and CDKN1B have been reported to be expressed in most adult SCs (Löwenheim et al., 1999; Mhatre et al., 2004). 

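*Myh9* (ENSMUSG00000022443.16), on chromosome 15 of GRCm38 from 77760587 to 77842175, had at least 1 read in 199 of the 211 adult cells, or 94.3%, with an exact 95% interval from 90.3% to 97.0%. Over captures the share averaged 90.5% ± 18.1 (SD, n = 12), and 97.0% of the cells thinned to 50000 reads kept a read. *Cdkn1b* (ENSMUSG00000003031.14), on chromosome 6 from 134920401 to 134925513, had a read in 106 cells, or 50.2%, with an interval from 43.3% to 57.2%. The captures averaged 46.3% ± 22.3 (SD, n = 12). At a minimum of 10 reads, 76.3% of cells were positive for *Myh9* and 29.4% for *Cdkn1b*.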

Consistent with that, we observed a relatively uniform expression of both genes amongst adult cochlear SCs (Figure 2B) and is consistent with immunolabeling (Supplementary Figure S5). smFISH analysis also showed comparable levels of expression across the adult cochlear SCs (Figure 2C). *Lcp1* and *Notch2* showed similar broad patterns of expression (Figure 2D). smFISH results for *Lcp1* and *Notch2* were largely consistent with the scRNA-Seq results in that expression was observed in all SCs (Figure 2E). 

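*Lcp1* (ENSMUSG00000021998.16), on chromosome 14 of GRCm38 from 75131101 to 75230842, had a read in 197 of 211 cells, or 93.4%, with an exact 95% interval from 89.1% to 96.3%. *Notch2* (ENSMUSG00000027878.11), on chromosome 3 from 98013527 to 98150361, had a read in 155 cells, or 73.5%, with an interval from 67.0% to 79.3%. Means over captures were 86.9% ± 22.8 for *Lcp1* and 69.2% ± 21.6 for *Notch2* (SD, n = 12). At 50000 reads per cell the shares were 94.5% and 62.2%. *Lcp1* is also on a list of 10 genes of leukocytes, at least 3 of which had at least 10 reads in 175 cells. Both genes were lower in SC2 than in SC1 in 5 of 5 captures with at least 5 cells in each cluster. The log2 fold change was -2.09 for *Lcp1* (standard error 0.545, adjusted p = 0.0352) and -3.37 for *Notch2* (standard error 0.957, adjusted p = 0.0425), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This test uses TMM normalization, so its fold changes differ from ratios of CPM, which is scaled by total reads. Log2 ratios of CPM over all cells of each cluster were -1.23 for *Lcp1* and -2.12 for *Notch2*. With capture and sequencing run as the block, a setting added after the values were seen, neither passed 0.05, with adjusted p of 0.131 for *Lcp1* and 0.224 for *Notch2*. DESeq2 gave 0.121 and 0.00670. With each capture left out in turn, also added after, the edgeR adjusted p of *Notch2* lay between 0.0943 and 0.119. That of *Lcp1* lay between 0.0216 and 0.106, and passed 0.05 without capture 38 or 9c only. With counts thinned to one depth edgeR gave 0.224 for *Lcp1* and 0.259 for *Notch2*. The clusters behind this comparison were rebuilt from the counts.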

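*Nlrp3* (ENSMUSG00000032691.14), on chromosome 11 of GRCm38 from 59541568 to 59566956, had at least 1 read in 113 of 211 cells, or 53.6%, with an exact 95% interval from 46.6% to 60.4%. *Slc2a3* (ENSMUSG00000003153.10), on chromosome 6 from 122727809 to 122801640, had a read in 132 cells, or 62.6%, with an interval from 55.7% to 69.1%. At 10 or more reads the shares fell to 33.6% for *Nlrp3* and 32.7% for *Slc2a3*. Over captures, the share with a read averaged 53.4% ± 23.6 for *Nlrp3* and 48.3% ± 31.4 for *Slc2a3* (SD, n = 12). Thinned to 50000 reads per cell, 42.7% of cells kept a read of *Nlrp3* and 37.8% one of *Slc2a3*.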

*Nlrp3* and, to a lesser extent, *Slc2a3* showed expression that appeared to be confined to a smaller subset of adult SCs (Figure 2D). smFISH results for *Nlrp3* and *Slc2a3* were inconsistent with scRNA-Seq results in that expression was observed in all SCs (Figure 2E). These conflicting results for *Nlrp3* and *Slc2a3* between scRNA-Seq and smFISH suggest that detection bias may account for decreased detection in one of the SC clusters observed in scRNA-Seq. Detection bias or “dropout” refers to an event where a transcript is not detected in the sequencing data due to a failure to capture or amplify it (Haque et al., 2017). Overall, the validation of these markers in adult cochlear SCs points to the utility of this scRNA-Seq dataset for examining SC-specific transcriptomes. Feature plots of additional adult SC candidate genes are provided in the Supplementary Figures S6, S7.

### Adult Cochlear Supporting Cells Can Be Categorized Into Two Subpopulations

In order to gain a better overall perspective on the transcriptional diversity of adult cochlear SCs, the examination of a larger group of differentially expressed genes was performed. Unbiased clustering revealed two clusters of SCs, SC1 and SC2, as depicted in the heatmap (Figure 3A). 

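No cluster assignment was used from the authors, so the clusters were rebuilt from the counts with Seurat. Counts were log-normalized, and 1938 variable genes entered 10 principal components and a shared nearest neighbor graph at the resolution of 0.8. Of the variable genes, 28 were held out because they are compared here or belong to the cell type or cell cycle lists. The graph gave 3 clusters, with 87, 72 and 52 cells. The pair that joined last in a tree of cluster centers was kept as the main division, which gave 139 and 72 cells, and the smaller group was called SC2. This joining and naming were settled after the clusters were seen. A difference from the paper may therefore come from the rebuilt clusters. SC2 held 38 of 102 P60 cells, or 37.3%, and 34 of 109 P120 cells, or 31.2%. Over captures the SC2 share averaged 33.7% ± 23.7 (SD, n = 8) at P60 and 26.6% ± 21.1 (SD, n = 4) at P120. The difference of 7.11 percentage points had p = 0.612 in an exact two-sided permutation test over 495 arrangements. With each capture left out in turn, added after the values were seen, it lay between -1.75 points without capture 36 and 14.5 without capture 28, and was 2.04 without the shallow capture 10c, of whose cells 69.2% are in SC2. Among the captures of lanes 2 and 3 the difference was 7.01 points (exact permutation p = 0.667, where the smallest value that these captures allow is 0.0667). Among 13 exact tests, the adjusted values of these were 0.663 and 0.667. SC2 cells were deeper, with a median of 1281183.5 reads and 4228.5 genes per cell against 616487 reads and 1489 genes in SC1. At 50000 reads per cell the medians were 2440.5 and 817.5 genes. With 20 components the smaller group held only 14 cells, of which 1 came from the 72.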

Broadly comparing the two SC clusters, we detected 16,137 and 16,737 genes that had expression values greater than zero in SC1 and SC2, respectively. 

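In the rebuilt clusters, 22941 entries had at least 1 read in the 139 SC1 cells and 21890 in the 72 SC2 cells. Drawing 72 cells at random from SC1, as an average of 100 draws, gave 18325. Thinning each cell to 50000 reads gave 12393 entries in 108 SC1 cells and 14615 in 56 SC2 cells, so the order of the clusters changed with the number of cells and reads compared.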

With an arbitrary value of 10 counts as a cutoff for background level expression, 10,188 and 13,613 genes were considered to be expressed in SC1 and SC2 cells, respectively, with 9,342 genes expressed in both populations. 

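At a total of at least 10 reads within a cluster, 11408 entries passed in SC1 and 15082 in SC2, and 10021 passed in both. With equal numbers of cells, 9280 passed in SC1. At 50000 reads per cell the counts were 7776 in SC1, 10271 in SC2 and 6465 in both. Under a mean of at least 10 reads per cell, 5193 passed in SC1 and 8559 in SC2.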

Two main clusters of genes are distinguished by the color bars on the vertical axis to the right of the heatmap with the red bar delineating 460 transcripts that demonstrate higher RNA expression in SC1 and the blue bar delineating 2,000 transcripts that exhibit higher RNA expression in SC2 (Figure 3A). 

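The clusters were compared with captures as replicates, in the 5 captures with at least 5 cells in each rebuilt cluster. Counts were summed per capture and cluster, and edgeR's quasi-likelihood test with the capture as a block covered 6943 genes. It called 190 genes higher in SC2 and 107 higher in SC1 after Benjamini-Hochberg adjustment at 0.05, and 1634 genes had an unadjusted p under 0.05. Because the clusters were drawn from the same counts, the number of called genes is circular and does not show that the division exists. The number also changed with the setting, so it does not measure the size of the division. The median log2 fold change of the 6943 tested genes was 1.69, and it was 0.81 without the low-count filter. DESeq2 called 2949 genes higher in SC2 and 478 higher in SC1. Its median of -0.40 covers every gene with a read, a wider set than the 6943. With the spread of the real captures, a simulation of this test recovered 0 of 200 genes changed 4-fold and 13 of 200 changed 16-fold. Leaving out capture 9c, 28, 32 or 40 lowered the SC2 count to between 18 and 27, below the SC1 count of between 41 and 78, and leaving out capture 38 raised the counts to 311 and 118. With capture and run as the block they were 15 in SC2 and 39 in SC1, so the side with more genes depends on the setting. The size rule takes the paper's minimum of 25% of cells and 1.7-fold and adds the condition of the same direction at both ages, which the paper does not set. By this rule 1859 genes were higher in SC2 and 497 higher in SC1, and without the added condition, pooled over the ages, 3160 and 1013. The genes furthest apart were ranked among those of the 1859 and 497 seen in at least 50% of the cells of the higher cluster. In SC2 they were *Prss34* and *Mcpt8*, with log2 ratios of 11.29 and 10.92, followed by *Ctsg*, *Elane* and *Trp53*. Of these, *Ctsg* and *Elane* are on a list of granulocyte precursor genes. In SC1 they were *Rbm47*, with a log2 ratio of -5.99, *Clec4d*, *Fpr1*, *Tnfaip2* and *Pirb*.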

A composite expression plot of the SC1- and SC2-defining profiles demonstrates that these transcripts appear to define two separate clusters of adult cochlear SCs, respectively (Figure 3B).

**Figure 3:**
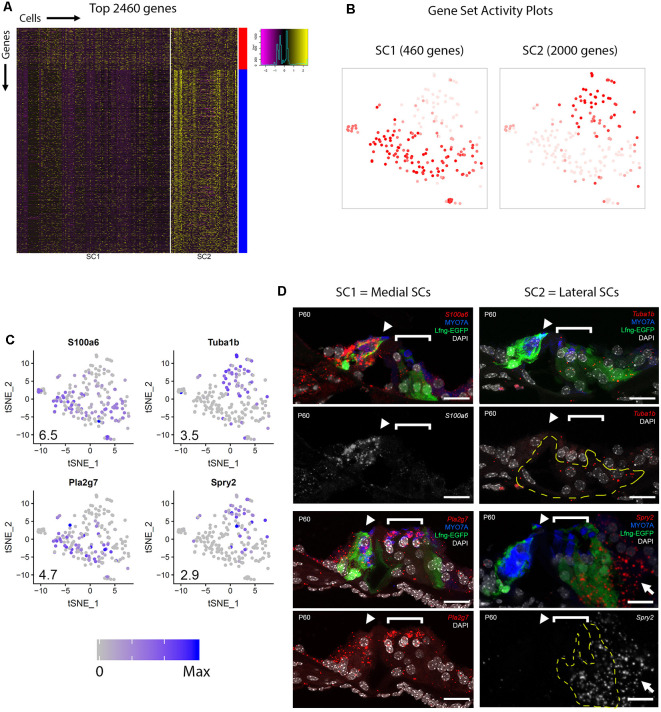
Adult cochlear SCs can be categorized into two subpopulations. **(A)** Heatmap depicting the top 2,460 genes expressed by the two clusters of adult cochlear SCs (SC1, SC2). For SC1, only 460 genes met criteria for significance, while for SC2, 2,000 genes that met criteria for significance were identified (see “Materials and Methods” section). Cells are arrayed along the horizontal axis and genes are arrayed along the vertical axis. Two main clusters of genes are distinguished by the color bars on the vertical axis to the right of the heatmap with the red bar corresponding to SC2 and the blue bar corresponding to SC2. **(B)** Gene set activity plots to demonstrate composite gene expression projected onto feature plots in SC1-defining (red bar, 460 genes) and SC2-defining (blue bar, 2,000 genes). Despite the visually apparent presence of some SC1-defining genes in the SC2 cluster of SCs, SC1-defining genes as a composite appear to define the SC1 adult cochlear SC subpopulation. **(C)** Feature plots of 1 known (*Tuba1b*) and 3 previously uncharacterized (*S100a6*, *Pla2g7*, *Spry2*) genes show differential expression between SC1 and SC2 SC subpopulations. *S100a6* and *Pla2g7* correspond to SC1 (red gene cluster in panel **A**) and *Tuba1b* and *Spry2* correspond to SC2 (blue gene cluster in **A**). Numbers in the bottom left corner of the feature plots represent maximum expression level (Max) among adult cochlear SCs. The expression histogram is shown with blue indicating higher expression. **(D)** smFISH localization of RNA expression for these four candidate genes. Below each color image with the RNA probe color designated in italics is either a grayscale single channel of the smFISH RNA probe or the smFISH RNA probe channel with DAPI-labeling of nuclei. *S100a6* and *Pla2g7* demonstrate higher levels of transcript expression in the medial SCs (inner border, inner phalangeal cells) while *Spry2* demonstrates higher levels of transcripts in the lateral SCs (predominantly Deiters cells as denoted by yellow-dashed line outline but also noted in Hensen’s cells as denoted by white arrow). Expression of Tuba1b transcripts can be seen in lateral SCs (pillar and Deiters cells) in the top image with Lfng-EGFP in green, MYO7A in blue (HCs) and DAPI-labeling of nuclei in the top right image for the *Tuba1b* RNA probe. The region of the lateral SCs (pillar and Deiters cells) is identified by the dashed yellow line in the Tuba1b smFISH probe image with DAPI-labeling of nuclei. HCs are labeled with MYO7A (blue), cell nuclei are labeled with DAPI (white) and Lfng-EGFP transgene expression (green) in SCs. The IHC (arrowheads) and OHC regions (bracket) are indicated. *S100a6* = S100 calcium-binding protein a6 gene; *Pla2g7* = Phospholipase A2 Group VII gene; *Tuba1b* = Tubulin alpha 1b gene; *Spry2* = Sprouty RTK signaling antagonist 2; MYO7A = myosin 7A protein; DAPI = 4’,6-diaminodino-2-phenylindole; Scale bar in all panels, 20 μm.

To examine whether the SC1 and SC2 might represent spatially distinct SC types, expression of four genes, including one known (*Tuba1b*) and three previously unreported (*S100a6*, *Spry2*, *Pla2g7*) genes, which showed differential expression between SC1 and SC2 (Figure 3C) were examined in cross-sections. TUBA1B has previously been shown to be expressed in the adult pillar and Deiters cells (Oesterle and Campbell, 2009). Our scRNAseq data supports this observation with significant differential expression between the SC1 (low) and SC2 (high; Figure 3C). Furthermore, the data is supported by immunolabeling for acetylated tubulin protein (TUBA1B) in Figure 1D as well as the expression of *Tuba1b* transcripts in lateral SCs (pillar and Deiters cells) demarcated by the yellow dashed lines compared to their absence in medial SCs (border and inner phalangeal cells) in the image for the *Tuba1b* RNA probe with only the nuclei labeled with DAPI (Figure 3D). In contrast with *Tuba1b*, *S100a6* showed higher expression in SC1 relative to SC2 (Figure 3C). 

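In the rebuilt clusters, *Tuba1b* was at 77.5 ± 67.4 CPM in SC1 and 506 ± 246 CPM in SC2 (SD, n = 5 captures), and it was higher in SC2 in 5 of 5 captures. The log2 fold change of SC2 over SC1 was 1.97 with a standard error of 1.40, and the adjusted p was 0.408 in the edgeR test, so the difference did not pass 0.05. The log2 ratio of CPM over all cells, without TMM normalization, was 3.44. With settings added after the values were seen, the adjusted p of *Tuba1b* was 0.0273 in clusters from 20 components and a resolution of 0.2, and its log2 fold change was -0.09 in clusters without shallow cells. Among cells thinned to 50000 reads, 14.8% of SC1 cells and 78.6% of SC2 cells held a *Tuba1b* read.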

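*S100a6* (ENSMUSG00000001025.8), on chromosome 3 of GRCm38 from 90612882 to 90624181, was at 818 ± 442 CPM in SC1 and 71.7 ± 53.4 CPM in SC2 (SD, n = 5 captures). It was higher in SC1 in 5 of 5 captures, with a log2 fold change of -5.08, a standard error of 1.04 and an adjusted p of 0.00636 from edgeR's quasi-likelihood test. The log2 ratio of CPM over all cells was -4.18. The adjusted p of *S100a6* was 0.0815 without the P60 captures, 0.494 without the P120 captures and 0.211 in clusters without shallow cells, the last a setting added after. At 50000 reads per cell, 72.2% of SC1 cells and 26.8% of SC2 cells held a read. From the expression of *Tuba1b*, *S100a6*, *Spry2* and *Pla2g7* in SC1 and SC2, together with smFISH of these genes in tissue sections (Figure 3D), the paper proposes that SC1 and SC2 are the medial and the lateral SCs.

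**Figure D2:**
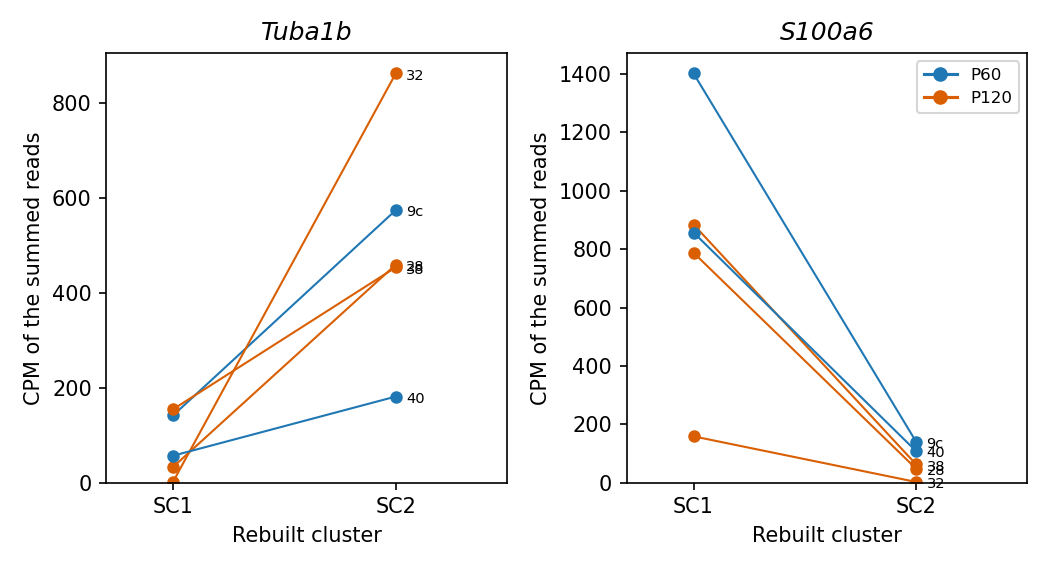
CPM of *Tuba1b* and *S100a6* from the summed reads of each capture, in rebuilt SC1 and SC2. Each line is 1 of the 5 captures with at least 5 cells in each cluster, coloured by age, and all 5 lines rise for *Tuba1b* and fall for *S100a6*.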

Consistent with this result, smFISH indicated high levels of *S100a6* transcripts in medial SCs (border and inner phalangeal cells) and essentially no transcripts in lateral SCs (Figure 3D). 

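*Spry2* (ENSMUSG00000022114.4), on chromosome 14 of GRCm38 from 105891947 to 105896819, was at 30.9 ± 42.0 CPM in SC1 and 284 ± 239 CPM in SC2 (SD, n = 5 captures), higher in SC2 in 5 of 5 captures. Its log2 fold change was 5.90 with a standard error of 2.82 and an adjusted p of 0.201 in the edgeR test. *Pla2g7* (ENSMUSG00000023913.17), on chromosome 17 from 43568098 to 43612201, was at 331 ± 336 CPM in SC1 and 68.2 ± 83.1 CPM in SC2, higher in SC1 in 4 of 5 captures. Its log2 fold change was -2.92 with a standard error of 1.68 and an adjusted p of 0.294. Neither gene passed 0.05 in this test, and DESeq2 called *Spry2* (adjusted p = 0.00233). A read of *Spry2* was found in 11.1% of SC1 and 60.7% of SC2 cells thinned to 50000 reads, and one of *Pla2g7* in 50.0% and 17.9%.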

*Spry2* showed higher expression in SC2 relative to SC1 while *Pla2g7* showed higher expression in SC1 relative to SC2 (Figure 3C). Consistent with these results, smFISH indicated high levels of *Spry2* transcripts in lateral SCs (predominantly Deiters cells demarcated by the yellow dashed lines) and higher levels of *Pla2g7* transcripts in the medial SCs (border and inner phalangeal cells) relative to the lateral SCs (pillar and Deiters cells; Figure 3D). Note the slightly higher intensity of *Spry2* RNA transcripts in Hensen cells (white arrow) compared to Deiters cells. Overall, these results confirm the expression of a subset of candidate genes in SCs and strongly suggest that SC1 and SC2 SC subpopulations, represent medial and lateral SCs, respectively. A description of these candidate adult supporting cell genes whose transcripts are validated in adult cochlear supporting cells is noted in Supplementary Table S5.

### Digital Droplet PCR (ddPCR) and Single-Cell qPCR Analyses of Additional Transcripts Validate Adult Cochlear Supporting Cell scRNA-Seq

While validation using smFISH and/or immunohistochemistry provides valuable spatial information regarding transcriptional expression, these methods are labor-intensive and low throughput. In our case, two cochlear SC subpopulations were identified in the data without a readily available method to specifically isolate these subpopulations from the adult mice. Therefore, we wanted to determine whether digital droplet PCR (ddPCR) and single-cell qPCR (sc-qPCR) could be used in combination as higher throughput methods for validating scRNA-Seq data. Specifically, the presence or absence of the genes of interest in FACS-purified GFP-positive adult cochlear SCs could be determined by ddPCR and the differential expression between two SC subpopulations could be confirmed with sc-qPCR. For these reasons, we identified an additional group of 93 differentially expressed genes between SC1 and SC2 cochlear SC subpopulations that were selected from the top 800 differentially expressed genes. Some genes were chosen due to preexisting knowledge about cochlear SCs (Tannenbaum and Slepecky, 1997; Saha and Slepecky, 2000; Malgrange et al., 2003; Shim et al., 2005; White et al., 2006; Oesterle and Campbell, 2009; Herde et al., 2010) while the remainder of the candidate genes were chosen at random. Using a subset of these genes, we confirmed the presence of their transcripts in populations of FACS-purified adult cochlear SCs using ddPCR where presence was measured in a number of copies per 2,000 cells (Figure 4A). Expression was present and quantifiable in each of the genes from this selected group. In order to validate the differential expression of genes between the two cochlear subpopulations (SC1 and SC2), we performed sc-qPCR on 170 FACS-purified GFP-positive cochlear SCs from the Lfng^EGFP^ adult mouse cochlea using this additional group of differentially expressed genes. Principal component analysis (PCA) corroborates unbiased clustering of single-cell transcriptomes into two clusters on the basis of these genes (Figure 4B). The expression of these genes is depicted in the heatmap (Figure 4C). Violin plots show the expression level of each of these genes as determined by sc-qPCR (Figure 4D). These data demonstrate the potential utility of a combinatorial approach to scRNA-Seq validation utilizing ddPCR to screen for the presence or absence of transcripts in a mixed population and then utilizing sc-qPCR to validate differential expression observations.

**Figure 4:**
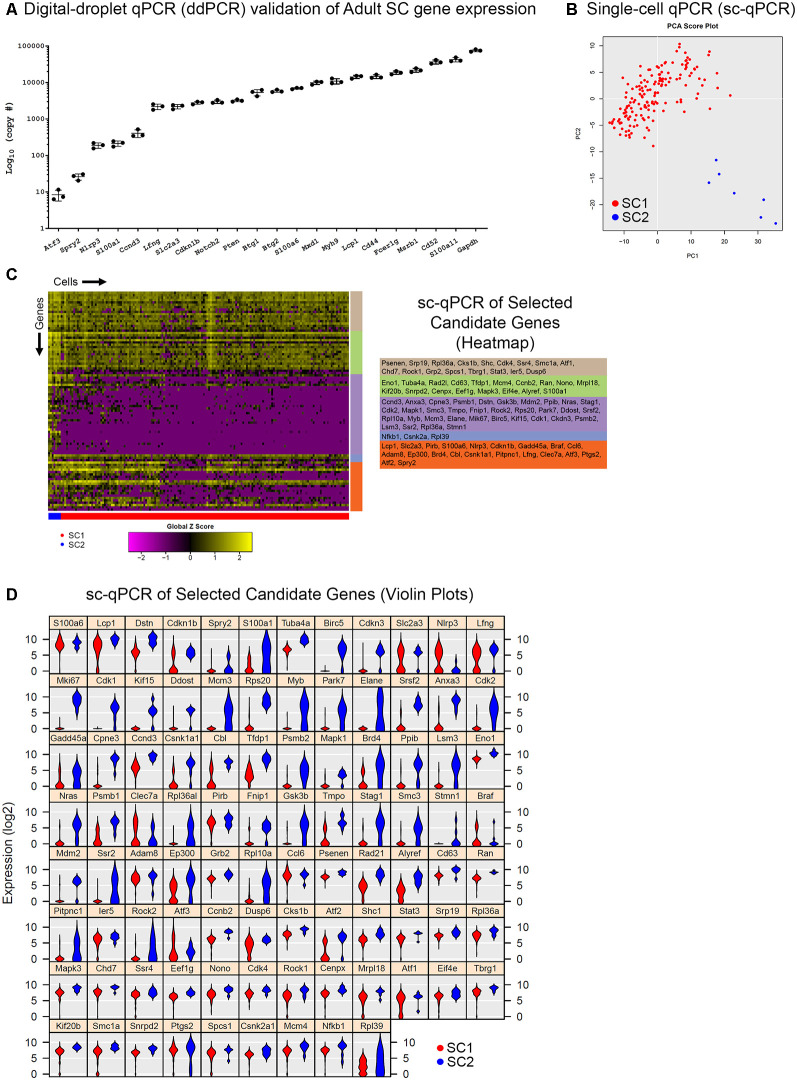
Digital droplet PCR (ddPCR) and single-cell quantitative polymerase chain reaction (qPCR) analyses of additional transcripts validate adult cochlear SC scRNA-Seq. **(A)** Digital droplet PCR (ddPCR) quantification of candidate genes in FACS-purified P60 *Lfng^EGFP^*-positive cochlear SCs. Absolute quantitation measured in a number of transcript copies detected are plotted on the log base 10 scale on the vertical axis and genes of interest are on the horizontal axis. All candidate genes were detected indicating expression in FACS-purified adult cochlear SCs. **(B)** Principal component analysis (PCA) of single-cell qPCR (sc-qPCR) of 170 FACS-purified P60 Lfng^EGFP^-positive cochlear SCs corroborates unbiased clustering of single-cell transcriptomes into two clusters (SC1 in red, SC2 in blue). **(C)** Heatmap of sc-qPCR results with 170 adult cochlear SCs (along the horizontal axis) and 93 candidate genes (along the vertical axis). Candidate gene clusters as determined by hierarchical clustering are noted as the colored bars along the vertical axis of the heatmap. Candidate genes making up the gene clusters are noted to the right of the heatmap in the corresponding colored boxes. As denoted by the expression histogram, the higher the expression, the more yellow the box corresponding to the gene in a given cell. **(D)** Violin plot display of sc-qPCR results demonstrates candidate gene expression levels in adult cochlear SCs.

### Preliminary Evidence for Supporting Cell-Specific Genes Expression in Human Temporal Bones

To provide preliminary support for the relevance of SC markers identified in mice to human SCs, we localized the expression of two previously uncharacterized SC markers, S100A6 and LCP1, in organs of Corti from human temporal bone specimens and have provided supporting images (Supplementary Figure S8) along with explanatory text (Supplemental Datasheet S1) and references (Greenbaum et al., 2003; Jurewicz et al., 2018; Liu et al., 2018) as well as control images (Supplementary Figures S9, S10).

### Cell Cycle Phase Analysis Reveals That the SC2 Adult Supporting Cell Subpopulation Expresses Transcripts Associated With S Phase and G2/M Phase Canonical Markers

Focusing on mechanisms that might potentially facilitate mitotic regeneration in post-mitotic adult cochlear SCs, we utilized a recently-developed methodology to computationally assign cell cycle phase (G0/G1, S, or G2/M) based on cell cycle-specific gene expression to single cells on the basis of their single-cell transcriptomes (Scialdone et al., 2015; Nestorowa et al., 2016,^5^). PCA analysis suggests that the SC2 SC subpopulation which likely represents the lateral SCs (pillar and Deiters cells; Figure 3D) express transcripts that are consistent with S phase or G2/M phase while SC1 cochlear SCs do not (Figures 5A,B and Supplementary Figures S11, S12). 

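Phases were assigned to the 211 cells with Seurat's cell cycle scoring and its lists of 43 S phase and 54 G2/M genes, which is another method than the one the paper cites. None of these genes entered the rebuilt clusters. In SC1, 33 of 139 cells were assigned to S or G2/M, or 23.7%, with an exact 95% interval from 16.9% to 31.7%. In SC2 this held for 58 of 72 cells, or 80.6%, with an interval from 69.5% to 88.9%. Over the 5 captures with at least 5 cells in each cluster, the shares were 29.1% ± 8.29 in SC1 and 84.7% ± 11.8 in SC2 (SD, n = 5). The difference of 55.6 percentage points was positive in 5 of 5 captures, with p = 0.0625 in an exact two-sided paired permutation test, the smallest value that 5 captures allow, and 0.102 after adjustment over 13 tests. Over the 10 captures with a cell in both clusters, a comparison added after the data were seen, the difference was 57.5 points, positive in 9 of 10 (permutation p = 0.00391, adjusted 0.0508). At 50000 reads per cell the shares were 16.7% and 83.9%. Within run S047 they were 12.1% and 68.2%, within S059iso1 34.4% and 88.9%, and within S059iso2 24.3% and 78.6%. Of the 97 listed genes, 94 were higher in SC2, with a median log2 ratio of 3.26. An assigned phase describes transcripts and does not measure division, and free RNA in the wells was not measured. At least 3 of 7 listed granulocyte precursor genes had 10 or more reads in 44 of 72 SC2 cells and 9 of 139 SC1 cells. Whether the cells assigned to S or G2/M are SCs was not tested.

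**Figure D3:**
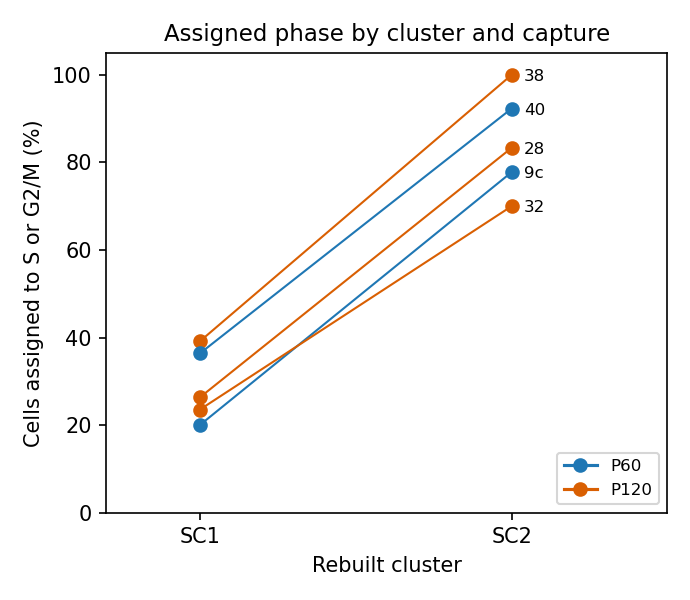
Percent of cells assigned to S or G2/M in rebuilt SC1 and SC2, for the 5 captures with at least 5 cells in each cluster. Each line is 1 capture, coloured by age, and all 5 lines rise from SC1 to SC2.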

Single-cell qPCR in Figure 5C validates these findings with select S phase (*Mcm4*) and G2/M (*Birc5, Cdk1, Mki67*) phase transcripts showing either predominant expression (*Birc5*, *Cdk1*, *Mki67*) or mild enrichment in transcript expression (*Mcm4*) in SC2 (Figure 5C). These data validate baseline expression levels of these selected S phases- and G2/M phase-associated transcripts. The validation lends support to the idea that the scRNA-Seq data could be utilized to assess baseline expression levels of S phase- and G2/M phase-associated genes, which could be modulated in the future in order to facilitate mitotic regeneration.

**Figure 5:**
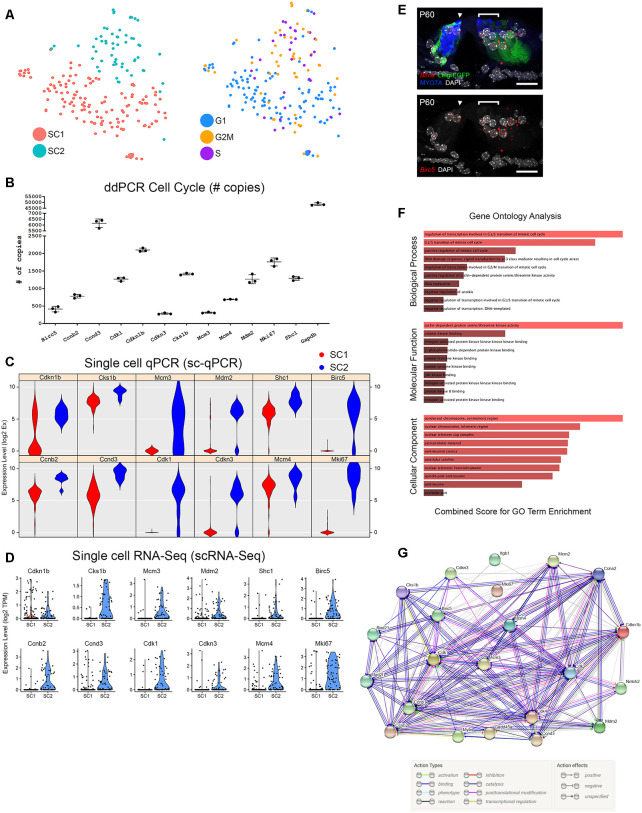
Cell cycle analysis of adult cochlear SCs. **(A)** Analysis of cell cycle phase among FACS-purified adult cochlear SCs reveals that the SC2 cluster of adult cochlear SCs express predominantly S phase and G2/M phase canonical markers compared to SC1 adult cochlear SC cluster. tSNE plot with the clustered cell types is shown to the left with an accompanying tSNE plot demonstrating cells clustered by cell cycle phase to the right. **(B)** Single-cell RNA-Seq expression of G2/M and S phase-specific markers. Violin plots for a select group of G2/M and S phase-specific cell cycle-related genes demonstrate predominant expression in the SC2 cluster of adult cochlear SCs. For violin plots, expression level (log2 TPM) is displayed on the vertical axis and cell cluster is displayed on the horizontal axis. **(C)** Single-cell qPCR of FACS-purified adult cochlear SCs for G2/M and S phase cell cycle-related markers confirms gene expression in adult cochlear SCs. Violin plots are redisplayed from Figure 4D for ease of comparison to the scRNA-Seq results above. **(D)** Digital droplet PCR (ddPCR) quantifies the presence of the select group of cell cycle-related genes validated by sc-qPCR in FACS-purified P60 Lfng^EGFP^-positive cochlear SC populations. **(E)** Cell cycle gene expression is demonstrated in mid-modiolar sections of the P60 mouse organ of Corti. RNA probe (in red) with accompanying immunohistochemistry is shown in image to the left and grayscale single-channel image is shown in image to the right. smFISH probe for *Birc5* (red dots) is shown to overlap with adult cochlear SCs (GFP in green). HCs are labeled with MYO7A (blue) and nuclei are labeled with DAPI (white). Location of IHC (arrowhead) and region of outer HCs (bracket) are denoted. Scale bar in all panels, 20 μm. **(F)** Gene Ontology (GO) analysis of cell cycle-related genes expressed by FACS-purified GFP-positive cells from P60 Lfng^EGFP^ cochlea suggests that these cells may be maintained in a non-proliferative state by a repressive network of genes. All cell cycle genes expressed by adult SCs from the dataset, regardless of which cluster of adult cochlear SCs expressed these genes, were used as the starting input in Enrichr. GO biological process analysis suggests that genes involved in the G1/S transition of the mitotic cell cycle are prominent in adult cochlear SCs. GO molecular function and cellular component analysis point to cyclin-dependent protein serine/threonine kinase activity and cellular components associated with condensed chromatin at the centromere, respectively. The color of the bar corresponds to the combined score which is calculated by taking the log value of the *p*-value from the Fisher exact test and multiplying this value by the *z*-score of the deviation from the expected rank. The longer and lighter colored bars indicate that the term is more significant. **(G)** Use of the STRING database to perform protein-protein interaction analysis identifies a set of interactions that may be related to the persistence of the post-mitotic state in adult cochlear SCs. The STRING plot demonstrates the action types and action effects as noted in the accompanying legend.

### Adult Cochlear Supporting Cells Continue to Express Some Cell Cycle Genes Expressed by Neonatal Lgr5+ Inner Ear Progenitors

One of the reasons for the interest in adult SCs is the thought that they might serve as a potential stem cell reservoir for regenerating HCs in the organ of Corti. Lgr5+ neonatal cochlear cells are thought to be potential progenitors for HCs and a potential stem cell reservoir within the organ of Corti (Shi et al., 2013; Wang et al., 2015; McLean et al., 2016; Cheng et al., 2017). For these reasons, similarities between Lgr5+ neonatal cochlear SCs and adult cochlear SCs gene expression were examined. Cheng et al. (2017) surveyed genes expressed by Lgr5+ neonatal cochlear SCs and reported expression of genes implicated in the cell cycle, Notch, EGF and Wnt signaling pathways. To examine whether some of these same genes might continue to be expressed in adult SCs, and in particular in the SC2 group, violin plots for a subset of these cell cycle genes were generated (Supplementary Figure S13). Using ddPCR, we confirmed the presence of the transcripts for a selected group of these cell cycle genes in FACS-purified GFP-positive adult cochlear SCs (Figure 5B). Differential expression of these cell cycle genes was then validated by sc-qPCR (Figures 4D, 5C). The results from the sc-qPCR from Figure 4D are redisplayed in Figure 5C to show a correlation between scRNA-Seq violin plots (Figure 5D) and the sc-qPCR violin plots (Figure 5C). Transcripts identified as being enriched in Lgr5-positive neonatal SCs and enriched in adult cochlear SCs by both scRNA-Seq and sc-qPCR include *Cdkn1b, Cks1b, Mcm3, Mdm2, and Shc3*. 

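*Cks1b* (ENSMUSG00000028044.6) was at 13.5 ± 27.7 CPM in SC1 and 155 ± 66.9 CPM in SC2 (SD, n = 5 captures), and *Mcm3* (ENSMUSG00000041859.10) at 6.35 ± 13.1 and 180 ± 73.0 CPM. Both were higher in SC2 in 5 of 5 captures, with adjusted p of 0.134 and 0.0892 in the edgeR test and 6.37e-05 and 1.37e-05 in DESeq2. *Cdkn1b* was at 160 ± 106 CPM in SC1 and 56.9 ± 23.5 CPM in SC2, and *Mdm2* (ENSMUSG00000020184.14) at 365 ± 259 and 65.4 ± 37.7 CPM. These genes were higher in SC1 in 4 of 5 captures, with edgeR adjusted p of 0.482 and 0.127 and DESeq2 adjusted p of 0.269 and 0.0178, and with the median of cells in place of sums both ratios pointed to SC2. *Shc3* (ENSMUSG00000021448.6) had 1 read in 1 of 211 cells. *Shc1* (ENSMUSG00000042626.13), which Figure 5D shows, had a read in 53 cells and was higher in SC2 in 4 of 5 captures (adjusted p = 0.215 in edgeR and 0.00315 in DESeq2).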

Transcripts identified as being enriched in Lgr5-negative neonatal SCs and enriched in adult cochlea SCs by both scRNA-Seq and sc-qPCR include *Birc5*, *Ccnb2*, *Ccnd3*, *Cdk1*, *Cdkn3*, *Mcm4*, and *Mki67*. 

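Of these 7 genes, *Mcm4* and *Mki67* were higher in SC2 in 5 of 5 captures, *Birc5*, *Ccnd3*, *Cdk1* and *Cdkn3* in 4 of 5 and *Ccnb2* in 3 of 5. *Mki67* (ENSMUSG00000031004.8) was at 131 ± 222 CPM in SC1 and 549 ± 220 CPM in SC2, and *Mcm4* (ENSMUSG00000022673.4) at 24.1 ± 27.1 and 344 ± 218 CPM (SD, n = 5). In the edgeR test the adjusted p ranged from 0.200 for *Birc5* to 0.999 for *Ccnd3*, and none of the 7 passed 0.05. DESeq2 called *Birc5* (adjusted p = 0.00595) and *Mcm4* (0.0299), and edgeR on counts thinned to one depth called *Mki67* (0.0494). With clusters from 20 components and a resolution of 0.2, a setting added after the values were seen, edgeR called *Birc5*, *Ccnb2*, *Cdk1*, *Cdkn3* and *Mcm4*, with adjusted p from 0.0177 for *Cdk1* to 0.0366 for *Mcm4*. Other settings turned the edgeR log2 fold change to SC1. With clusters from thinned counts it was -1.78 for *Birc5*, -0.59 for *Cdk1* and -0.35 for *Cdkn3*. In clusters without shallow cells, also added after, it was -2.17, -0.39 and -2.36 for these and -0.82 for *Mki67*. It was -0.53 for *Cdk1* with capture and run as the block, also added after, and -0.76 for *Cdkn3* without the P120 captures and close to 0, at -0.0028, without a block. *Ccnd3* was close to 0 in the reported test, at -0.0057, as well as in DESeq2, at -0.0075, while it stood at -2.31 with clusters from thinned counts and at 0.79 without capture 28. The share of cells with a read, after thinning to 50000 reads, was 7.41% in SC1 and 51.8% in SC2 for *Birc5*, 6.48% and 55.4% for *Cdk1*, and 24.1% and 51.8% for *Ccnd3*. Over all 211 cells, *Mki67* had a read in 106 cells and *Ccnb2* in 52.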

*Cdkn1b, Mcm3*, *Mdm2*, *Birc5*, *Cdk1*, *Cdkn3*, and *Mki67* exhibit relatively good agreement between SC clusters in both scRNA-Seq and sc-qPCR. However, transcript expression, as determined by sc-qPCR, for *Cks1b, Shc1, Ccnb2, Ccnd3*, and *Mcm4* appears to contradict the results of scRNA-Seq in that expression is noted in the SC1 SC cluster. Reasons for this discrepancy between scRNA-Seq and sc-qPCR include the likelihood that PCR may be more sensitive at detecting transcripts given its targeted nature while scRNA-Seq must contend with potential inefficiencies in reverse transcription and amplification (Livak et al., 2013). smFISH validation of select cell cycle genes identified by Nestorowa et al. (2016) and Cheng et al. (2017) (*Notch2*, *Birc5*) is also performed in adult mouse organ of Corti and their mRNA expression overlaps with adult GFP-positive cochlear SCs (Figures 2F, 5E; Nestorowa et al., 2016; Cheng et al., 2017). A description of these candidate cell cycle genes whose transcripts are validated in adult cochlear SCs is noted in Supplementary Table S6. Shared gene expression of adult cochlear SCs with Lgr5+ neonatal cochlear SCs suggests that adult SCs may still possess latent abilities to serve as a stem cell reservoir.

### Adult Cochlear Supporting Cells May Be Maintained in a Non-proliferative State

Finally, to examine other pathways that are active in adult SCs, a gene ontology biological process analysis was performed. Results suggest that genes involved in the G1/S transition of the mitotic cell cycle are more prominently expressed in adult cochlear SCs by comparison with Lgr5+ neonatal cochlear SCs (Figure 5F). These genes may function to prevent adult SCs from re-entering or moving forward successfully through the phases of the cell cycle. In addition, gene ontology molecular function and cellular component analyses group these cell cycle genes to cyclin-dependent protein serine/threonine kinase activity and cellular components associated with condensed chromatin at the centromere, respectively, suggesting that these pathways could be activated in adult cochlear SCs and contribute to the maintenance of quiescence (Figure 5F). Use of the STRING database to perform protein-protein interaction analysis identifies a set of interactions that may be related to the persistence of the post-mitotic state in adult cochlear SCs (Figure 5G). Overall, these analyses suggest that these data could be utilized as a resource to explore mechanisms related to the maintenance of SC quiescence.

## Discussion

One of the major causes of sensorineural hearing loss in adults, a significant and irreversible health problem, is the loss of sensory HCs. While adult cochlear SCs may represent a potential source of replacement HCs, the hearing restoration will likely require regenerating the proper complement of cell types including any SCs that are converted to HCs and restoration of the architecture of the organ of Corti (Jahan et al., 2015). The exact temporal expression sequence and level of gene expression required for the creation of both mature HCs and SCs are yet to be elucidated. Furthermore, the adult organ of Corti appears to contain barriers to regeneration that remain incompletely defined. Improved understanding of the final mature state of cell types in the organ of Corti may contribute to future attempts at hearing restoration through regenerative approaches. These data provide gene expression levels for two groups of cochlear SCs that are targets for the induction of regenerated HCs. Many of the genes we have identified in these SCs have not been previously characterized in the inner ear and may be examined as possible targets for the development of SC-specific gene expression or as candidates for induction of changes in cell fate or mitotic state (Supplementary Table S2).

### Adult Cochlear Supporting Cells Are Transcriptionally Distinct From Perinatal Cochlear Supporting Cells

While previous studies have focused on identifying the genetic cascade necessary to convert perinatal cochlear SCs into HCs (Kelly et al., 2012; Liu et al., 2012; Costa et al., 2015; Walters et al., 2017), it seems possible that changes in the transcriptome and/or epigenetic state of adult SCs may necessitate activation of different pathways. Consistent with this hypothesis, the results presented here demonstrate that the transcriptomes of adult cochlear SCs are markedly different from P1 cochlear SCs (Burns et al., 2015; GEO Accession ID: GSE71982; Figure 1). Biological process gene ontology analysis reveals that P1 cochlear SCs demonstrate enrichment for genes involved in positive regulation of Wnt signaling (GO:0090263, GO:0030177), regulation of stem cell differentiation (GO:2000736), and mitotic cell cycle phase transition (GO:1901990), all of which could play a role in a regenerative response. In contrast, adult cochlear SCs demonstrate enrichment for genes involved in regulation of MAP kinase activity (GO:0043406, GO:0043405, GO:0000187), regulation of JNK cascade (GO:0046328), activation of protein kinase activity (GO:0032147), and integrin-mediated signaling pathway (GO:0007229). Work by others has suggested that modulation of MAP kinase signaling, JNK signaling, and protein kinase signaling may facilitate S-phase entry and proliferation (Montcouquiol and Corwin, 2001). These authors suggest that a balance between MAP kinase signaling and JNK signaling may determine whether cells proliferate or die by apoptosis. Work in zebrafish demonstrates that inhibition of JNK signaling leads to suppression of HC regeneration apparently by preventing proliferation, suggesting that JNK signaling plays a role in proliferation in inner ear sensory epithelia (He et al., 2016). However, Montcouquiol and Corwin (2001) suggest that activation of these signaling pathways (MAP kinase, JNK, protein kinase activity) may not be sufficient for proliferation. Davies et al. (2007) have also suggested that changes in the cell-extracellular matrix interactions as cells mature in the cochlea, notably changes in integrin expression, may maintain these cells in their postmitotic quiescent state. These observations combined with the absence of enrichment for genes involved in Wnt signaling and mitotic cell cycle transition may highlight some key differences between adult and perinatal cochlear SCs. Overall, these observations point to a need to better understand what distinguishes adult cochlear SCs from perinatal cochlear SCs (White et al., 2006). While it may seem obvious that adult cochlear SCs are transcriptionally distinct, much of the current work into elucidating the developmental transitions necessary for the production of new HCs and SCs presumes that these same developmental transitions can be applied to adult cochlear SCs *in vivo*.

### Single-Cell RNA-Seq Identifies Adult Supporting Cell Gene Expression

In order to demonstrate the utility of this dataset, we utilized smFISH to both confirm and localize transcript expression to adult cochlear SCs. smFISH validation of both known (*Myh9, Cdkn1b*) and novel (*Lcp1, Notch2*) genes shows relatively good concordance with scRNA-Seq data. 

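Between the rebuilt clusters, *Nlrp3* was at 202 ± 161 CPM in SC1 and 31.0 ± 28.7 CPM in SC2 (SD, n = 5 captures), higher in SC1 in 5 of 5 captures, with a log2 fold change of -3.92, a standard error of 1.71 and an adjusted p of 0.165 in the edgeR test. DESeq2 called it (adjusted p = 0.0218). *Slc2a3* was at 676 ± 685 CPM in SC1 and 142 ± 228 CPM in SC2, higher in SC1 in 4 of 5 captures, with a log2 fold change of -5.52, a standard error of 1.40 and an adjusted p of 0.0306 in the edgeR test. Without the capture as a block its adjusted p was 0.182. Among cells thinned to 50000 reads, 57.4% of SC1 and 14.3% of SC2 cells held an *Nlrp3* read, against 38.9% and 35.7% for *Slc2a3*.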

While scRNA-Seq results for *Nlrp3* and *Slc2a3* show higher expression in SC1 compared to SC2, smFISH demonstrates presence across all SCs. Reasons for discrepancies between scRNA-Seq and sc-qPCR include the likelihood that PCR may be more sensitive at detecting transcripts given its targeted nature, while scRNA-Seq can show decreased sensitivity for particular transcripts because of inefficiencies in reverse transcription and amplification (Livak et al., 2013).

### Adult Cochlear Supporting Cells Can Be Categorized Into Two Subpopulations

Our data identified two transcriptionally distinct subgroups of adult SCs (SC1 and SC2). smFISH localization of *S100a6* and *Pla2g7*, markers of SC1, was largely restricted to medial SCs (border and inner phalangeal cells), while *Tuba1b* and *Spry2*, markers of SC2, were localized to lateral SCs (pillar and Deiters cells). More importantly, the composite expression of each of these two identified clusters of genes define these two groups as seen on the gene set activity plots (Figure 3B) and support the potential relevance of combinatorial gene expression in identifying subpopulations (Patel et al., 2014). These results are consistent with single-cell analysis of the developing cochlear duct which suggest that the organ of Corti is derived from two transcriptionally distinct regions, medial and lateral, with medial giving rise to inner HCs and associated SCs and lateral giving rise to outer HCs and associated SCs (Kolla and Kelley, personal communication). Since these regional distinctions could also be indicative of lineage restrictions, the identification of markers that define each domain could be utilized to create gene therapy targeting vectors specific for medial or lateral SC types (Stone and Cotanche, 2007; Cox et al., 2014). Comparison to existing adult SC (Liu W. J. et al., 2018; Ranum et al., 2019) and HC (Liu H. et al., 2014; Li Y. et al., 2018; Ranum et al., 2019) datasets has been provided as Supplementary Figures S14–S24 (Supplemental Datasheet S2).

### Population qPCR and Single-Cell qPCR Validation of Additional Gene Candidates From Adult Single-Cell Transcriptomes

Recently, single-cell RNA-sequencing through commercial droplet-based platforms has achieved higher throughput in comparison to microfluidics-based platforms, such as the Fluidigm C1 platform utilized in this study. However, because the Fluidigm system does not rely on molecular barcodes to discriminate cell of origin, ddPCR and single-cell qPCR can be used to examine the expression of specific transcripts within each data set, with a higher level of sensitivity by comparison with scRNA-Seq (Figures 4, 5). The results of our analysis of SCs using ddPCR and/or sc-qPCR yielded results that were largely consistent with the scRNA-Seq results (Figures 4, 5, Supplementary Figure S25). However, some differences were also observed. For instance, while *S100a6* transcript expression is increased in SC1 vs. SC2, a result that was observed by smFISH as well, single-cell qPCR (sc-qPCR) for *S100a6* demonstrates relatively equivalent levels of gene expression. This result could be a result of sampling bias, as only seven SC2 cells were collected for the sc-qPCR data set or might reflect decreased amplification efficiency for this primer set. Future efforts to increase the number of SC2 cells may address some of the discrepancies between the different methods.

### A Potential Role for Cell Cycle Regulation in Adult Cochlear Supporting Cells

Pathway analysis for the SC2 subpopulation indicated the expression of canonical S and G2/M phase genes and similarities to Lgr5-expressing cells isolated from the neonatal cochlea (Nestorowa et al., 2016; Cheng et al., 2017). These Lgr5-expressing cells in the neonatal cochlea possess a latent potential to proliferate and to convert into HCs (Stone and Cotanche, 2007; Cox et al., 2014). Mitotic regeneration has been explored in SCs as a potential avenue for HC regeneration with Wnt activation and Notch signaling playing roles in SC conversion into HCs (Ni et al., 2016; McGovern et al., 2018, 2019). Potentially consistent with this are protein interaction analyses that suggest interactions between Notch signaling and Wnt signaling pathways and cell cycle control, specifically *Cdkn1b* (Figure 5G). Work by others suggests that these signaling pathways may be relevant to achieving HC regeneration in the adult inner ear (Hori et al., 2007; Kuo et al., 2015; Walters et al., 2017; Liu H. et al., 2018).

While the overall biological process gene ontology analysis suggests involvement in the G1/S transition of the mitotic cell cycle, sub-analyses categorize these genes into three main categories: positive regulation of transcription from RNA polymerase II promoter, G1/S transition of the mitotic cell cycle, and negative regulation of DNA endoreduplication. A supplemental table of these genes and references regarding their possible functional roles in the cell cycle is provided (Supplementary Table S6).

With regards to the first gene ontology term (positive regulation of transcription from RNA polymerase II promoters), in other systems, these genes are involved in either directly promoting proliferation or facilitating proliferation by overcoming cellular defense mechanisms to cell cycle reentry (for a full set of references, see Supplementary Table S6). Overcoming cellular defense mechanisms activated in response to cell cycle reentry may be critical to achieving adult SC proliferation (Chen et al., 2003).

The genes categorized under the second gene ontology term (G1/S transition of the mitotic cell cycle) are related to the maintenance of quiescence in adult cochlear SCs (Malgrange et al., 2003; Chen and Segil, 1999; Laine et al., 2010; Oesterle et al., 2011). Transcript expression levels for these and other cell cycle-related genes may represent thresholds for cell cycle re-entry. Expression of these genes may be indicative of a poised state with modulation of these genes by subtle overexpression or inhibition around the baseline potentially leading to stimulation of cellular proliferation (Hu et al., 2016). This poised state has also been suggested by the discovery of bivalent chromatin structure in perinatal SCs (Stojanova et al., 2015; Hu et al., 2016) and may exist in adult SCs, albeit with additional barriers to regeneration in place.

Finally, with these additional barriers in mind, the genes categorized under negative regulation of DNA endoreduplication are related to facilitating but not necessarily initiating cell proliferation (see Supplementary Table S6 for a full set of references). Endoreduplication refers to re-replication of DNA within a single cell, likely representing a collection of compensatory mechanisms for maintaining the viability of cells that are unable to progress completely through the cell cycle (Lazzerini Denchi et al., 2006). Modulation of these genes may facilitate the creation of a genomic environment that is more conducive to cell proliferation, which under normal circumstances would be prevented/inhibited by several other factors.

Despite these analyses, it is possible that inducing adult SC proliferation will require the expression of cell cycle-related genes that are not normally transcribed by adult cochlear SCs. Furthermore, others have argued for the existence of epigenetic mechanisms preventing SCs from utilizing these machinery (Geng et al., 2016; Samarajeewa et al., 2019). Interactions between existing cell cycle gene expression and epigenetic machinery may maintain adult cochlear SC quiescence and remain incompletely elucidated. Nonetheless, the results presented here indicate the expression of a wide network of cell cycle genes in adult cochlear SCs, suggesting that a better understanding of the roles of these networks in maintaining adult SC quiescence could provide valuable insights regarding pathways to HC regeneration. Future studies will be required to test the relevance of modulating cell cycle gene expression or modulating interactions between cell cycle genes and epigenetic machinery to achieving HC regeneration in the adult cochlea. These data suggest that there are likely multiple mechanisms that may be involved in maintaining the latent potential of cochlear SCs to re-enter the cell cycle and to transdifferentiate into HCs. Understanding the potentially different avenues of overcoming this poised state in adult cochlear SCs may lead to more effective HC regeneration in the future.

## Conclusion

In summary, we have used several different approaches, including sc-RNAseq, ddPCR and sc-qPCR, to characterize and validate the transcriptional profiles of cochlear SCs from adult mice. Our results demonstrate significant changes in gene expression between perinatal and adult SCs. We provide some preliminary evidence that the patterns of expression observed in the adult mice may be comparable to human inner ears. Finally, analysis of gene expression in adult SCs indicates strong expression of pathways related to the regulation of the cell cycle, suggesting that targeting of these pathways could help to force cells out of quiescence. These results provide insights that could be relevant to the development of treatments to induce HC regeneration, which will, most likely, include the trans-differentiation of SCs into new HCs, leading to a deficit in SCs. If this is the case, controlled creation of new SCs, through cell cycle re-entry, may be a crucial step in the restoration of a functional cochlea.

## Data Availability Statement

The datasets generated for this study can be found in GEO (GEO Accession ID: GSE135703) and have been uploaded to gEAR and are available on this permalink (https://umgear.org/p?l=9f88d6fb).

## Ethics Statement

The studies involving human participants were reviewed and approved by University of California at Los Angeles Institutional Review Board (IRB protocol #10-001449). Appropriate informed consent for inclusion in the study was obtained from each temporal bone donor. Approval was obtained from the University of California at Los Angeles Institutional Review Board (IRB protocol #10-001449). The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by The Animal Care and Use Committee of the National Institute of Neurological Diseases and Stroke and the National Institute on Deafness and Other Communication Disorders, National Institutes of Health.

## Author Contributions

MH and RO contributed to FACS, single-cell RNA-sequencing (scRNA-Seq), sc-qPCR and ddPCR. MH, RO, XL, AD, and IT contributed to immunohistochemistry and smFISH. IL, FL, RO, and MH contributed to human temporal bone histopathology. AI analyzed and selected pertinent archival histological material used for immunohistochemical staining and provided support for confocal prescreening of samples. DM and RM were responsible for scRNA-Seq. MH and IT were responsible for scRNA-Seq analysis. SG was responsible for the comparison of the scRNA-Seq dataset to existing datasets in the literature. MH, DM, RM, and MK contributed to writing and revising the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Characterizing Adult Cochlear Supporting Cell Transcriptional Diversity Using Single-Cell RNA-Seq: Validation in the Adult Mouse and Translational Implications for the Adult Human Cochlea
**Source:** Front Mol Neurosci. 2020 Feb 5;13:13. doi: 10.3389/fnmol.2020.00013
**Supplement:** Supplementary file 15

| **Isolation #** | **1 (9c)** | **2 (10c)** | **3 (17c)** | **4 (19c)** | **5 (20c)** | **6 (21c)** | **7 (28)** | **8 (31)** | **9 (32)** | **10 (36)** | **11 (38)** | **12 (40)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Organ** | **P60**  **Cochlea** | **P60**  **Cochlea** | **P60**  **Cochlea** | **P60**  **Cochlea** | **P60**  **Cochlea** | **P60**  **Cochlea** | **P120**  **Cochlea** | **P60**  **Cochlea** | **P120**  **Cochlea** | **P120**  **Cochlea** | **P120**  **Cochlea** | **P60**  **Cochlea** |
| **Method** | **FACS** | **FACS** | **FACS** | **FACS** | **FACS** | **FACS** | **FACS** | **FACS** | **FACS** | **FACS** | **FACS** | **FACS** |
| **# Mice** | **4** | **4** | **4** | **4** | **4** | **4** | **4** | **4** | **4** | **4** | **4** | **4** |
| **Genotype** | **Lfng^EGFP^** | **Lfng^EGFP^** | **Lfng^EGFP^** | **Lfng^EGFP^** | **Lfng^EGFP^** | **Lfng^EGFP^** | **Lfng^EGFP^** | **Lfng^EGFP^** | **Lfng^EGFP^** | **Lfng^EGFP^** | **Lfng^EGFP^** | **Lfng^EGFP^** |
| **# single-cell captures** | **37** | **24** | **4** | **13** | **13** | **12** | **47** | **40** | **33** | **18** | **34** | **33** |
| **# multicell captures** | **3** | **0** | **0** | **0** | **0** | **0** | **0** | **0** | **0** | **0** | **0** | **0** |
| **# GFP** | **35** | **23** | **4** | **13** | **13** | **12** | **47** | **40** | **33** | **18** | **34** | **33** |
| **# negative** | **2** | **1** | **0** | **0** | **0** | **0** | **0** | **0** | **0** | **0** | **0** | **0** |
| **# single cells sequenced** | **33** | **21** | **3** | **13** | **13** | **11** | **47** | **27** | **29** | **17** | **32** | **33** |
| **# outliers** | **14** | **8** | **0** | **6** | **5** | **6** | **10** | **4** | **2** | **1** | **3** | **9** |
| **# single cells analyzed** | **19** | **13** | **3** | **7** | **8** | **5** | **37** | **23** | **27** | **16** | **29** | **24** |
| **Sequencing lanes** | **1** | **1** | **1** | **1** | **1** | **1** | **2,3** | **2,3** | **2,3** | **2** | **2** | **2** |

# Supplementary material for: Characterizing Adult Cochlear Supporting Cell Transcriptional Diversity Using Single-Cell RNA-Seq: Validation in the Adult Mouse and Translational Implications for the Adult Human Cochlea
**Source:** Front Mol Neurosci. 2020 Feb 5;13:13. doi: 10.3389/fnmol.2020.00013
**Supplement:** Supplementary file 16

**Supplemental Table S2. Primers utilized for single cell qPCR.**

# Supplementary material for: Characterizing Adult Cochlear Supporting Cell Transcriptional Diversity Using Single-Cell RNA-Seq: Validation in the Adult Mouse and Translational Implications for the Adult Human Cochlea
**Source:** Front Mol Neurosci. 2020 Feb 5;13:13. doi: 10.3389/fnmol.2020.00013
**Supplement:** Supplementary file 17

**Supplemental Table S3. Primers utilized for ddPCR.**

| Gene | Forward primer (5’-3’) | Reverse primer (5’-3’) |
| --- | --- | --- |
| *Atf3* | TGCATCTCAGCCTGGTTCAA | ATGAGTCCTGAGACTCCTCAC |
| *Btg1* | GGGATCAGGTTACCGTTGTATT | CCCAAGAGAAGTTCCTCCTTAC |
| *Btg2* | CTGCTTTGTATGGGTGGATAGT | GAGCCACCTCTCAAAGGAATAG |
| *Ccnd3* | ATGCGGAAGATGCTGGCATA | GTTCATAGCCAGAGGGAAGACA |
| *Cdkn1b* | CAGTGTCCAGGGATGAGGAA | TTCGGGGAACCGTCTGAAA |
| *CD44* | CAGTCACAGACCTACCCAATTC | GTGTGTTCTATACTCGCCCTTC |
| *CD52* | TTCCTCCTCTTCCTCACTATCA | TTGGTGGAGGTGCTGTTT |
| *Fcer1g* | CCTGGATGCTGTCCTGTTT | AGAGGGCTCGGAGAGAATTA |
| *Lcp1* | GGATCCGTGTCTGACGAAGAA | GCTCATTGCAGCTGATGTATCC |
| *Lfng* | TCGATCTGCTGTTCGAGACC | CCTCCCCATCAGTGAAGATGAA |
| *Msrb1* | CAAACTCATCTTGCCTCACTCTA | CTGGACAAAGTGGTGAGAAGAG |
| *Mxd1* | CCATACAGCAAGGACAGAGATG | CCGCTGAAGCTGGTCTATTT |
| *Myh9* | TGCCCTGGAACTGTGTTTAG | GTCCCACTTGCTCCTTTATGA |
| *Nlrp3* | TGCTCTGCAACCTCCAGAAA | AACCAATGCGAGATCCTGACA |
| *Notch2* | AGACTGGCGACTTCACTTTC | TCCACACAAACTCCTCCATTC |
| *Prrl13* | GAATAGGAGTGACCAGGAAGTG | TATGGATTCGGTCCAGCATTAG |
| *Pten* | CCCACCACAGCTAGAACTTATC | GGGTCTGTAATCCAGGTGATTT |
| *S100a1* | TGCCATGGAGACCCTCATCA | TTGTCCACAGCATCTGCATCC |
| *S100a6* | AAGCACACCCTGAGCAAGAA | AGCCTTGCAATTTCAGCATCC |
| *S100a11* | GAGATGCATTGAGTCCCTGATT | TAAGCCACCAATGAGGTTGAG |
| *Slc2a3* | TCTGGTCGGAATGCTCTTCC | GAGGAAGGCAGCGAAGATGATA |
| *Spry2* | GGAGAGGGGTTGGTGCAAA | AGGTCTTGGCAGTGTGTTCA |

# Supplementary material for: Characterizing Adult Cochlear Supporting Cell Transcriptional Diversity Using Single-Cell RNA-Seq: Validation in the Adult Mouse and Translational Implications for the Adult Human Cochlea
**Source:** Front Mol Neurosci. 2020 Feb 5;13:13. doi: 10.3389/fnmol.2020.00013
**Supplement:** Supplementary file 18

**Supplementary Table S4. RNAScope probes**

| Gene | Accession Number | Probed Region (nt) | ZZ Oligo pairs |
| --- | --- | --- | --- |
| *S100a6* | NM_011313.2 | 8-674 | 13 |
| *Lcp1* | NM_001247984.1 | 1230-2350 | 20 |
| *Nlrp3* | NM_145827.3 | 2 – 1098 | 20 |
| *Slc2a3* | NM_011401.4 | 503 – 1665 | 20 |
| *Spry2* | NM_011897 | 2 – 905 | 20 |
| *Birc5* | NM_001012273.1 | 131 – 1036 | 20 |
| *Notch2* | NM_010928.2 | 215 – 1068 | 20 |
| *Tuba1b* | NM_006082.2 | 107-1729 | 6 |
| *Myh9* | NM_022410.3 | 240-3331 | 20 |
| *Cdkn1b* | NM_009875.4 | 339-1708 | 20 |
| *Pla2g7* | NM_013737.5 | 670-1703 | 20 |
| *Ppib* | NM_011149.2 | 98-856 | 15 |
| *Dap8* | EF191515 | 414-862 | 10 |

# Supplementary material for: Characterizing Adult Cochlear Supporting Cell Transcriptional Diversity Using Single-Cell RNA-Seq: Validation in the Adult Mouse and Translational Implications for the Adult Human Cochlea
**Source:** Front Mol Neurosci. 2020 Feb 5;13:13. doi: 10.3389/fnmol.2020.00013
**Supplement:** Supplementary file 19

**Supplemental Table S5: Validated Cell Type-Specific Adult Cochlear Supporting Cell Markers**

| Gene Symbol | Gene Name | Organ of Corti Localization  (Adult Mouse) | Possible functional roles | References demonstrating presence in the inner ear |
| --- | --- | --- | --- | --- |
| Lcp1 | Lymphocyte cytosolic protein 1 | Pillar, Deiters cells | Actin-bundling protein (Daudet et al, 2002; Todd et al, 2011) | This publication |
| S100a6 | Calcyclin | Medial supporting cells, Pillar cells and Deiters cells | Calcium binding protein implicated in cell proliferation, cytoskeletal dynamics, and tumorigenesis (Lesniak et al, 2009) | This publication |
| Myh9 | Myosin heavy chain 9 | Adult organ of Corti hair cells and supporting cells | Cytokinesis, cell motility, and maintenance of cell shape; implicated in localization to the nucleus, antiproliferative activity, tumor suppressor activity (Cho et al, 2012; Coaxum et al, 2017) | Mhatre et al, 2004 |
| Nlrp3 | Cryopyrin | Medial supporting cells, pillar cells, Deiters cells | Regulation of cochlear autoinflammation (Nakanishi et al, 2017) | This publication |
| Slc2a3 | Solute carrier 2 member 3 or GLUT3 | Pillar cells | Glucose transport (Trattner et al, 2013; Patching, 2017) | This publication |
| Cdkn1b | Cyclin-dependent kinase inhibitor 1b | Pillar cells, Lateral supporting cells | Cell cycle control | Laine et al, 2010;  Oesterle et al, 2011 |
| Tuba1b | Acetylated tubulin | Pillar cells, Lateral supporting cells | Microtubule component, Cytoskeletal dynamics | Lowenheim et al, 1999; Oesterle et al, 2009 |
| Spry2 | Sprouty2 | Deiters cells | Role in establishing normal pillar cell cytoarchitecture by antagonizing FGF signaling during early postnatal cochlear development (Shim et al, 2008) | Shim et al, 2008 |
| Pla2g7 | Phospholipase A, Group VII | Medial supporting cells | Role unknown | This publication |
| S100a11 | S100a11 calcium binding protein | Medial supporting cells, Pillar cells, some Deiters cells | Double-stranded DNA repair, cell cycle regulation & proliferation, role in inflammation (Foertsch et al, 2016; Huang et al, 2016) | This publication |
| S100a1 | S100a1 calcium binding protein | Medial supporting cells, Deiters cells | Calcium-binding protein implicated in cytoskeletal dynamics in the adult organ of Corti (Coppens et al, 2001) | Coppens et al, 2001 |

**Supplemental Table S6: Validated cell cycle genes expressed by adult cochlear supporting cells**

| Gene Symbol | Gene Name | Gene Ontology: Biological Process | Possible functional roles | Reference |
| --- | --- | --- | --- | --- |
| Birc5 | Survivin | positive regulation of transcription from RNA polymerase II promoter | Possible promotion of cell proliferation, prevention of apoptosis | Froehlich et al, 2015; Habtemichael et al, 2010 |
| Ccna2 | Cyclin A2 | positive regulation of transcription from RNA polymerase II promoter | Promotes transition through B1/S and G2/M phase | Chen et al, 2009; Zhong et al, 2015 |
| Ccnb1  Ccnb2 | Cyclin B1  Cyclin B2 | positive regulation of transcription from RNA polymerase II promoter | Form maturation-promoting factor (MPF); cell cycle regulation | Lu et al, 2013 |
| Ccnd3 | Cyclin D3 | positive regulation of transcription from RNA polymerase II promoter | Regulates transition through G1/S phase of cell cycle | Sherr, 1995; Lee et al, 2017; Laine et al, 2010 |
| Cdkn3 | Cyclin-dependent kinase inhibitor | positive regulation of transcription from RNA polymerase II promoter | Upregulation associated with downregulation of Cdkn1b, resulting in increased cell proliferation | Wang et al, 2017 |
| Cks1b | Cdc28 protein kinase regulatory subunit 1b | positive regulation of transcription from RNA polymerase II promoter | E3 ligase that ubiquitylates substrates, designating them for proteosomal degradation | Pavlides et al, 2016 |
| Itgb1 | Beta1-integrin | positive regulation of transcription from RNA polymerase II promoter; negative regulation of DNA endoreduplication | Critical to laminin-sonic hedgehog-induced cell proliferation | Blaess et al, 2004 |
| Myb | Myb proto-oncogene | positive regulation of transcription from RNA polymerase II promoter | Regulation of epithelial to mesenchymal transition | Kurima et al, 2011; Tanno et al, 2010 |
| Notch2 | Notch 2 | positive regulation of transcription from RNA polymerase II promoter | Regulation of cell-fate determination | Ohashi et al, 2017; Teng et al, 2017 |
| Ran | Ran encodes Ras-related nuclear protein | positive regulation of transcription from RNA polymerase II promoter | Small GTPase involved in nucleocytoplasmic transport, DNA synthesis and cell cycle progression | Deng et al, 2013 |
| Rbl1 | RB transcriptional co-repressor like-1 | positive regulation of transcription from RNA polymerase II promoter | Cell cycle regulator, regulates G1/S phase transition | Yu et al, 2010 |
| Stmn1 | Stathmin 1 | positive regulation of transcription from RNA polymerase II promoter | Ubiquitous cytosolic phosphoprotein which prevents microtubule assembly (Rubin & Atweh, 2004); Associated with increased proliferation and poor prognosis in variety of human malignancies and implicated as marker of PI3K pathway activation | Jiang et al, 2018 |
| Tfdp1 | Transcription factor Dp-1 | positive regulation of transcription from RNA polymerase II promoter | Enhances DNA binding and transcription of E2F target genes | Hitchens & Robbins, 2003 |
| Tsg101 | Tumor susceptibility gene 101 | positive regulation of transcription from RNA polymerase II promoter | Suppress p21^CIP1/WAF1^, a cyclin-dependent kinase inhibitor which negative regulates the cell cycle | Lin et al, 2013 |
| Cdk1  Cdk4  Cdk6 | Cyclin-dependent kinases 1, 4, and 6 | G1/S transition of mitotic cell cycle | Kinases essential for cell cycle G1 phase progression | Malgrange et al, 2003 |
| Gadd45a | Growth arrest and DNA damage alpha | negative regulation of DNA endoreduplication | Facilitates somatic cell reprogramming by relaxing chromatin structure around the miR-295 promoter | Hu et al, 2009; Li et al, 2017 |
| Mad2l1 | Mitotic arrest deficient 2 like 1 | negative regulation of DNA endoreduplication | Mitotic delay; prevents anaphase progression until all kinetochores are bound by microtubules | Marks et al, 2017 |
| Mcm2 | Minichromosome maintenance complex 2 | negative regulation of DNA endoreduplication | Component of minichromosome maintenance complex (MCM), a DNA helicase critical for initiating DNA replication; missense variant implicated in autosomal dominant nonsyndromic deafness | Zhai et al, 2017; Gao et al, 2015 |
| Mdm2 | Mouse double minute 2 | negative regulation of DNA endoreduplication | E3 ubiquitin ligase that ubiquitinates downstream targets including p53 and Rb, which then targets them for proteosomal degradation; promotes genomic instability and tumorigenesis by delaying p53-independent DNA breakage repair | Saadatzadeh et al, 2017; Laos et al, 2017 |
| Mki67 | Marker of proliferation Ki-67 | negative regulation of DNA endoreduplication | Proliferative marker present during all phases of the cell cycle except G0 | Tafra et al, 2014 |
| Smc1a | Structural maintenance of chromosomes 1a | negative regulation of DNA endoreduplication | Part of cohesin complex. Cohesin complex necessary for cohesion of sister chromatids after DNA replication and necessary for DNA double-strand break repair; may facilitate cell proliferation by preventing accumulation of DNA damage and ensuring genomic integrity during the process of cell cycle re-entry; Mutations in genes produce components of cohesins result in cohesinopathies i.e. Cornelia de Lange syndrome (CdLS). CdLS affects multiple organ systems (craniofacial, musculoskeletal, neurological, auditory, digestive tract) and intellectual function with sensorineural and conductive hearing loss being common | Gupta et al, 2016; Janek et al, 2016 |
| Smc3 | Structural maintenance of chromosomes 3 | negative regulation of DNA endoreduplication | See Smc1a description | See Smc1a description |
| Rad21 | Rad21 cohesin complex component | negative regulation of DNA endoreduplication | See Smc1a description | See Smc1a description |
| Stag1 | Stromal antigen 1 | negative regulation of DNA endoreduplication | See Smc1a description | See Smc1a description |
| Stag2 | Stromal antigen 2 | negative regulation of DNA endoreduplication | See Smc1a description | See Smc1a description |
| Shc1 | Shc adaptor  protein 1 | negative regulation of DNA endoreduplication | 3 isoforms (p66Shc, p52Shc, p46Shc); p66Shc participates in mitochondrial reactive oxygen species generation; critical for initiation of apoptosis by stress-activated p53; p52Shc and p46Shc may initiate Ras signaling | Wu et al, 2012 |

Selected References:

Froehlich, E.V., Rinner, B., Deutsch, A.J., Meditz, K., Knausz, H., Troppan, K., Scheipl, S., Wibmer, C., Leithner, A., Liegl, B., Lohberger, B. (2015) Examination of surviving expression in 50 chordoma specimens—A histological and in vitro study. J Orthop Res *33(5)*, 771-8.

Habtemichael, N., Heinrich, U.R., Knauer, S.K., Schmidtmann, I., Bier, C., Docter, D., Brochhausen, C., Helling, K., Brieger, J., Stauber, R.H., Mann, W.J. (2010) Expression analysis suggests a potential cytoprotective role of Birc5 in the inner ear. Mol Cell Neurosci *45(3)*, 297-305.

Chen, J., Wang, F., Gao, X., Zha, D., Xue, T., Cheng, X., Zhong, C., Han, Y., Qiu, J. (2009) Decreased level of cyclin A2 in rat cochlea development and cochlear stem cell differentiation. Neurosci Lett *453(3)*, 166-9.

Zhong, C., Han, Y., Ma, J., Zhang, X., Sun, M., Wang, Y., Chen, J., Mi, W., Xu, X., Qiu, J. (2015) Viral-mediated expression of c-Myc and cyclin A2 induces cochlear progenitor cell proliferation. Neurosci Lett *591*, 93-98.

Lu, N., Chen, Y., Wang, Z., Chen, G., Lin, Q., Chen, Z.Y., Li, H. (2013) Sonic hedgehog initiates cochlear hair cell regeneration through downregulation of retinoblastoma protein. Biochem Biophys Res Commun *430(2)*, 700-5.

Sherr, C.J. (1995) D-type cyclins. Trends Biochem Sci *20(5)*, 187-90.

Lee, S.H., Wang, X., Kim, S.H., Kim, Y., Rodriguez-Puebla, M.L. (2017) Cyclin D3 deficiency inhibits skin tumor development, but does not affect normal keratinocyte proliferation. Oncol Lett *14(3)*, 2723-2734.

Laine, H., Sulg, M., Kirjavainen, A., Pirvola, U. (2010) Cell cycle regulation in the inner ear sensory epithelia: role of cyclin D1 and cyclin-dependent kinase inhibitors. Dev Biol *337(1)*, 134-46.

Wang, H., Chen, H., Zhou, H., Yu, W., Lu, Z. (2017) Cyclin-dependent kinase inhibitor 3 promotes cancer cell proliferation and tumorigenesis in nasopharyngeal carcinoma by targeting p27. Oncol Res *25*, 1431-40.

Pavlides, S.C., Lecanda, J., Daubriac, J., Pandya, U.M., Gama, P., Blank, S., Mittal, K., Shukla, P., Gold, L.I. (2016) TGF-β activates APC through Cdh1 binding for Cks1 and Skp2 proteosomal destruction stabilizing p27kip1 for normal endometrial growth. Cell Cycle *15(7)*, 931-47.

Blaess, S., Graus-Porta, D., Belvindrah, R., Radakovits, R., Pons, S., Littlewood-Evans, A., Senften, M., Guo, H., Li, Y., Miner, J.H., Reichardt, L.F., Müller, U. (2004) Beta1-integrins are critical for cerebellar granule cell precursor proliferation. J Neurosci *24(13)*, 3402-12.

Kurima, K., Hertzano, R., Gavrilova, O., Monahan, K., Shpargel, K.B., Nadaraja, G., Kawashima, Y., Lee, K.Y., Ito, T., Higashi, Y., Eisenman, D.J., Strome, S.E., Griffith, A.J. (2011) A noncoding point mutation in Zeb1 causes multiple developmental malformations and obesity in Twirler mice. PLoS Genet *7(9)*, e1002307.

Tanno, B., Sesti, F., Cesi, V., Bossi, G., Ferrari-Amorotti, G., Bussolari, R., Tirindelli, D., Calabretta, B., Raschella, G. (2010) Expression of Slug is regulated by c-Myb and is required for invasion and bone marrow homing of cancer cells of different origin. J Biol Chem 285, 29434-29445

Ohashi, K., Togawa, T., Sugiura, T., Ito, K., Endo, T., Aoyama, K., Negishi, Y., Kudo, T., Ito, R., Saitoh, S. (2017) Combined genetic analyses can achieve efficient diagnostic yields for subjects with Alagille syndrome and incomplete Alagille syndrome. Acta Paediatr *106(11)*, 1817-1824.

Teng, C.S., Yen, H.Y., Barske, L., Smith, B., Llamas, J., Segil, N., Go, J., Sanchez-Lara, P.A., Maxson, R.E., Crump, J.G. (2017) Requirements for Jagged1-Notch2 signaling in patterning the bones of the mouse and human middle ear. Sci Rep *7(1)*, 2497.

Lewis, A.K., Frantz, G.D., Carpenter, D.A., de Sauvage, F.J., Gao, W.Q. (1998) Distinct expression patterns of notch family receptors and ligands during development of the mammalian inner ear. Mech Dev *78(1-2)*, 159-63.

Deng, L., Lu, Y., Zhao, X., Sun, Y., Shi, Y., Fan, H., Liu, C., Zhou, J., Nie, Y., Wu, K., Fan, D., Guo, X. (2013) Ran GTPase protein promotes human pancreatic cancer proliferation by deregulating the expression of surviving and cell cycle proteins. Biochem Biophys Res Commun *440(2)*, 322-9.

Yu, Y., Weber, T., Yamashita, T., Liu, Z., Valentine, M.B., Cox, B.C., Zuo, J. (2010) In vivo proliferation of postmitotic cochlear supporting cells by acute ablation of the retinoblastoma protein in neonatal mice. J Neurosci *30(17)*, 5927-36.

Rocha-Sanchez, S.M., Scheetz, L.R., Contreras, M., Weston, M.D., Korte, M., McGee, J., Walsh, E.J. (2011) Mature mice lacking Rbl2/p130 gene have supernumerary inner ear hair cells and supporting cells. J Neurosci *31(24)*, 8883-93.

Rubin, C.I., Atweh, G.F. (2004) The role of stathmin in the regulation of the cell cycle. J Cell Biochm *93(2)*, 242-50.

Jiang, W., Huang, S., Song, L., Wang, Z. (2018) STMN1, a prognostic predictor of esophageal squamous cell carincoma, is a marker of the activation of the PI3K pathway. Oncol Rep 39(2), 834-842.

Hitchens, M.R., Robbins, P.D. (2003) The role of the transcription factor DP in apoptosis. Apoptosis *8(5)*, 461-8.

Lin, Y.S., Chen, Y.J., Cohen, S.N., Cheng, T.H. (2013) Identification of TSG101 functional domains and p21 loci required for TSG101-mediated p21 gene regulation. PLoS One *8(11)*, e79674.

Chen, P., Zindy, F., Abdala, C., Liu, F., Li, X., Roussel, M.F., Segil, N. (2003) Progressive hearing loss in mice lacking the cyclin-dependent kinase inhibitor Ink4d. Nat Cell Biol *5(5)*, 422-6.

Malgrange, B., Knockaert, M., Belachew, S., Nguyen, L., Moonen, G., Meijer, L., Lefebvre, P.P. (2003) The inhibition of cyclin-dependent kinases induces differentiation of supernumerary hair cells and Deiters’ cells in the developing organ of Corti. FASEB J *17(14)*, 2136-8.

Laine, H., Sulg, M., Kirjavainen, A., Pirvola, U. (2010) Cell cycle regulation in the inner ear sensory epithelia: role of cyclin D1 and cyclin-dependent kinase inhibitors. Dev Biol *337(1)*, 134-46.

Oesterle, E.C., Chien, W.M., Campbell, S., Nellimarla, P., Fero, M.L. (2011) p27(Kip1) is required to maintain proliferative quiescence in the adult cochlea and pituitary. Cell Cycle *10(8)*, 1237-48.

Hu, B.H., Cai, Q., Manohar, S., Jiang, H., Ding, D., Coling, D.E., Zheng, G., Salvi, R. (2009) Differential expression of apoptosis-related genes in the cochlea of noise-exposed rats. Neuroscience *161(3)*, 915-25.

Li, L., Chen, K., Wu, Y., Long, Q., Zhao, D., Ma, B., Pei, D., Liu, X. (2017) Gadd45a opens up the promoter regions of miR-295 facilitating pluripotency induction. Cell Death Dis *8(10)*, e3107.

Marks, D.H., Thomas, R., Chin, Y., Shah, R., Khoo, C., Benezra, R. (2017) Mad2 overexpression uncovers a critical role for TRIP13 in mitotic exit. Cell Rep *19(9)*, 1832-1845. doi: 10.1016/j.celrep.2017.05.021.

Zhai, Y., Li, N., Jiang, H., Huang, X., Gao, N., Tye, B.K. (2017) Unique roles of the non-identical MCM subunits in DNA replication licensing. Mol Cell 67(2), 168-179. doi: 10.1016/j.molcel.2017.06.016.

Gao, J., Wang, Q., Dong, C., Chen, S., Qi, Y., Liu, Y. (2015) Whole exome sequencing identified MCM2 as a novel causative gene for autosomal dominant nonsyndromic deafness in a Chinese family. PLoS One 10(7), e0133522. doi: 10.1371/journal.pone.0133522. eCollection 2015.

Saadatzadeh, M.R., Elmi, A.N., Pandya, P.H., Bijangi-Vishehsaraei, K., Ding, J., Stamatkin, C.W., Cohen-Gadol, A.A., Pollok, K.E. (2017) The role of MDM2 in promoting genome stability versus instability. Int J Mol Sci 18(10), pii: E2216. doi: 10.3390/ijms18102216.

Laos, M., Sulg, M., Herranen, A., Anttonen, T., Pirvola, U. (2017) Indispensable role of Mdm2/p53 interaction during the embryonic and postnatal inner ear development. Sci Rep *7*, 42216. doi: 10.1038/srep42216.

Tafra, R., Brakus, S.M., Vukojevic, K., Kablar, B., Colovic, Z., Saraga-Babic, M. (2014) Interplay of proliferation and proapoptotic and antiapoptotic factors is revealed in the early human inner ear development. Otol Neurotol 35(4), 695-703.

Gupta, P., Lavagnolli, T., Mira-Bontenbal, H., Fisher, A.G., Merkenschlager, M. (2016) Cohesin’s role in pluripotency and reprogramming. Cell Cycle *15(3)*, 324-30.

Janek, K.C., Smith, D.F., Kline, A.D., Benke, J.R., Chen, M.L., Kimball, A., Ishman, S.L. (2016) Improvement in hearing loss over time in Cornelia de Lange syndrome. Int J Pediatr Otorhinolaryngol *87*, 203-7.

Wu, L., Sun, Y., Hu, Y.J., Yang, Y., Yao, L.L., Zhou, X.X., Wang, H., Zhang, R., Huang, X., Kong, W.J. (2012) Increased p66Shc in the inner ear of D-galactose-induced aging mice with accumulation of mitochondrial DNA 3873-bp deletion: p66Shc and mtDNA damage in the inner ear during aging. PLoS One *7(11)*, e50483.

# Supplementary material for: Characterizing Adult Cochlear Supporting Cell Transcriptional Diversity Using Single-Cell RNA-Seq: Validation in the Adult Mouse and Translational Implications for the Adult Human Cochlea
**Source:** Front Mol Neurosci. 2020 Feb 5;13:13. doi: 10.3389/fnmol.2020.00013
**Supplement:** Supplementary file 20

## **Supplemental Datasheet S1. Preliminary evidence for adult mouse supporting cell-specific gene expression in human inner ears.**

### **Results**

***Preliminary evidence for adult mouse supporting cell-specific gene expression in human temporal bones.*** Prior to attempting immunolocalization in human specimens, we validated antibodies for S100A6 and LCP1 in adult mouse organ of Corti, as smFISH has not been previously demonstrated to work in archival temporal bone specimens. S100A6 protein is expressed in predominantly medial SCs (border and inner phalangeal cells) with some expression noted in the Hensen's cells in the adult mouse as seen on mid-modiolar cross-sections of the adult organ of Corti (Supplemental Figure S8A-A'). Grayscale single channel images of S100A6 and LCP1 protein expression are shown in Supplemental Figures S8A' and S8B', respectively. S100A6 protein expression in Hensen's cells appears to be intermediate to expression in inner border/inner phalangeal cells and Deiters cells, respectively. LCP1 protein was localized predominantly to the pillar cells (Supplemental Figure S8B-B'). This differs from the results of smFISH in Figure 2 where the distribution of *Lcp1* RNA transcripts is observed in all cochlear supporting cells (Figure 2E). This observed incongruence between *Lcp1* RNA and LCP1 protein could be due to undefined post-transcriptional processing mechanisms, differences in the half-life of the LCP1 protein in vivo, or imperfect binding of the antibody to the LCP1 protein (Greenbaum et al. 2003).

An antibody against acetylated tubulin was utilized to label adult human cochlear supporting cells and confirm cell type-specific expression in human samples. A brightfield image of a human organ of Corti is shown in Supplemental Figure S8C with an arrow pointing to the region of the inner hair cell and a bracket outlining the outer hair cell region. S100A6 and LCP1 expression are demonstrated in adult human cochlear supporting cells and co-localize with acetylated tubulin, a known adult supporting cell marker (Supplemental Figure S8D-D'', S8F-F''). Unlike S100A6 protein in mouse, S100A6 protein in humans appears to be expressed by all cochlear supporting cells. Between mouse and human, LCP1 protein expression appears to correlate with expression noted in the pillar cells. Unlike acetylated tubulin, which is expressed in the human stria vascularis similar to observations in the mouse stria vascularis (Liu et al. 2018), LCP1 is not expressed in the stria vascularis (Supplemental Figure S9). Representative negative control images showing secondary antibody only and unlabeled slides to account for residual autofluorescence are provided (Supplemental Figure S10). These data demonstrate that S100A6 and LCP1 protein are expressed by adult human cochlear SCs. Overall, our data suggest that other supporting cell markers identified in the single cell transcriptome dataset of adult mouse cochlear SCs could be reliable markers for adult human SCs.

### **Discussion**

***Preliminary evidence for adult mouse cochlear supporting cell-specific gene expression in human inner ears.*** An important consideration in any biomedically-related study using an animal model is the applicability to humans. For this study, we examined the expression of two candidate adult mouse SC genes in human cochlear SCs. S100A6 and LCP1 demonstrated slightly different

patterns of expression in humans versus mice. Specifically, S100A6 protein appears to be expressed in most human supporting cells (Supplemental Figure S8D-D’). This contrasts with the mouse cochlea where S100A6 protein immunostaining is more prominent in medial SCs (Supplemental Figure S8A-A’). In addition to transcriptional differences between mouse and humans, S100A6 is known to be secreted and taken up by other cells, which may explain this apparent disparity in protein expression between mouse and human SCs (Jurewicz, Wyroba, and Filipek 2018). In contrast to the observed broad expression *Lcp1* RNA across all supporting cells in the mouse (Figure 2F), LCP1 protein expression in the mouse and human organ of Corti appears to be confined to the pillar cells (Supplemental Figure S8B-B’, S8E-E’). Potential reasons for this disparity include insufficiently defined post-transcriptional mechanisms involved in converting mRNA into protein, differing in vivo half-lives of protein, and the existence of a significant amount of error and noise in both protein and mRNA experiments (Greenbaum et al. 2003). Greenbaum and colleagues also suggest that changes in the rate of protein and mRNA synthesis as well as protein turnover may contribute to this disparity. These data point to the utility of human temporal bone repositories as a resource to validate and confirm candidates for hair cell regeneration attempts in humans.

## References

- Greenbaum, Dov, Christopher Colangelo, Kenneth Williams, and Mark Gerstein. 2003. “Comparing Protein Abundance and MRNA Expression Levels on a Genomic Scale.” *Genome Biology*. <https://doi.org/10.1186/gb-2003-4-9-117>.
- Jurewicz, Ewelina, Elzbieta Wyroba, and Anna Filipek. 2018. “Tubulin-Dependent Secretion of S100A6 and Cellular Signaling Pathways Activated by S100A6-Integrin B1 Interaction.” *Cellular Signalling* 42 (January): 21–29. <https://doi.org/10.1016/j.cellsig.2017.10.004>.
- Liu, Wen Jing, Chuan Xi Wang, Hao Yu, Shao Feng Liu, and Jun Yang. 2018. “Expression of Acetylated Tubulin in the Postnatal Developing Mouse Cochlea.” *European Journal of Histochemistry*. <https://doi.org/10.4081/ejh.2018.2942>.

# Supplementary material for: Characterizing Adult Cochlear Supporting Cell Transcriptional Diversity Using Single-Cell RNA-Seq: Validation in the Adult Mouse and Translational Implications for the Adult Human Cochlea
**Source:** Front Mol Neurosci. 2020 Feb 5;13:13. doi: 10.3389/fnmol.2020.00013

# Supplemental Figure S14. Comparison to genes preferentially expressed in Deiters cells compared to IHC (Liu et al. 2018, Li et al, 2018)

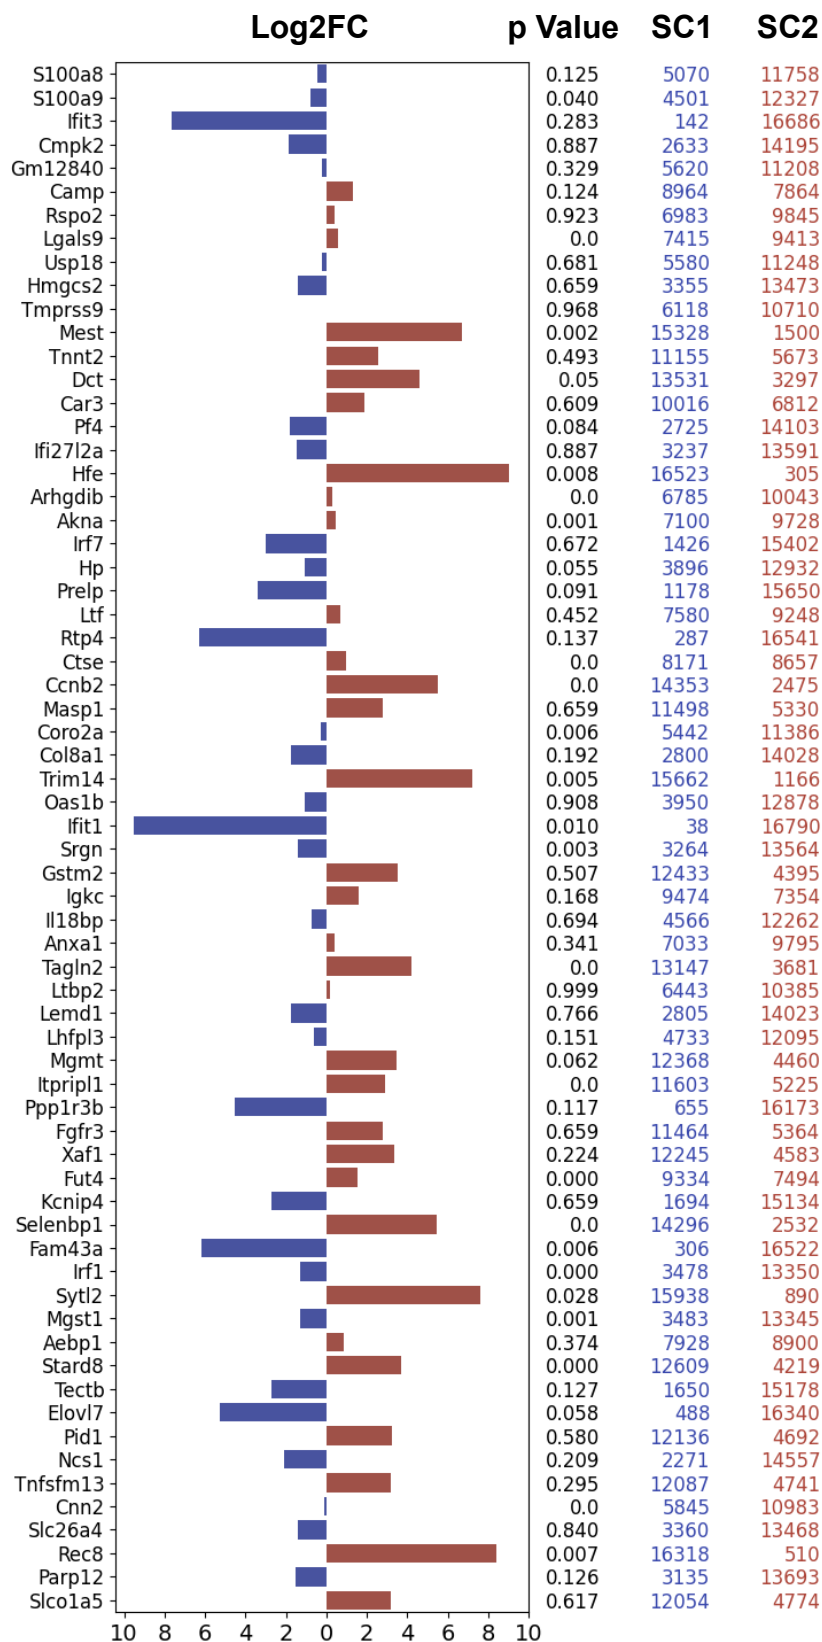

\*Numbers under SC1 and SC2 columns represent the gene rank within SC1 and SC2 data subsets, respectively. This convention applies for Supplemental Figures S11-S21.

Supplemental Figure S15. Comparison to genes preferentially expressed in Deiters cells compared to OHC (Liu et al. 2018, Li et al, 2018)

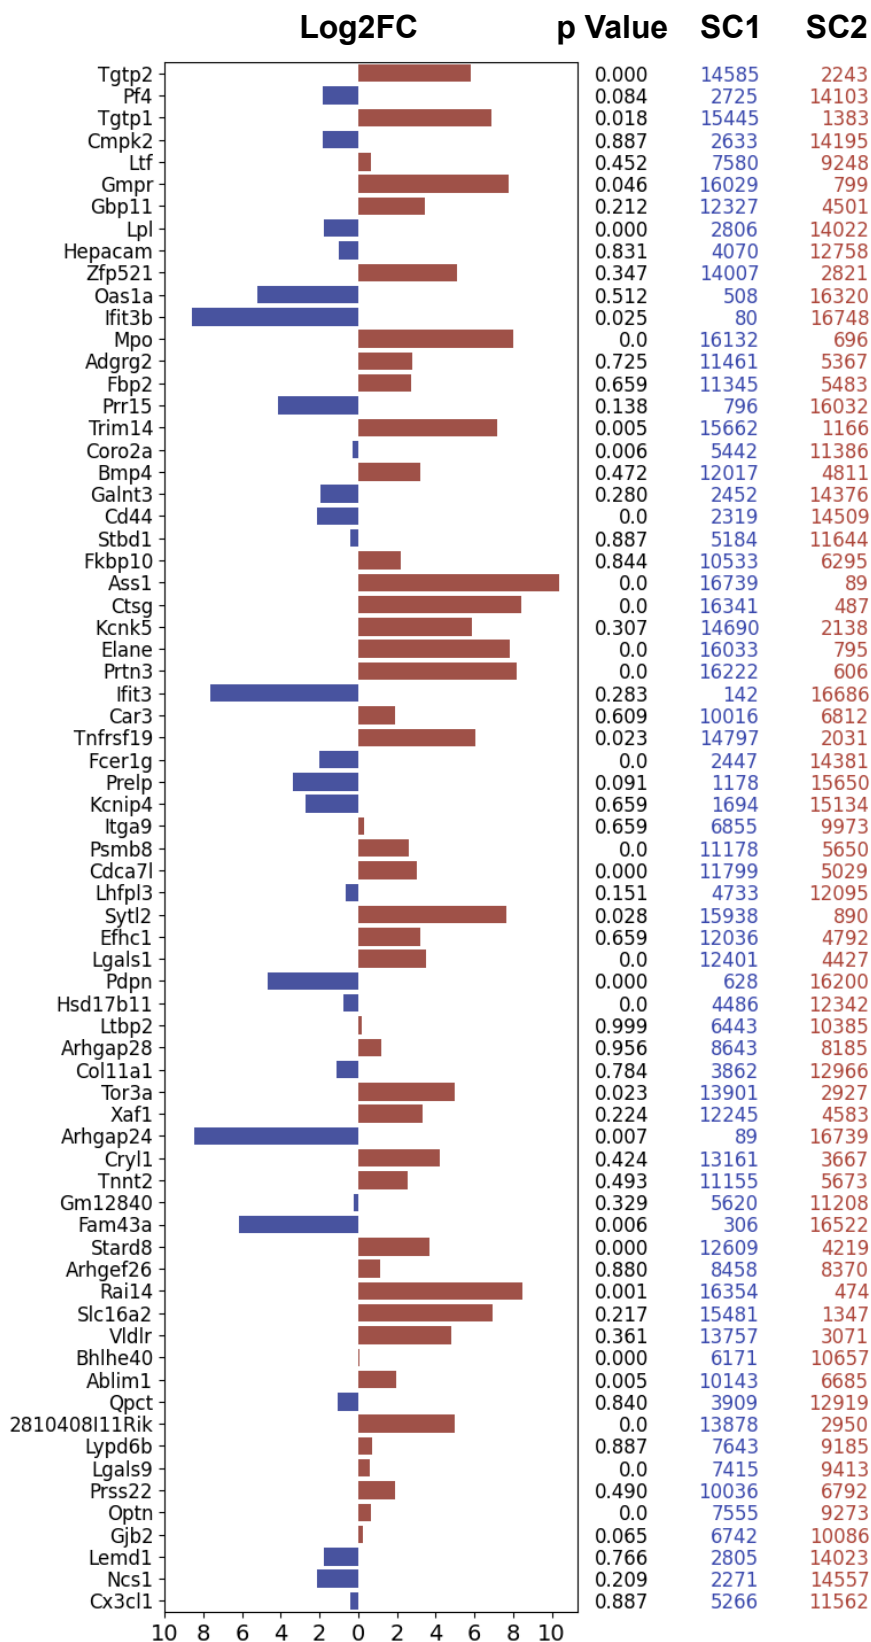

Supplemental Figure S16. Comparison to genes preferentially expressed in Deiters cells compared to pillar cells (Liu et al. 2018)

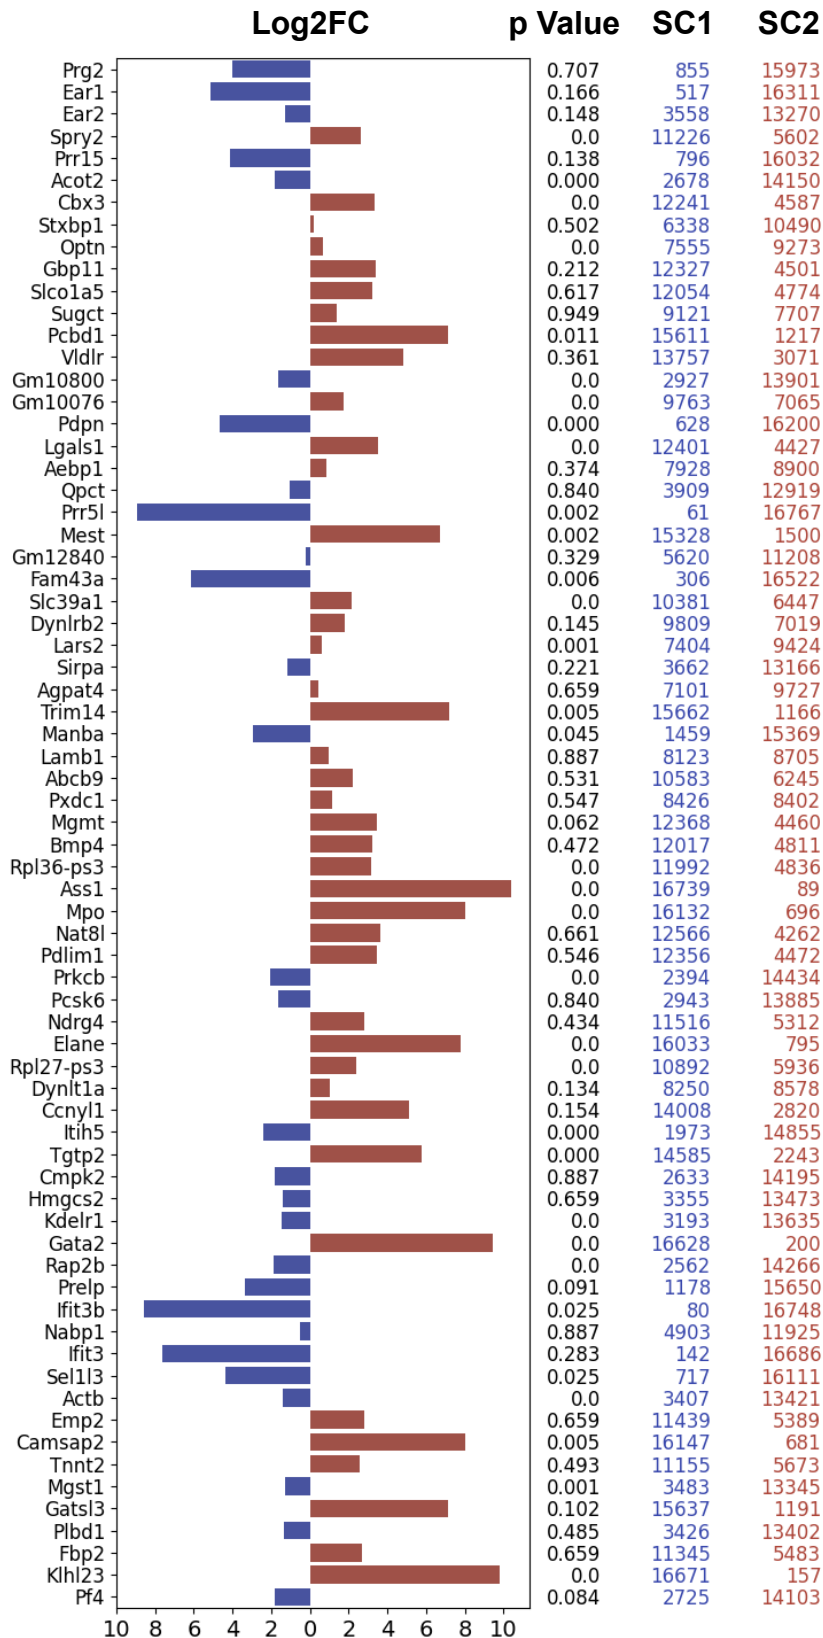

Supplemental Figure S17. Comparison to genes preferentially expressed in Pillar cells compared to Deiter cells (Liu et al. 2018)

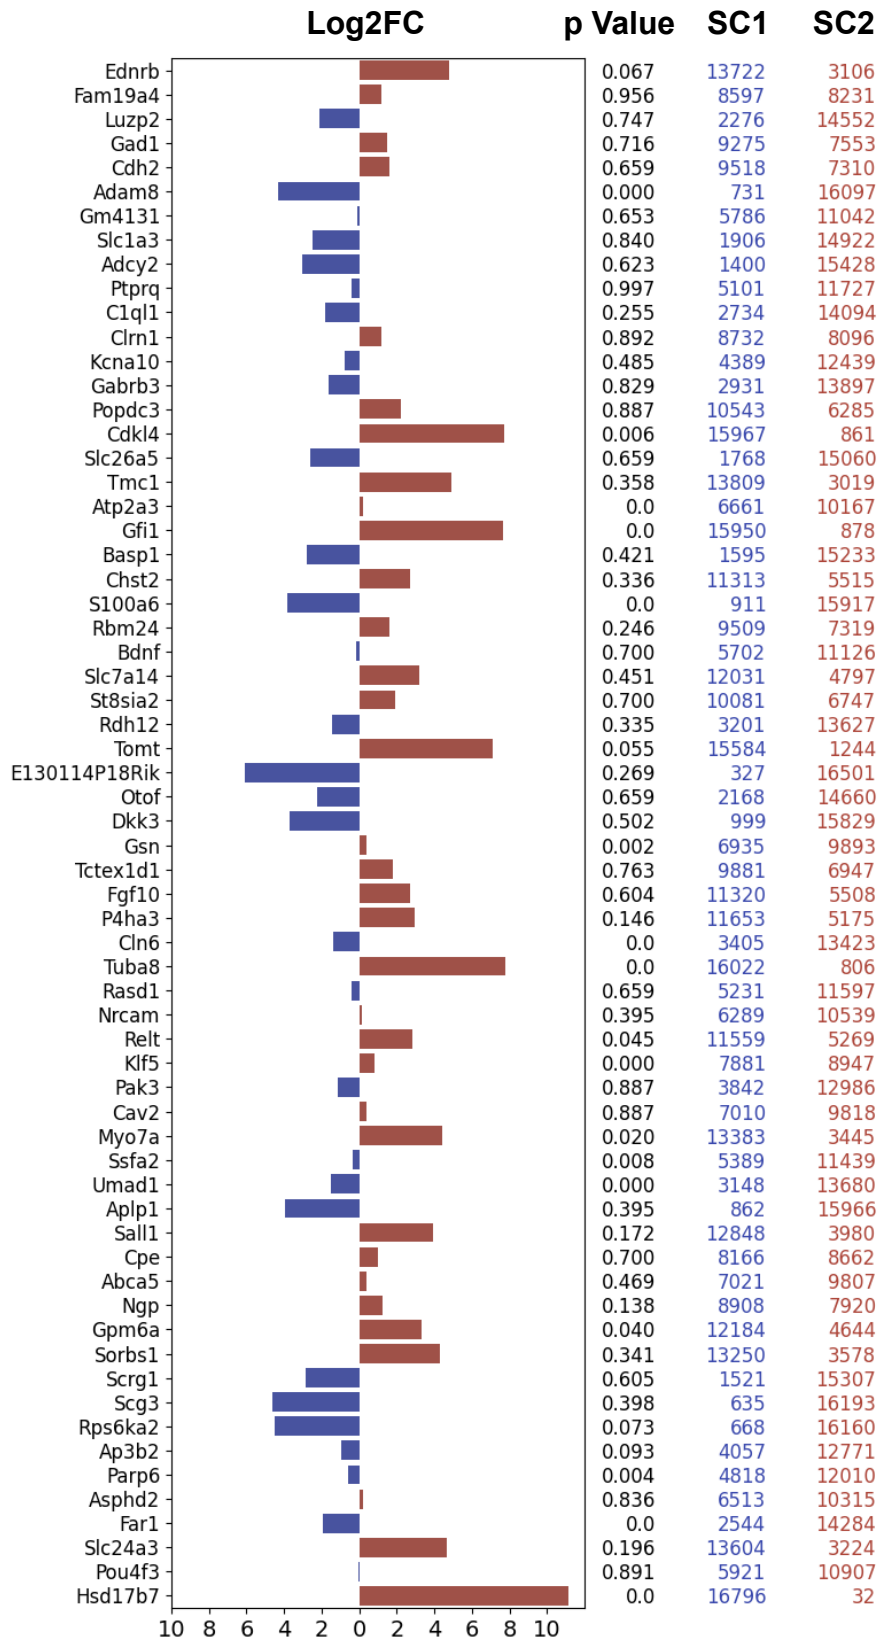

Supplemental Figure S18. Comparison to genes preferentially expressed in Pillar cells compared to IHC (Liu et al. 2018; Li et al, 2018)

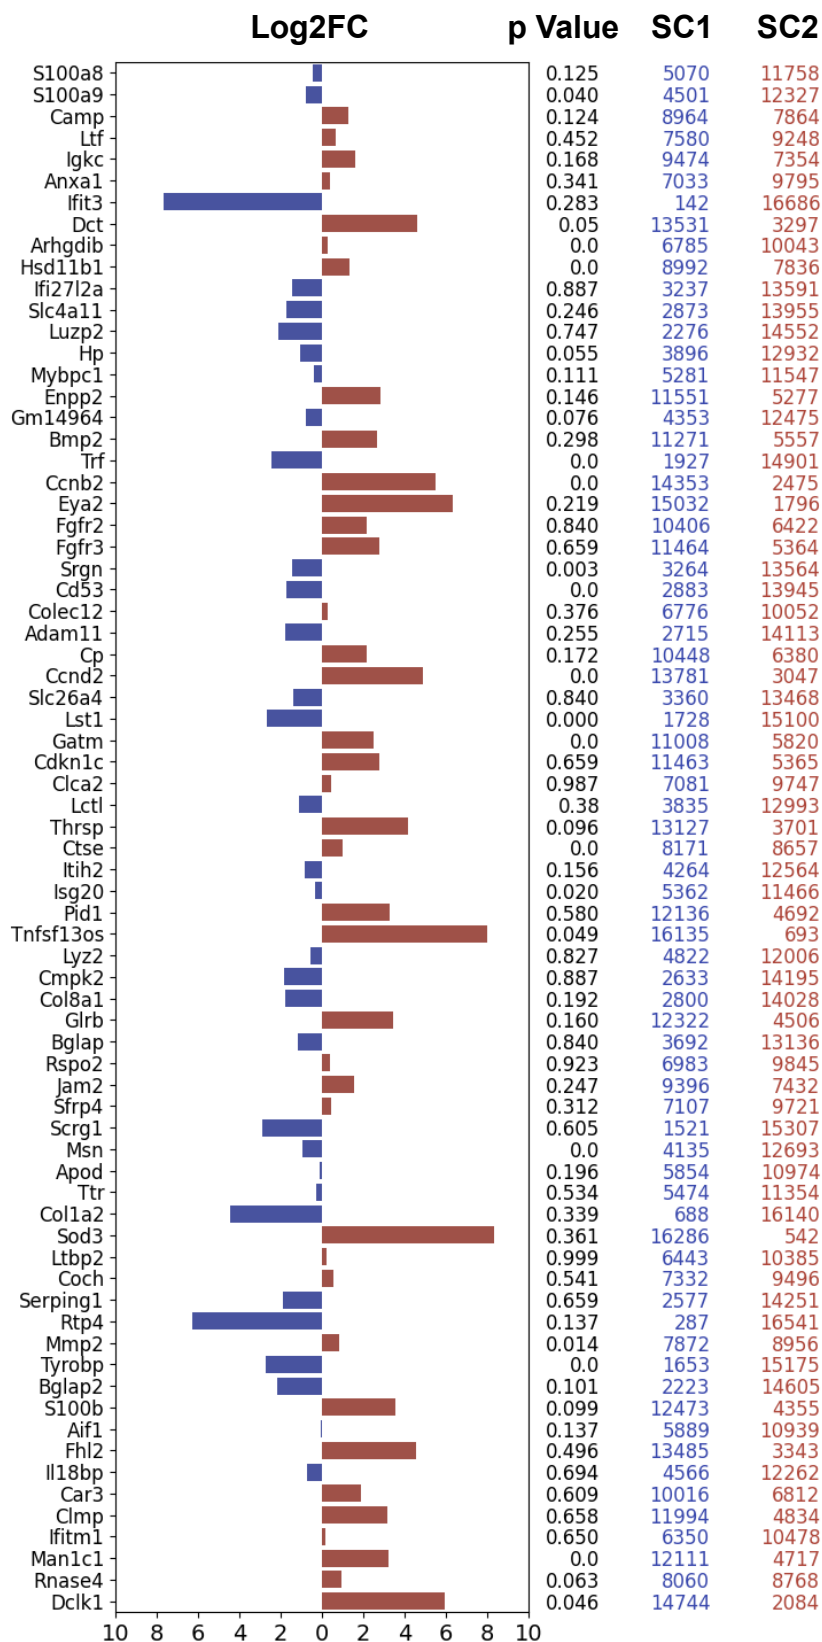

Supplemental Figure S19. Comparison to genes preferentially expressed in Pillar cells compared to OHC (Liu et al. 2018; Li et al. 2018)

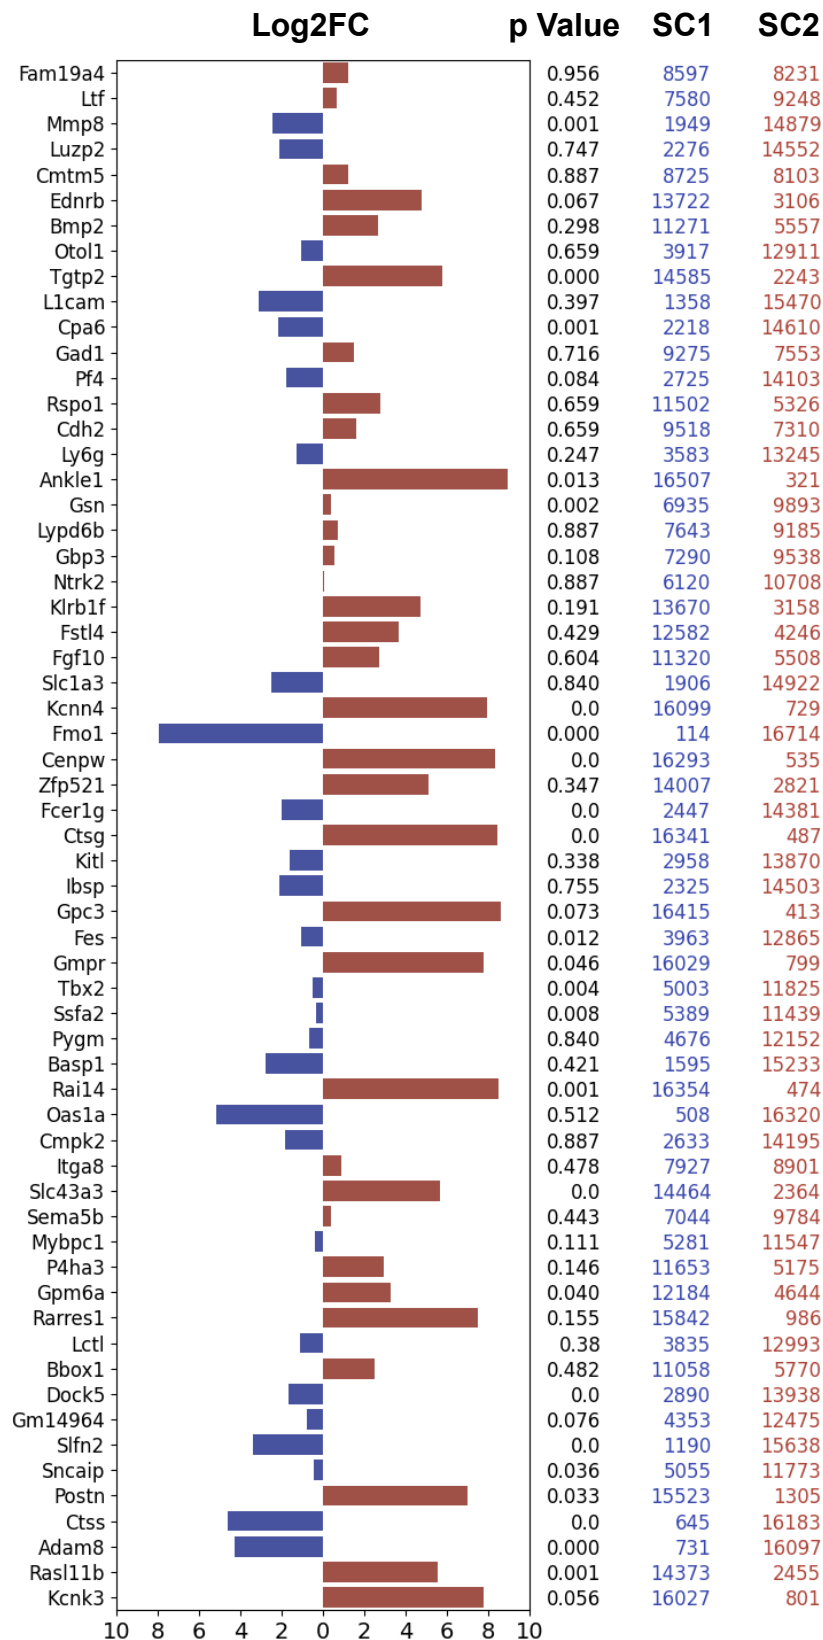

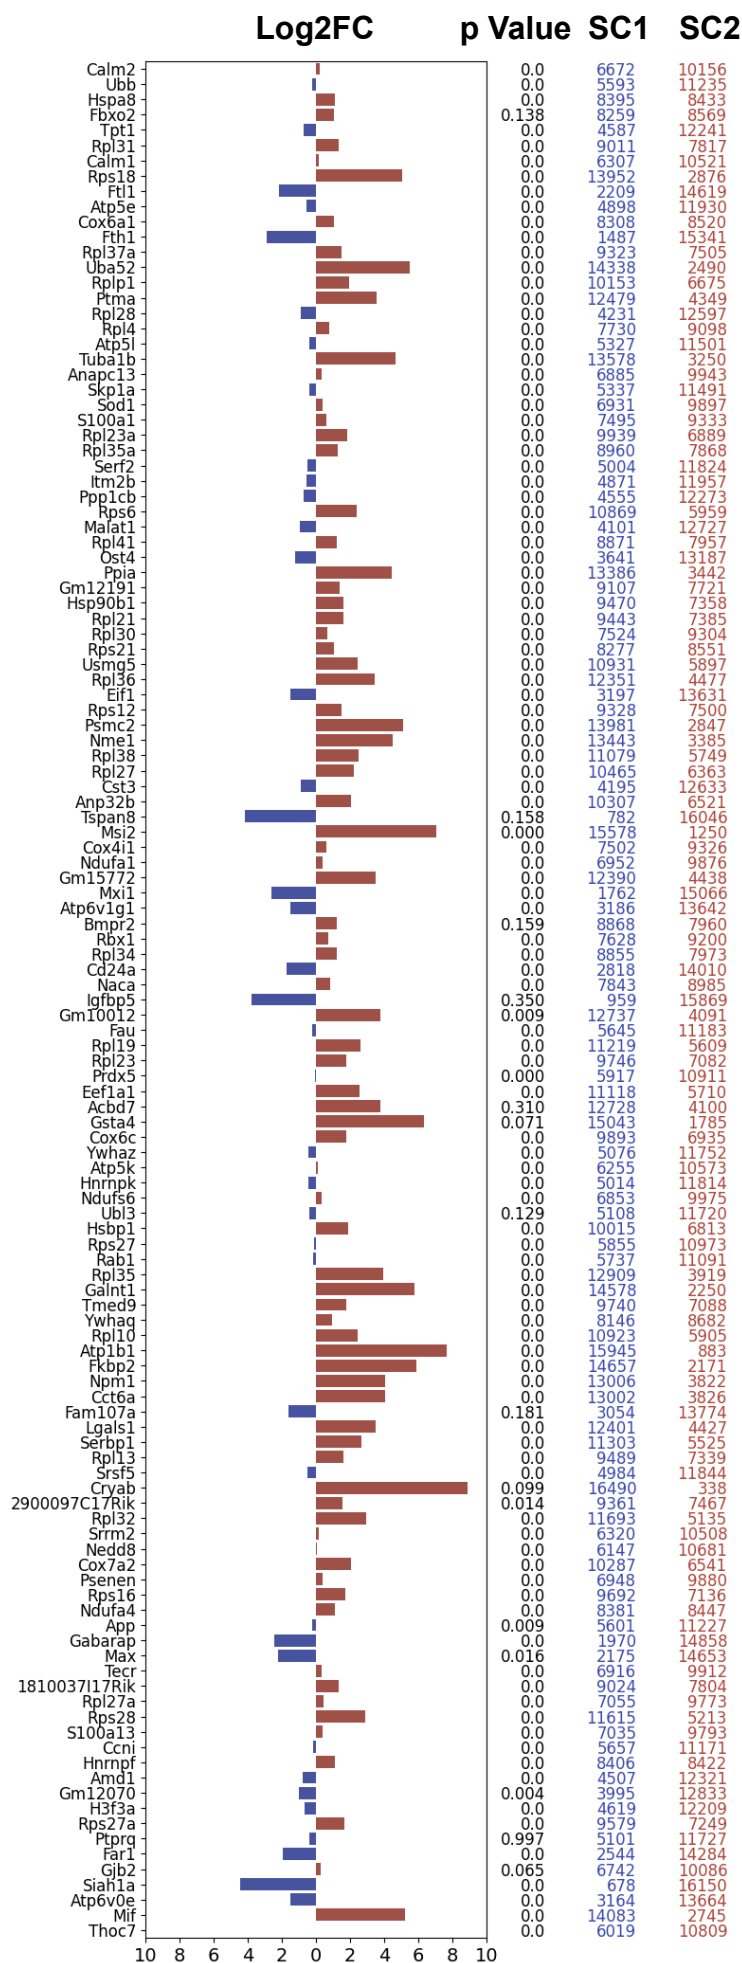

Supplemental  
Figure S20.  
Comparison to  
IHC (Liu et al.  
2014; Li et al.  
2018)

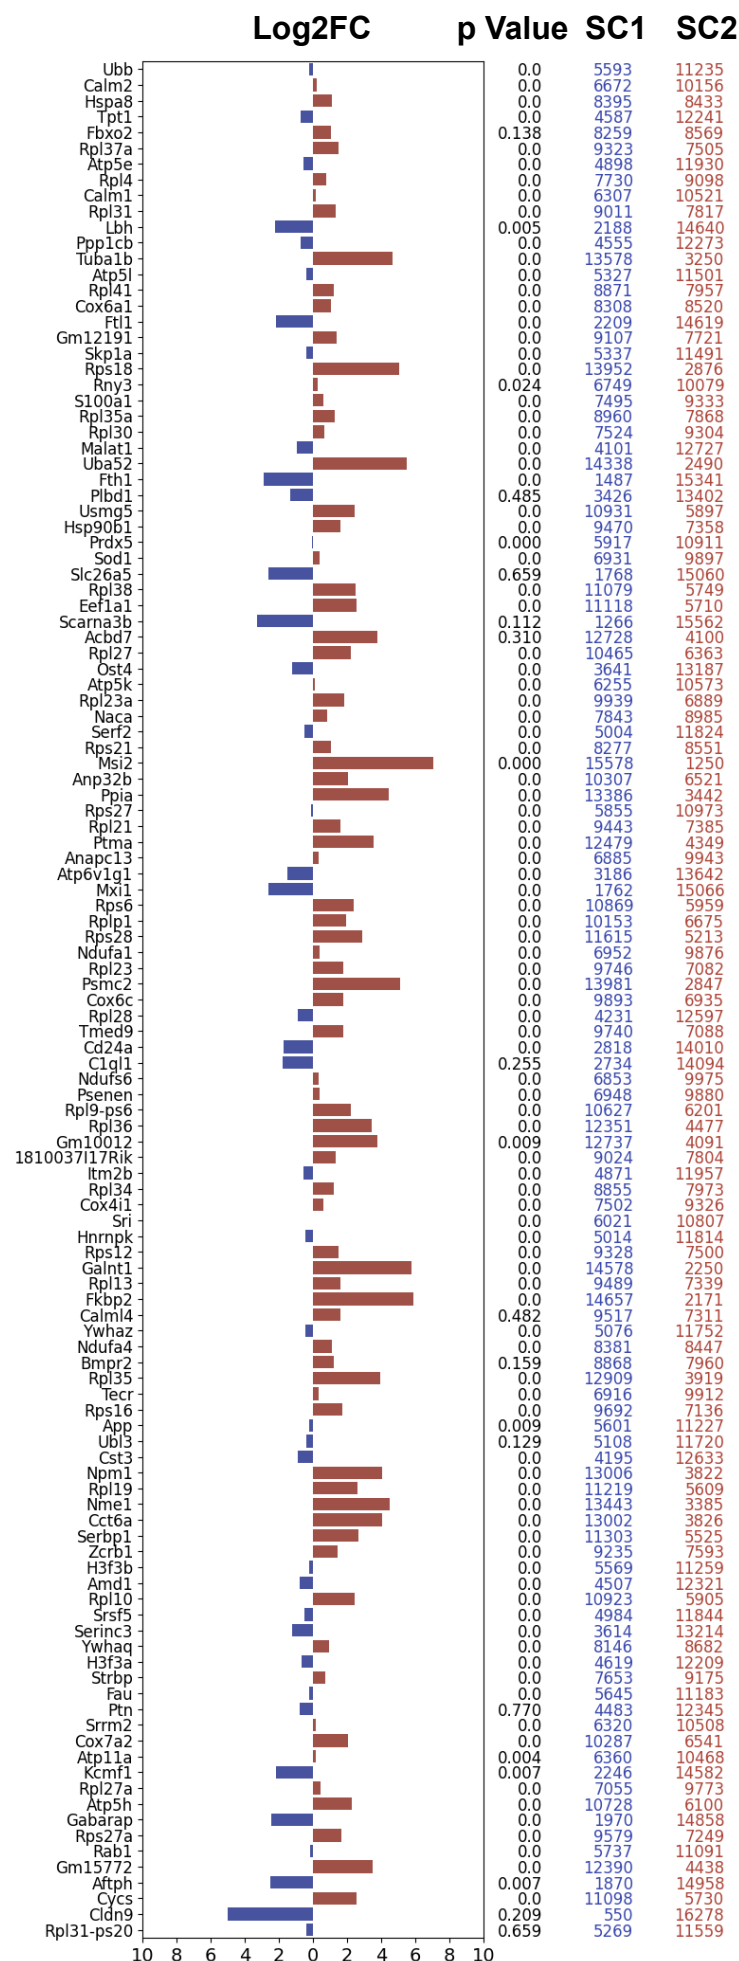

Supplemental  
Figure S21.  
Comparison to  
OHC (Liu et  
al. 2014; Li et  
al. 2018)

Supplemental Figure S22. Comparison to Deiters cells  
(Ranum et al. 2019)

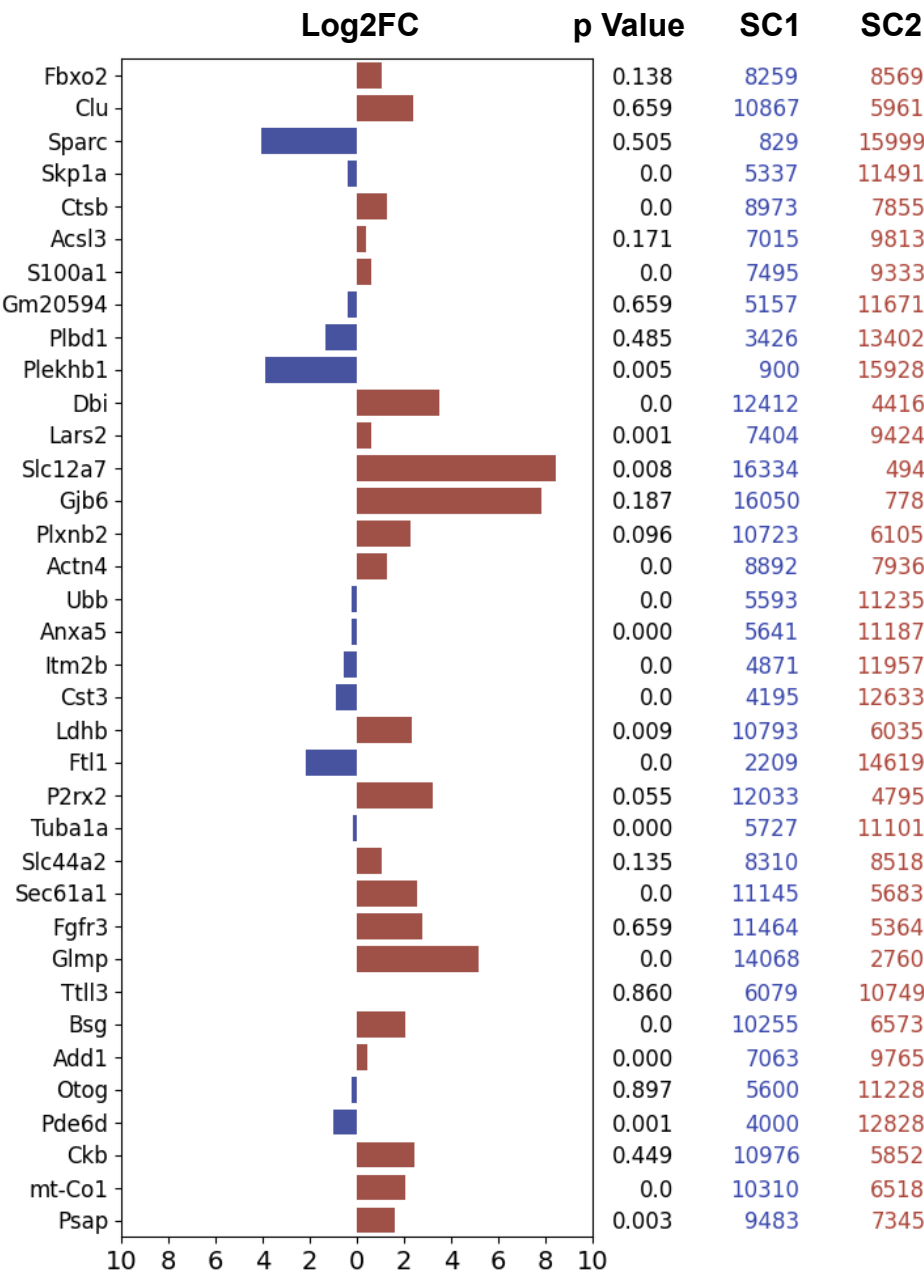

Supplemental Figure S23. Comparison to IHC (Ranum et al. 2019)

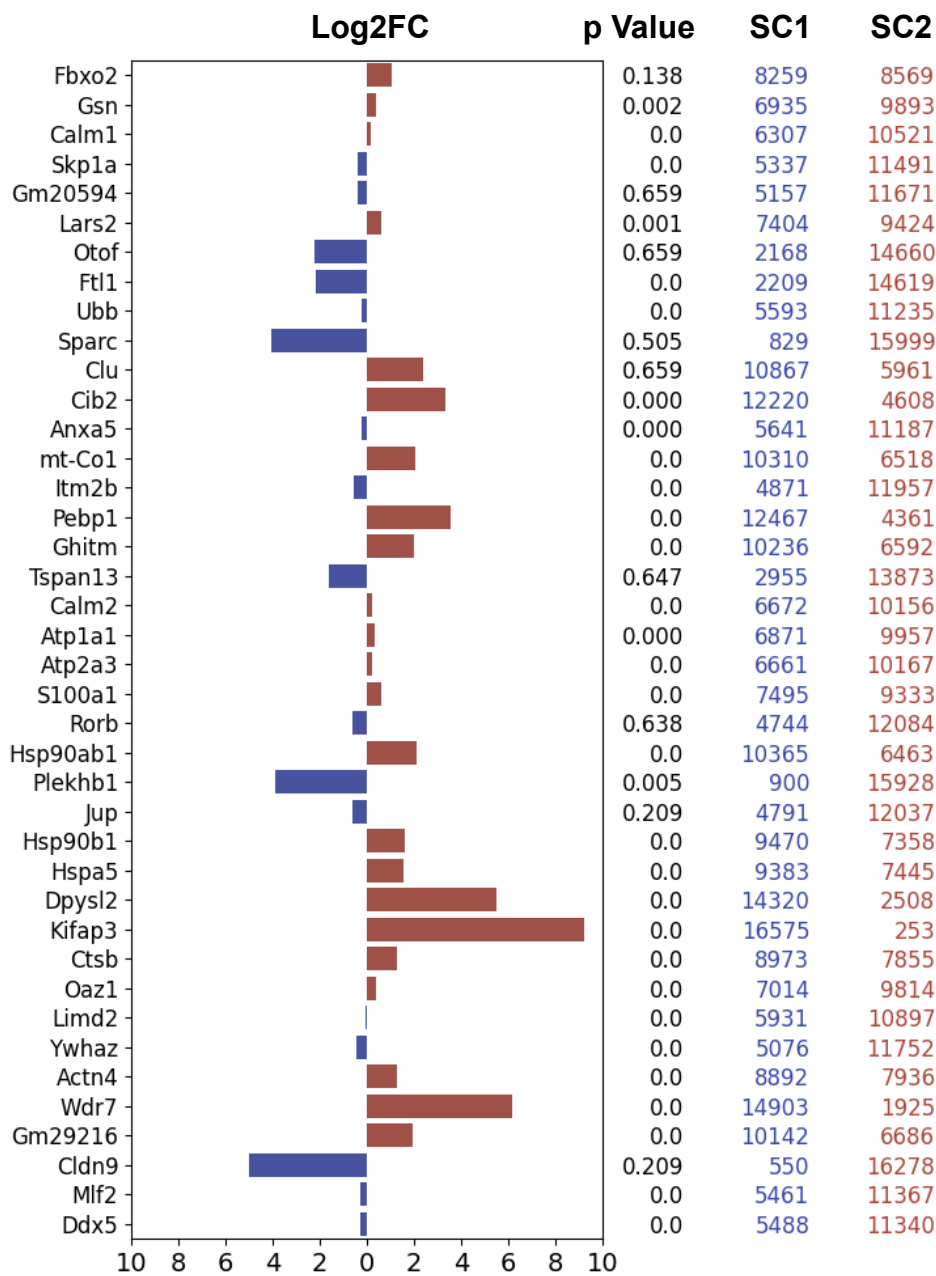

Supplemental Figure S24. Comparison to OHC (Ranum et al. 2019)

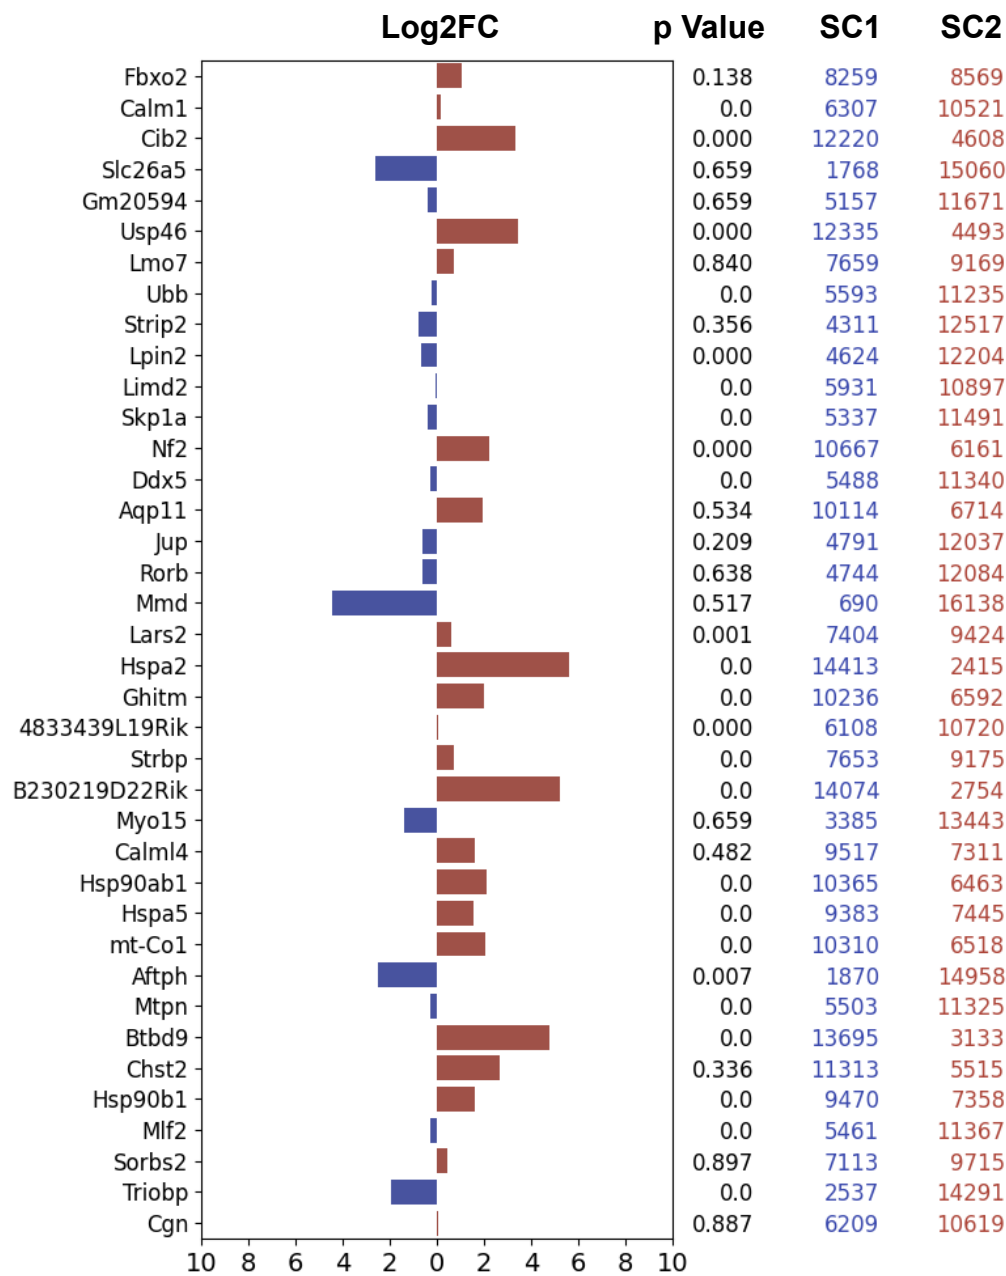

**Supplement:** Supplementary file 21

How the deposited data were processed for this re-analysis (not part of the article)

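Single cells were analysed from the cochleae of adult *Lfng* EGFP mice at P60 and P120, sorted by FACS for GFP and captured on the Fluidigm C1. According to the paper, the authors made full-length cDNA from each cell, sequenced it, de-multiplexed the reads, aligned them with STAR v2.5 to GRCm38 with the vM11 annotation and counted the reads on each gene. Cells with endothelial transcripts and outliers were removed before deposit. The expression table holds raw read counts for 211 cells, checked to be whole numbers, with 48709 genes and 92 spike-in sequences and without molecular identifiers. A second table gives each cell's age, capture, sequencing run and number of uniquely mapped reads, as the authors counted them. It also gives the normalized GFP intensity, a score that the authors scaled from images of the captured cells before deposit, with the scaling not stated in the file header or the paper's text. Gene symbols, chromosomes and positions came from GENCODE vM21, which uses the same build, and 48349 gene identifiers matched without their version. No entry named EGFP was used here, and no doublet caller was run. Reads per cell and per capture vary widely, so shares of cells were also computed after thinning each cell at random to 50000 reads, which 164 cells reach. Intervals are exact Clopper-Pearson 95% intervals and cover counting error only.

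The captures were the replicates, with 8 captures at P60 and 4 at P120. Counts were summed per capture, or per capture and cluster, and tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood F test, Benjamini-Hochberg adjustment at 0.05) in R 4.3.3. CPM values were scaled by total reads without TMM, so edgeR's log2 fold changes can differ from log2 ratios of CPM. How far the normalization by itself sets which genes pass was not tested. The cluster comparison used the 5 captures with at least 5 cells in each cluster, with the capture as a block. DESeq2 1.42.0 served as the other tool. A size rule beside the tests required a 1.7-fold ratio with a prior of 1 CPM and at least 1 read in 25% of the cells of the higher group, in the same direction at both ages for the clusters. Single values were compared with exact two-sided permutation tests over captures in scipy 1.17.1, and the 13 p-values of this kind were adjusted together. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and the plots drawn with matplotlib 3.10.9.

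Clusters were rebuilt with Seurat 5.3.0, because no cluster assignment was used from the authors. Genes in at least 3 cells were log-normalized to 10000 reads, 1966 variable genes were selected, and 10 components, a graph of 20 neighbours and a resolution of 0.8 gave 3 clusters. A list of 220 genes named in the study, in the cell type lists or in the cell cycle lists was held out, which removed 28 of the variable genes. Phases came from Seurat's cell cycle scoring with 43 S and 54 G2/M genes.

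The results, their tests, the alternatives, the rule for naming genes and the lists of cell type genes were set before the data were examined. That rule names every gene in the study's results or main panels, the 5 genes furthest apart in each direction between the clusters and between the ages, the 10 genes with the largest share of reads, and the cell type lists. Between the clusters, those 5 were taken among genes seen in at least 50% of the cells of the higher cluster. The genes of these lists were written with the study's own gene names known. The lists cover supporting cells, hair cells, endothelial cells, leukocytes in general, neutrophils, granulocyte precursors, monocytes and macrophages, erythroid cells, B cells, T and NK cells, glia and fibroblasts. Several choices came after the data were seen. The 3 clusters were joined into a pair by the last join of a tree of cluster centers, the smaller group was called SC2, and the held-out genes were left out. Of the random assignments in the cluster comparison, only 40 were drawn, to limit the run time. The tests of explanations in the closing section were also chosen then, apart from those named there as planned, as were the alternatives that section names as added.

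The tests were tried on simulated counts with 200 changed genes. With the spread of the real captures, edgeR recovered 0 genes changed 4-fold in either comparison, and 2 and 13 genes changed 16-fold for the ages and the clusters. In simulations with a dispersion of 0.1, added after this was seen, 198 and 199 genes changed 4-fold were recovered, with 10 and 9 false calls. Cells from P1, the ddPCR, sc-qPCR and smFISH experiments and the human tissue were not analysed here.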

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

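The tests of explanations in this part were chosen only after the result was seen, apart from thinning to 50000 reads, which was planned, as were the lists of cell type genes.

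The paper does not report on transcripts of leukocytes, and these were abundant in the 211 cells. At least 3 of 10 genes of the pan-leukocyte list had 10 or more reads in 175 cells. The same held for 197 cells with the neutrophil list of 12 genes and for 53 cells with the granulocyte precursor list of 7 genes. It held for 5 cells with the monocyte and macrophage list, 4 with the B cell list, 2 with the T and NK cell list and 1 with the erythroid list. The neutrophil list took 16.5% of all reads, led by *S100a9* at 5.04%, *Ngp* at 4.08% and *S100a8* at 3.71%. The pan-leukocyte list took 1.41%, led by *Srgn* at 0.297% and *Lcp1* at 0.243%, and the precursor list 0.869%, led by *Elane* at 0.359% and *Mpo* at 0.267%. The monocyte and macrophage, T and NK cell, and B cell lists took 0.110%, 0.0645% and 0.0400%. The SC list took 0.0409%, led by *Otog* at 0.0108%, while *Sox2* took 4.09e-06%. The study itself names 4 genes of the pan-leukocyte list, 4 of the neutrophil list, 2 of the precursor list and 3 of the SC list. How many of these genes SCs transcribe in other tissue samples was not measured.

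Several technical explanations are contradicted. A few abundant genes do not carry the pattern, since a cell of at least 50000 reads held a median of 8 of the 10 pan-leukocyte genes. Depth alone is excluded, because 154 of 164 cells thinned to 50000 reads kept 3 genes (93.9%, exact 95% interval from 89.1% to 97.0%). The pattern is not tied to 1 capture or run: in 11 of 12 captures, which cover all 3 runs and both ages, most cells of this depth held 3 genes, and the exception, capture 10c, has 1 such cell. Free RNA shared by the wells of a capture, as the whole cause, would give the same mix in both clusters. In 5 of 5 captures the precursor list was instead higher and the neutrophil list lower in SC2, with mean differences of SC2 minus SC1 of 1.91 ± 1.12 and -11.2 ± 4.91 percentage points of reads (SD, n = 5). Each difference had an exact paired permutation p of 0.0625, the smallest that 5 captures allow. A leukocyte beside an SC in the same well would need many wells with more than 1 cell, and the paper's Table S1 lists 3, against 161 cells of at least 50000 reads with 3 pan-leukocyte genes.

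What stays open is whether the sorted cells included leukocytes or whether SCs transcribe these genes. Of the 161 cells, 158 held fewer than 3 genes of the SC list at 10 reads (exact 95% interval from 94.7% to 99.6%), which is consistent with leukocytes among the sorted cells. This is a hypothesis, found and tested on the same data, and the low level of SC genes limits it. In the other direction, 5 cells of this depth held 3 or more SC genes, and 3 of these also held 3 pan-leukocyte genes (interval from 14.7% to 94.7%). These 3 held only 3 SC genes each, while the 2 cells with 7 and 8 SC genes held 0 pan-leukocyte genes at 10 reads, which goes against transcription of these genes in SCs. Those 2 cells come from 1 capture, 21c, and 5 cells are too few to decide. The pattern is present at P60 and P120, and the design holds no other condition.

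A capture far from the others of its age was looked for in 32 groups, which are 12 cell type lists, median reads, median genes, median GFP intensity and the share of SC2 cells at each of 2 ages. It was found in 12 groups, which are 12 of the 24 groups of list shares. Chance gives about 1 in 20 groups for normally distributed values, and how often it does so for such skewed shares was not tested. Capture 21c held 1.33% on the SC list, against 0.00291% to 0.0470% in the other 7 captures at P60. Capture 17c was high in the precursor list at 4.43%, in the monocyte and macrophage list at 0.278% and in the T and NK cell list at 0.237%. Capture 9c was high in the hair cell list at 0.00405% and in the erythroid list at 0.000181%, which is 24 reads against 0 in the other 7 captures at P60, where any capture with a read would stand apart. Capture 10c was high in the fibroblast list at 0.000839%, which is 1 read. The endothelial list was high in capture 40 at 0.0388% and, at P120, in capture 32 at 0.0303%. Also at P120, capture 36 was high in the erythroid list at 0.0237%, and capture 28 in the glia list at 0.00827% and the fibroblast list at 0.00224%. Over all cells the glia, erythroid, fibroblast and hair cell lists took 0.00610%, 0.00114%, 0.000476% and 0.000334% of reads, and the endothelial list 0.0137%. Whether 1 or 2 cells set the level was tested in the 6 cases with more than 3 reads on the list, with a read of it in another capture of that age and with less than 50% of the capture's reads in its 2 deepest cells. In 5 of these 6, 2 cells held most of the list's reads in the capture, which is consistent with 1 or 2 cells setting the level. The exception was the erythroid list in capture 36, where 2 cells held 39.8%. The lists of captures 21c, 17c and 10c were left out of this test, since the 2 deepest cells hold 61.3%, 99.9% and 95.5% of all reads there. No biological explanation was tested for these captures.

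The high SC list of capture 21c does not extend to every cell, since 2 of its 5 cells of at least 50000 reads held 3 or more genes of the list. It is not 1 gene with many reads either, as these cells held at least 7 of the 15 genes. They held 5.17% and 1.30% of their reads on the SC list and 0 pan-leukocyte genes at 10 reads. The other 3 such cells of the data set held 3 SC genes each, and their shares were 0.0104%, 0.0898% and 0.551%.

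The expression table also holds 30774318 reads on spike-in sequences, 12.3% of all reads in the table, which the paper's text does not mention. Of these, 99.8% lay in capture 9c, which is consistent with spike-ins added to that capture. Of the 53956 reads outside it, 43951 lay in capture 28, which shares no sequencing run with capture 9c, while captures 36 and 38 held 0. Where those reads come from was not tested. No biological explanation applies to spike-in sequences, and they were left out of every CPM value.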

How the results depend on the processing

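Several alternatives in this part were chosen only after the data were seen: at least 3 cells with a read, the resolution of 0.2 with 10 or 20 components, all variable genes, clusters without shallow cells, the capture and run as the block, leaving out each capture in the cluster comparison, the correlation and the SC2 share, captures with a cell in both clusters, and cells with at least 50000 reads. Where a value moved, the cause was not tested unless the setting itself removes cells, captures or genes.

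Counts of genes followed the rule of detection. With at least 3 cells holding a read, 17315 entries were above 0 over all cells, 12490 in SC1 and 13893 in SC2. With a mean of at least 10 reads per cell, 7512 passed the cutoff over all cells, 5193 in SC1, 8559 in SC2 and 4426 in both. Thinning to 50000 reads gave 12393 entries above 0 in SC1 and 6465 at the cutoff in both. With 20 components, where SC2 holds 14 cells, 9755 were above 0 and 4762 at the cutoff in SC2, and 4641 in both. The other alternatives stayed within 1.5 times of the reported counts.

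The correlation between P60 and P120 was 0.503 over genes with a mean of at least 10 CPM, 0.776 in SC1 cells, 0.797 in SC2 cells and 0.716 by Spearman's method, and 15 of 19 alternatives moved it by less than its error. By the size rule, genes higher at P120 and P60 numbered 224 and 87 at 4-fold, 398 and 358 after thinning, and 2047 and 1513 in SC2 cells alone. The edgeR counts for the ages changed under most settings. They were 31 and 43 with DESeq2, 17 at P120 without a low-count filter, 2 and 0 in lanes 2 and 3 (828 at an unadjusted p under 0.05), and 0 and 0 with the lane as a covariate (154 unadjusted). Without 1 capture they ranged from 1 to 10 at P120 and from 0 to 8 at P60. The counts moved by more than 1.5 times in at least one direction without capture 10c (1 and 0), 17c (3 and 8), 19c (4 and 3), 20c (3 and 2), 21c (10 and 6), 31 (6 and 3), 32 (2 and 4), 36 (1 and 1), 38 (2 and 3) or 40 (3 and 3), each with edgeR.

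For SC1 and SC2, the size rule gave 980 genes higher in SC2 and 182 higher in SC1 at 4-fold, 615 and 227 at 50% of cells, 15 and 61 at 80% of cells, and 3160 and 1013 pooled over the ages. After thinning, 322 were higher in SC1. The edgeR counts for SC2 and SC1 were 2949 and 478 with DESeq2, which kept 274 of the 297 genes. They were 7 and 54 with clusters from thinned counts, 13 and 35 at the resolutions 1.2 and 0.2, and 15 and 39 with capture and run as the block. Without a low-count filter 25 were higher in SC2, and with 20 components and a resolution of 0.2, 486. In clusters without shallow cells edgeR called 0 genes higher in SC2 and 1, *Ifitm6*, higher in SC1 (969 at an unadjusted p under 0.05). Without 1 capture, the counts ranged from 18 to 311 in SC2 and from 41 to 118 in SC1, with 22 and 48 without capture 28, 22 and 54 without 32, 311 and 118 without 38, 18 and 41 without 40, and 27 and 78 without 9c. Without the P60 captures they were 16 and 55, and without the P120 captures 3 (*Elane*, *Mpo* and *Prtn3*) and 13. These settings leave fewer captures.

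The SC2 share at P60 minus P120 was -3.27 percentage points with clusters from thinned counts and -1.75 without capture 36, while the other 18 of 20 alternatives kept the direction, and none of the 20 passed 0.05. It was 14.5 without capture 28, 11.9 without 19c, 4.19 without 40 and 2.04 without 10c. Other clusters gave 3.63 at the resolutions 1.2 and 0.2, 2.26 without shallow cells and 1.40 with 20 components and a resolution of 0.2. The share of SC1 cells in S or G2/M was 16.7% after thinning, 31.9% in clusters without shallow cells and 45.7% with 20 components, where SC2 stood at 7.14%. The difference over captures was 55.5 points at the resolutions 1.2 and 0.2, 56.6 with 20 components and a resolution of 0.2, and 57.5 in captures with a cell in both clusters. In these 4 settings more captures entered, and the exact test passed 0.05 before adjustment.

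Among 481 comparisons of a named gene's log2 ratio with its alternative, 43 had the other sign and 6 stood at 0. For the 30 genes called by edgeR or by the size rule, these were 27 and 1, and 25 of the 27 came with 20 components. Apart from these 28 comparisons, 424 moved by less than the spread of captures and 29 moved more. The 25 were *Tuba1b* at -6.10, *S100a1* at -3.59, *Spry2* at -0.13, *Cks1b* at -6.26, *Mcm3* at -6.32, *Birc5* at -6.53, *Ccnb2* at -7.13, *Cdk1* at -6.51, *Cdkn3* at -6.04, *Mcm4* at -7.32 and *Mki67* at -5.39. The others were *Cdkn1b* at 0.70, *Lcp1* at 0.53, *Notch2* at 0.63, *S100a6* at 1.23, *Pla2g7* at 3.08, *Mdm2* at 0.19, *Btg1* at 1.63, *Btg2* at 1.18, *Mxd1* at 0.25, *Cd44* at 2.01, *Fcer1g* at 1.30, *Msrb1* at 0.81, *Cd52* at 0.20 and *S100a11* at 0.73. This setting calls another group of 14 cells SC2, of which 1 is in the reported SC2, and the cluster test and the phase difference over captures could not be run on it. With the median of cells, *Cdkn1b* stood at 1.33, *Mdm2* at 1.29 and *Cdkn3* at 0. For the other 7 genes, 16 had the other sign and 5 stood at 0. With 20 components *Notch1* stood at 2.26 and *Lfng* at 0.06. *Ccnd3* stood at -0.72 with clusters from thinned counts and at -0.89 in clusters without shallow cells. *Dstn* and *Gapdh*, whose reported ratios are -0.04 and -0.17, changed sign in 6 alternatives each. *Notch1* and *Shc1* stood at 0 with the median of cells, and *Shc3* in 3 alternatives. For the edgeR values of named genes, 539 of 682 comparisons kept direction and side of 0.05, 102 fell short of it, 22 passed it and 19 had another sign without a call in the reported setting.

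The shares of reads on the SC, hair cell, pan-leukocyte, neutrophil and precursor lists held under 2 of 2 alternatives. That of the endothelial list held under 1 of 2. The share of cells with 3 genes at 10 reads moved in 2 of 2 alternatives for the pan-leukocyte and neutrophil lists. It moved in 1 of 2 for the precursor list and in 0 of 2 for the SC, hair cell and endothelial lists. After thinning, cells with 3 genes at 10 reads were 93.9% for the pan-leukocyte list, 88.4% for the neutrophil list and 17.7% for the precursor list. Among cells with at least 50000 reads the first of these shares was 98.2%, and that of the neutrophil list was 98.2% as well. The endothelial share of reads as a median over cells was 0%. Depth limits every value per cell, as 47 of 211 cells hold fewer than 50000 reads.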

Differences from the paper's values

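The explanations of these differences were not tested, and the rule of at least 3 cells below was chosen only after the values were seen.

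The paper's count of genes with an expression value greater than zero in the entire data set is 17243, and 27552 entries of the deposited table had at least 1 read. The alternative set before the data were examined, without the spike-in sequences, gave 27484 and still differed. A rule added after seeing the values, at least 1 read in at least 3 cells, gave 17315, within 1.5 times of the paper's value, and whether it drops genes the paper counted is unknown, since the paper names none of them. The paper's counts at the cutoff of 10, and both counts within SC1 and SC2, were within 1.5 times of the values here.

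The paper gives 460 transcripts higher in SC1 and 2000 higher in SC2. With edgeR on capture sums, 107 genes were higher in SC1 and 190 in SC2. The paper's test took cells as replicates, while captures were the replicates here, and the clusters here were rebuilt. Of the 9 alternatives set before the data were examined, DESeq2 gave 478 and 2949, within 1.5 times of both values, and the other 8 did not. These were no low-count filter, no replicate block, thinning to one depth, leaving out the P60 or the P120 captures, the resolutions 0.4 and 1.2 and clusters from thinned counts. By the size rule, which applies no test, 497 and 1859 genes were higher in SC1 and SC2, also within 1.5 times. Of its 10 alternatives set before the data were examined, 6 were within 1.5 times for SC1 and 5 for SC2. Pooled over the ages, without the condition of the same direction at both that was added here, the rule gave 1013 and 3160, beyond 1.5 times.

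The paper states that expression of *Tuba1b* differed significantly between the clusters. Here it was higher in SC2 in 5 of 5 captures, with an adjusted p of 0.408 from edgeR, and a range of 0.0273 to 1 over its alternatives. It passed 0.05 with 20 components and a resolution of 0.2, an alternative added after seeing the data (adjusted p = 0.0273). *Spry2* and *Pla2g7*, which the paper also lists as differing, had adjusted p of 0.201 and 0.294. DESeq2 called *Spry2* (adjusted p = 0.00233) and no alternative called *Pla2g7*. *S100a6* was called, at 0.00636, with a range of 5.78e-05 to 0.494 over its alternatives. It was not called without the P60 captures (0.0815), without the P120 captures (0.494) or, with a setting added after seeing the data, in clusters without shallow cells (0.211). In the reported setting all 4 genes had the direction the paper gives. The paper states no difference in expression between P60 and P120, and edgeR called 10 genes, of which 0 stayed with the sequencing lane in the model (154 at an unadjusted p under 0.05, and DESeq2 without the lane called 31 and 43).

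The paper lists *Shc3* among the transcripts enriched in adult SCs, and it had 1 read in 1 of 211 cells, while *Shc1*, the gene in the panels, had a read in 53 cells. The legend printed for Figure 5B describes violin plots of cell cycle genes with predominant expression in SC2. The figure shows such plots, for 12 genes, as panel D, for which the printed legend describes ddPCR. Of these 12 genes, 10 were higher in SC2 in most of the 5 captures, and *Cdkn1b* and *Mdm2* were higher in SC1 in 4 of 5. The paper describes transcripts of S or G2/M phase in SC2 and not in SC1. By Seurat's scoring, another method than the one the paper cites, 33 of 139 SC1 cells (23.7%) were assigned to these phases, against 80.6% in SC2, which is the direction the paper gives. The rebuilt SC2 also held more reads of the granulocyte precursor list, and whether the cells assigned to these phases are SCs was not tested. The axes of Figs. 2 and 3C are labelled log2, and for 10 of 10 genes the largest value on a natural log scale was within 0.1 of the largest value in the panel, read by eye.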

Other observations

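The tests of explanations in this part were chosen only after the result was seen, apart from those of the age genes that leave out a capture, put the lane in the model, use the captures of lanes 2 and 3 or use DESeq2, which were planned.

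In the 6 captures sequenced in both runs S059iso1 and S059iso2, the share of SC2 cells was higher in S059iso1 by 46.1 percentage points on average, in 5 of 6 captures, with an exact two-sided paired permutation p of 0.0625 (0.102 adjusted over 13 tests). In capture 36 neither run held an SC2 cell. Supplementary Table S1 lists only lane 2 for captures 36, 38 and 40, while the deposited runs place their cells in both. Cells of S059iso1 were also deeper, by a mean difference of medians of 688098 reads. With clusters drawn from counts thinned to one depth, the share was still higher in 5 of 6 captures, by 37.3 ± 28.7 points (SD, n = 6, exact two-sided paired permutation p = 0.0625), and equal in capture 36. This goes against depth as the whole cause, although neither difference passed 0.05. Cells chosen or handled differently stay open: the GFP intensity, measured before sequencing, was lower in S059iso1 in 5 of 6 captures, with a mean difference of -174, with an exact p of 0.125 (adjusted 0.163). That SC2 is a run and not a group of cells is excluded. Within 1 run of 1 capture, the precursor list, held out of the clustering, was higher in SC2 in 4 of 4 blocks, by 1.77 to 3.44 percentage points of reads. The order of the runs is not known.

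The median GFP intensity was lower in SC2 in 4 of 5 captures, with a mean difference of -188.5 (exact two-sided paired permutation p = 0.125, adjusted 0.163). It was lower in SC2 in 3 of 4 blocks of 1 run and 1 capture, which cannot be told apart from a difference between runs with so few blocks. No biological explanation was tested.

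For the 10 genes called between P60 and P120, chance cannot be excluded: of 100 splits of the 12 captures into 4 and 8, the real one included, 75 gave as many genes. The other splits gave between 1 and 2652 genes, with a median of 17, and the most came from captures 19c, 20c, 21c and 36 against the rest. Without the shallow capture 10c, 1 of the 10 genes, *Il6*, was still called. This loss is not particular to that capture, as 2 of the 10 stayed without capture 36 and 4 each without 38 and 40, in a range from 1 to 9 over the 12 captures left out in turn. The part of capture 10c in the calls cannot be told apart from that of the other captures. With the sequencing lane in the model, edgeR called 0 genes (154 at an unadjusted p under 0.05), and in the captures of lanes 2 and 3 alone it called *Prss34* and *Mcpt8* higher at P120. DESeq2 called 31 genes higher at P120 and 43 higher at P60, kept 3 of the 10 and gave 3 the other sign. Between lane 1 and lanes 2 and 3, with age in the model, edgeR called *Cdan1* higher in lane 1. An age difference stays open, as the design cannot part it from the lane in the 6 captures of lane 1.

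For the 297 genes called between SC1 and SC2, assigning the sums anew cannot decide on chance. The clusters were drawn from the same counts, which favours the real assignment, and 16 assignments allow no share below 0.0625. Among the 16 ways to assign the pair of sums of each of 5 captures, 1 gave as many genes, the real one, a share of 0.0625, and the others gave at most 3. Another 24 assignments drawn at random, which do not part every capture, gave at most 45 genes, with a median of 0. The difference between the clusters was not shown to depend on age: the interaction of cluster and age gave 0 genes with edgeR, 214 at an unadjusted p under 0.05, and was not run with DESeq2.

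Against 10000 random lists of genes matched on mean expression, the median log2 ratio of SC2 over SC1 of the precursor list, 6.61, was above all, at percentile 100. That of the T and NK cell list, 6.04, was also at percentile 100, and that of the SC list, 1.66, at percentile 98.8. The share of reads on the SC list was higher in SC2 in 3 of 5 captures (exact two-sided paired permutation p = 0.4375, adjusted 0.517), and 2 cells of capture 21c hold 60953 of its 79461 reads in SC2. The B cell list, at 2.80, lay at percentile 99.0. The neutrophil list, at -1.98, lay at percentile 0.190, and the erythroid list, at -0.385, at percentile 0.0600. Of the 2511 erythroid reads, 2161 lay in capture 36, which held 0 SC2 cells. The percentile of the erythroid list thus cannot part a cluster difference from that capture. The other 6 of the 12 lists lay between percentiles 9.06 and 45.4, among them the pan-leukocyte list, at -1.23, at percentile 28.2, within the range of random lists. As a share of reads, that list was lower in SC2 in 5 of 5 captures, by a mean difference of SC2 minus SC1 of -0.819 ± 0.418 percentage points (SD, n = 5, exact two-sided paired permutation p = 0.0625, the smallest that 5 captures allow).

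The 3 clusters before joining held 87, 72 and 52 cells. The cluster of 72 cells became SC2, with a median of 1281183.5 reads, and the others held medians of 566403 and 714581.5 reads.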
